# Senescence-associated 13-HODE production promotes age-related liver steatosis by directly inhibiting catalase activity

**DOI:** 10.1038/s41467-023-44026-z

**Published:** 2023-12-09

**Authors:** Jinjie Duan, Wenhui Dong, Guangyan Wang, Wenjing Xiu, Guangyin Pu, Jingwen Xu, Chenji Ye, Xu Zhang, Yi Zhu, Chunjiong Wang

**Keywords:** Non-alcoholic fatty liver disease, Hepatocytes, Ageing

## Abstract

Aging is a major risk factor for metabolic disorders. Polyunsaturated fatty acid-derived bioactive lipids play critical roles as signaling molecules in metabolic processes. Nonetheless, their effects on age-related liver steatosis remain unknown. Here we show that senescent liver cells induce liver steatosis in a paracrine manner. Linoleic acid-derived 9-hydroxy-octadecadienoic acid (9-HODE) and 13-HODE increase in middle-aged (12-month-old) and aged (20-month-old) male mouse livers and conditioned medium from senescent hepatocytes and macrophages. Arachidonate 15-lipoxygenase, an enzyme for 13-HODE and 9-HODE production, is upregulated in senescent cells. A 9-HODE and 13-HODE mixture induces liver steatosis and activates SREBP1. Furthermore, catalase (CAT) is a direct target of 13-HODE, and its activity is decreased by 13-HODE. CAT overexpression reduces 13-HODE-induced liver steatosis and protects male mice against age-related liver steatosis. Therefore, 13-HODE produced by senescent hepatocytes and macrophages activates SREBP1 by directly inhibiting CAT activity and promotes liver steatosis.

## Abstract (web summary)

Polyunsaturated fatty acid-derived bioactive lipids play critical roles as signalling molecules in metabolic processes. Here, the author show 13-HODE produced by senescent hepatocytes and macrophages activates SREBP1 by directly inhibiting CAT activity and promotes age-related steatosis.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is a disease in which over 5% of lipids are deposited in hepatocytes, with no secondary causes of hepatic fat accumulation, such as alcohol consumption, virulence, or medication factors^1^. NAFLD affects ~32.4% of people worldwide and is rising yearly^2^. By 2030, it is estimated that there will be 314.58 million cases in China and 100.9 million cases in the US^3^. Many chronic diseases, including liver disease, diabetes, cardiovascular disease, and cancer, are exacerbated by aging^4,5^. Triglyceride levels in the liver are higher in the elderly healthy by history than in younger individuals^6,7^. The prevalence of metabolic-associated fatty liver disease in those aged 60–69 years is 44%, exceeding the prevalence in those aged 20–29 years (7%) and the general population (25%)^8,9^. However, the mechanism underlying age-related liver steatosis remains unclear.

The primary cause of age-related diseases is cellular senescence^10^. Senescent cells interact with other cells through a senescence-associated secretory phenotype (SASP), which is important in physiology and pathology^11^. Research on SASP has mainly focused on soluble and growth factors and matrix remodeling enzymes; nonetheless, the emerging SASP includes lipid mediators such as prostaglandin E2 (PGE2), an arachidonic acid metabolite^11^. ω−6 polyunsaturated fatty acids (PUFAs) and ω−3 PUFAs belong to essential fatty acids. Arachidonic acid and linoleic acid (LA) are ω−6 PUFAs; docosahexaenoic acid, eicosapentaenoic acid (EPA), and n-3 docosapentaenoic acid are important ω−3 PUFAs. They can be further metabolized by cyclooxygenase, lipoxygenase (LOX), cytochrome P450s (CYPs), and autoxidized non-enzymatically into numerous bioactive metabolites. These PUFA metabolites are lipid metabolism products and important signaling molecules that play vital roles in metabolic processes^12–14^. For example, our previous studies revealed that lipoxin A4, an arachidonic acid metabolite, mediates hyperhomocysteinemia-induced liver steatosis^15^. We also found that EPA-derived 17,18-epoxyeicosatetraenoic acid, 5-hydroxyeicosapentaenoic acid, and 9-hydroxyeicosapentaenoic acid prevented NAFLD at an early stage^16^. However, the role of PUFA-derived bioactive lipids in age-related liver steatosis is largely unknown.

The 9-hydroxy-octadecadienoic acid (9-HODE) and 13-HODE are derived from LA mainly through lipoxygenase or non-enzymatically^17^, and reportedly regulate macrophage biology by promoting foam cell formation, inducing apoptosis, and increasing oxidative stress^18,19^. In addition, 9-HODE and 13-HODE levels are reported to increase in the plasma of patients with nonalcoholic steatohepatitis (NASH) compared with healthy controls and patients with steatosis^20^. However, the effects of 9-HODE and 13-HODE on age-related steatosis and their underlying mechanisms remain unclear.

Catalase (CAT) is a key cellular antioxidant enzyme found primarily in the peroxisome, where it decomposes hydrogen peroxide into H_2_O and O_2_^21^. CAT activity is linked to NAFLD and aging. With increasing age, CAT knockout causes increased hepatic lipid accumulation^22,23^. In addition, a lack of CAT accelerates aging^24^. Further study is needed to determine whether hepatic CAT activity changes with age and the underlying mechanisms.

When exploring these unknown questions, we found that senescent cells induced hepatic steatosis in a paracrine manner. To study the role of PUFA-derived bioactive lipids in age-related liver steatosis, we performed targeted lipidomics to explore the change in the PUFA metabolite profile in middle-aged mice. We found that 9-HODE and 13-HODE levels were substantially increased in middle-aged mice. We further studied the effects of 9-HODE and 13-HODE on liver steatosis and identified CAT as a direct target of 13-HODE. We also tested the therapeutic effects of CAT overexpression on age-related liver steatosis.

## Results

### Senescent hepatocytes induced hepatic steatosis in a paracrine manner

We found that 12-month-old (middle-aged) and 20-month-old (aged) male mice had hepatic steatosis compared with 2.5-month-old male mice, as revealed by Oil Red O staining (Fig. 1a, b)^25^. The body weight of middle-aged and age mice were higher than young mice (Fig. S1a). P16 levels were increased and more γH2AX positive cells accumulated in 12-month-old and 20-month-old mouse livers compared with young mouse livers (Fig. S1b–e). Hepatic triglyceride (TG) and cholesterol (CHO) levels increased in 12-month-old mice (Fig. 1c). In 20-month-old mice, the TG content of the liver increased while the hepatic CHO level was comparable between the two groups (Fig. 1d). The senescent cells were then labeled with immunofluorescence staining of P16 and lipid droplets were stained by Nile Red staining. More lipid droplets were detected in the livers of 12-month-old mice than in those of 2.5-month-old mice. Notably, both senescent and neighboring non-senescent hepatocytes accumulated more lipids (Fig. 1e). We also used an established H_2_O_2_-induced HepG2 senescence model to investigate the interaction of senescent and non-senescent hepatocytes^26^. The senescent cells showed increased senescent markers (P21, P16, and γH2AX) as well as upregulated SASP genes, including *IL1A*, *IL1B*, *IL6*, and *CXCL8* (Fig. S2a–c). We observed that lipids accumulate in senescent HepG2 cells (Fig. 1f). Moreover, conditioned medium from senescent hepatocytes stimulated lipid accumulation in non-senescent HepG2 cells (Fig. 1g). We then employed two other cellular senescent models, doxorubicin (DOX) and Nutlin-3a (a P53 activator)-induced cellular senescence^27,28^. We also observed elevated lipid accumulation in senescent HepG2 cells and hepatocytes treated with conditioned medium from senescent hepatocytes in these cell models (Fig. S2d–g). According to these findings, senescent hepatocytes disrupt the liver microenvironment and promote age-related hepatic steatosis.

**Fig. 1:**
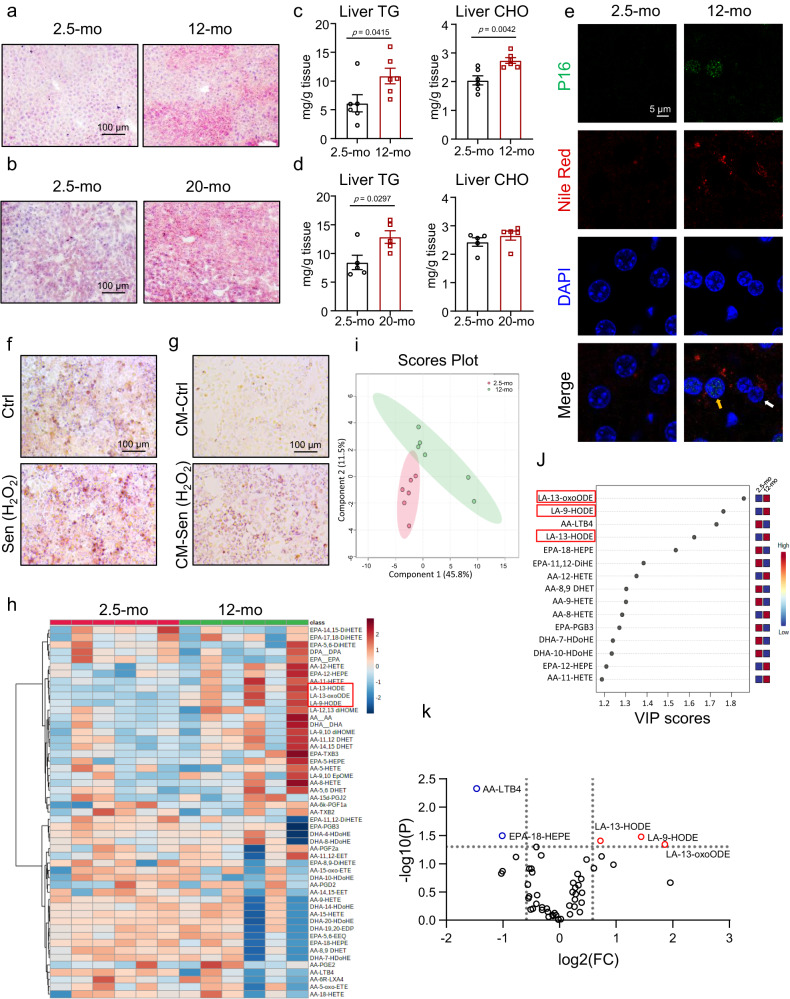
Senescent hepatocytes induced hepatic steatosis, and hepatic 9-HODE and 13-HODE were increased in middle-aged mice. Oil red O staining of livers (**a**, **b**) and hepatic TG and CHO levels of mice (**c**, **d**) at 12 months (middle-aged, *n* = 6 mice per group) or 20 months (aged, *n* = 5 mice per group) of age; control mice were 2.5 months of age; scale bar = 100 μm. **e** Immunofluorescence staining of P16 and Nile Red staining of liver sections from mice at 2.5 or 12 months of age; scale bar = 5 μm; yellow arrow: P16^+^ hepatocyte; white arrow: P16^-^ hepatocyte. **f** HepG2 cells were treated with 500 μM H_2_O_2_ for 48 h to induce senescence. Oil Red O staining of senescent hepatocytes or control hepatocytes; (**g**) HepG2 cells were treated with conditioned medium from senescent hepatocytes or control hepatocytes for 24 h, and then Oil Red O staining was performed; *n* = 5 independent experiments, scale bar = 100 μm. **h**–**k** Liquid chromatography–tandem mass spectrometry (LC‒MS/MS) was performed to detect the PUFA metabolite profile of 2.5- and 12-month-old mice: (**h**) heatmap, (**i**) PLS-DA analysis, (**j**) VIP scores, and (**k**) volcano plot of significantly changed metabolites; *n* = 6 mice per group. Data represent the mean ± SEM. Two-tailed student’s t test was performed for (**c** and left panel of **d**); Two-tailed Mann-Whitney test for (right panel of **d**). mo month, TG triglyceride, CHO total cholesterol, CM conditioned medium, Sen senescent, AA Arachidonic acid, LA linoleic acid, EPA eicosapentaenoic acid.

### LA-derived 9-HODE and 13-HODE were increased in 12-month-old and 20-month-old mouse livers

PUFA-derived metabolites are important signaling molecules that regulate metabolic disorders. PGE2, as lipid mediator, is thought to be an important component of SASP^11^. We used targeted lipidomics to examine the ω−3 and ω−6 PUFA metabolite profile in the livers of male mice at 12 and 2.5 months of age to study whether they mediated age-related hepatic steatosis (Fig. 1h). Partial least squares-discriminant analysis (PLS–DA) revealed that 2.5- and 12-month-old mouse livers had distinct PUFA metabolite signatures (Fig. 1i). The variable importance in projection (VIP) scores showed that the top 15 metabolites were responsible for this distinction. In 12-month-old mouse livers, seven of these metabolites increased while eight decreased. The first three of the seven increased metabolites (9-HODE, 13-HODE, and 13-oxoODE) were derived from LA (Fig. 1j). Among them, 13-oxoODE is an oxidation product of 13-HODE. Additionally, a volcano plot revealed a significant increase in these three metabolites in 12-month-old mice and a decrease in LTB4 and 8-HEPE (Fig. 1k). We also analyzed the lipidomics data from 2.5-month-old and 20-month-old male mouse livers. The VIP scores revealed that increased 9-HODE, 13-HODE, and 13-oxoODE levels were also important features of the PUFA metabolite profile in aged mouse livers (Fig. S3a–d). Next, we investigated whether 9-HODE and 13-HODE were also increased in high-fat diet (HFD)-induced liver steatosis. We found that 9-HODE and 13-HODE levels were comparable between normal and HFD-fed mouse livers (Fig. S4). Thus, 9-HODE and 13-HODE may play a role in age-related hepatic steatosis.

### Increased arachidonate 15-lipoxygenase (ALOX15) expression in senescent hepatocytes and macrophages promotes 9-HODE and 13-HODE production

The levels of 9-HODE and 13-HODE secreted from senescent hepatocytes were also higher in both senescent HepG2 cells and their supernatant medium, as in the liver (Fig. 2a, b). The key enzyme for 13-HODE and 9-HODE production is ALOX15 (also known as 15-LOX or 12/15-LOX)^29,30^. Thus, we measured ALOX15 levels and found that ALOX15 protein levels were upregulated in senescent hepatocytes (Fig. 2c). In addition, immunofluorescence staining revealed elevated protein levels of ALOX15 in 12-month-old mice (Fig. 2d). We then used small interfering RNA (siRNA) to knock down *ALOX15* in senescent HepG2 cells (Fig. 2e) and collected the conditioned medium (Fig. 2f). Notably, *ALOX15* knockdown inhibited lipid accumulation induced by conditioned medium from senescent hepatocytes (Fig. 2g). In addition, we found that the ALOX15 level was also increased in DOX-induced senescent hepatocytes (Fig. 2h). Consistently, 9-HODE and 13-HODE levels were increased in conditioned medium from DOX-treated hepatocytes (Fig. 2i). In the liver, senescence is not limited in hepatocyte, and other liver cell types can also undergo senescence^31^. To better demonstrate the source of 9- and 13-HODE, we further induced cell senescence in macrophages (RAW264.7 cells) and endothelial cells (EA.hy926 cells). We found that ALOX15 was also elevated in senescent RAW264.7 cells and not changed in senescent EA.hy926 cells (Figs. 2j and S5). Subsequently, we found that senescent RAW264.7 cells produced more 9-HODE and 13-HODE into supernatant medium (Fig. 2k). In a paracrine manner, the increased expression of ALOX15 in senescent hepatocytes and macrophages induced 9-HODE and 13-HODE production and promoted steatosis.

**Fig. 2:**
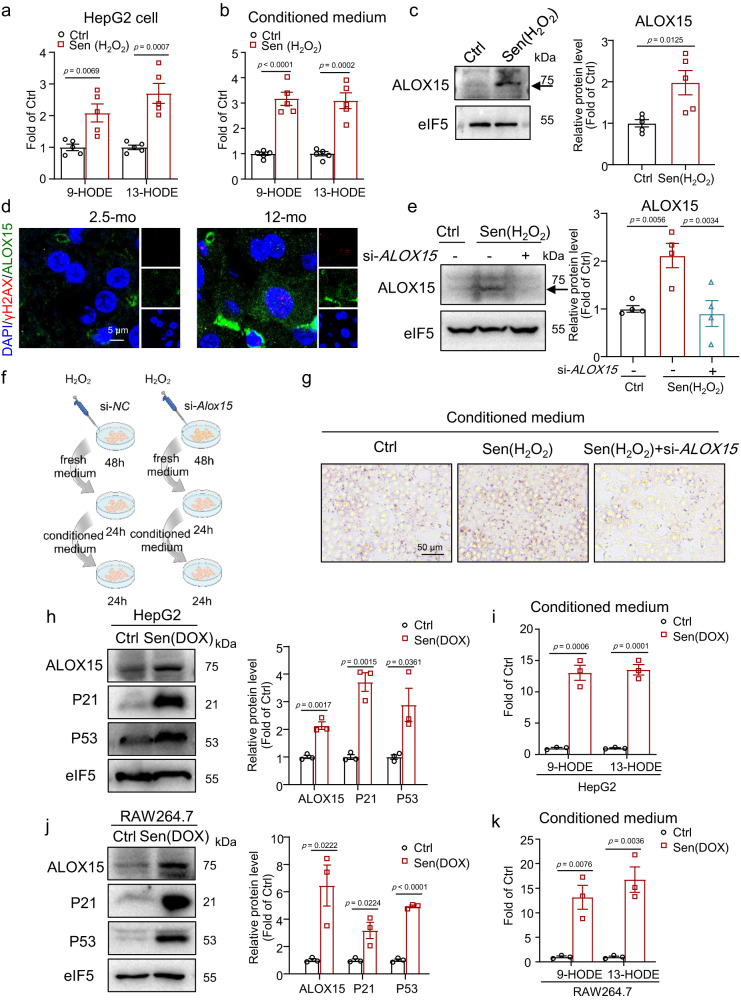
Increased ALOX15 expression in senescent cells mediated the production of 9-HODE and 13-HODE. **a**–**c** HepG2 cells were treated with 500 μM H_2_O_2_ for 48 h to induce senescent hepatocytes: 9-HODE and 13-HODE levels in control and senescent hepatocytes (**a**) and in the conditioned medium from these cells (**b**); (**c**) Western blot analysis of the protein level of ALOX15 in control and senescent hepatocytes; *n* = 5 independent experiments. **d** Immunofluorescence staining of ALOX15 and γH2AX in liver sections from mice aged 2.5 or 12 months; scale bar = 5 μm. **e**–**g** HepG2 cells were treated with 500 μM H_2_O_2_ for 48 h to induce senescence and were transfected with si-*AlOX15* or si-NC. **e** Western blot analysis of the protein level of ALOX15; *n* = 4 independent experiments. **f**, **g** The conditioned medium of these cells was collected: Oil Red O staining of HepG2 cells treated with the indicated conditioned medium; *n* = 5 independent experiments; scale bar = 50 μm. **h**, **i** HepG2 cells were treated with 2 μM Doxorubicin (DOX) for 2 h and then cultured in DOX-free medium for 6 days to induce senescence: western blot analysis of the protein levels of ALOX15, P21, and P53 (**h**); 9-HODE and 13-HODE levels in the conditioned medium from these cells (**i**). **j**, **k** RAW264.7 cells were treated with 2 μM DOX for 2 h and then cultured in DOX-free medium for another 4 days to induce senescence: western blot analysis of the protein levels of ALOX15, P21, and P53 (**j**); 9-HODE and 13-HODE levels in the conditioned medium from these cells (**k**). **h**–**k** *n* = 3 independent experiments. Data represent the mean ± SEM. Two-tailed student’s t test was performed for (**a**–**c**, **h**–**k**); One-way ANOVA with Fisher’s LSD was performed for **e**. mo month, Sen senescent. Figure 2f was created with Biorender.com.

To study whether ALOX15 also affects senescence backwards, we overexpressed ALOX15 with adenovirus in HepG2 cells. We found that ALOX15 overexpression did not affect the levels of P16, P21, and P53 (Fig. S6a, b), which suggests that ALOX15 does not affect cellular senescence.

### 9-HODE and 13-HODE increased liver steatosis by increasing lipogenesis in mice

To investigate the effects of 9-HODE and 13-HODE on liver lipid metabolism, we treated 8-week-old male mice with 9/13-HODEs (a mixture of 9-HODE and 13-HODE in equal amounts) once a day for 9 days. In mice, 9/13-HODEs administration did not affect body weight or white adipose tissue (WAT) weight or WAT-to-body weight ratio (Figs. 3a and S7a). However, in 9/13-HODEs-treated mice, the liver and liver-to-body weight ratio increased (Fig. 3a). The 9/13-HODEs treatment also increased fasting blood glucose levels (*p* = 0.0759) in the mice (Fig. 3b). Furthermore, 9/13-HODEs induced hepatic steatosis in mice, as revealed by Oil Red O and Nile Red staining, and increased hepatic TG content (Fig. 3c, d). The 9/13-HODEs did not affect liver CHO content or plasma TG, CHO, or alanine aminotransferase (ALT) levels (Figs. 3d and S7b, c).

**Fig. 3:**
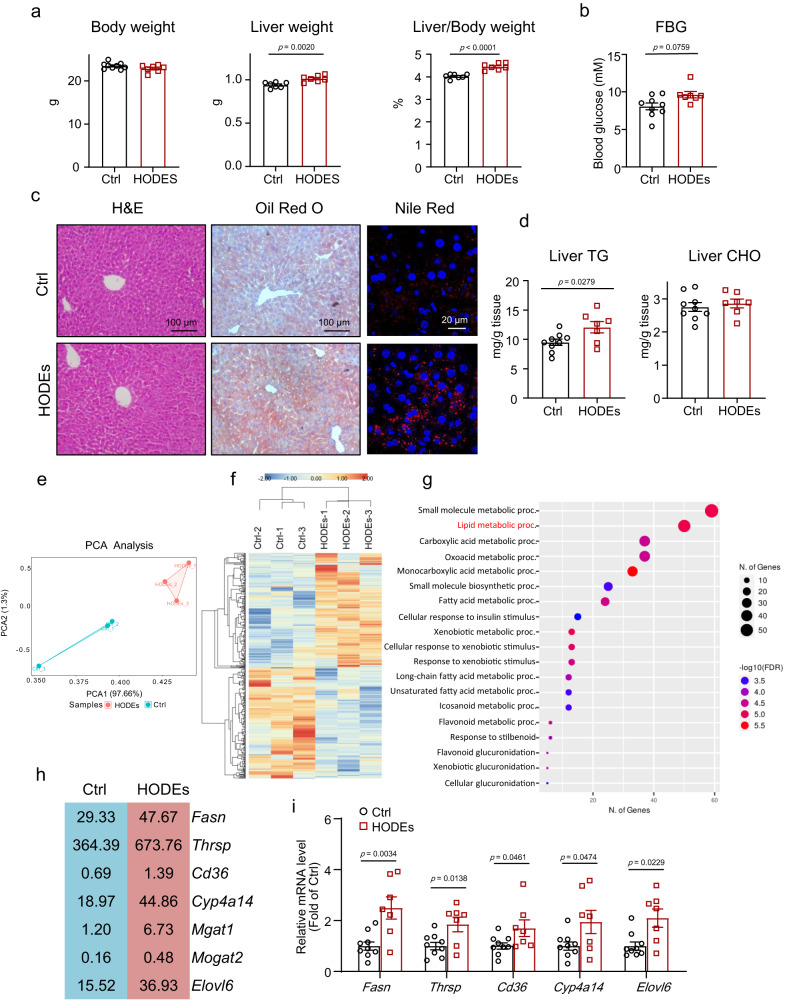
Mixture of 9-HODE and 13-HODE promoted liver steatosis in mice. Eight-week-old mice were treated with a mixture of 9-HODE and 13-HODE (equal amounts of 9-HODE and 13-HODE and a combined dose of 0.5 μg/g body weight) once a day for 9 days: (**a**) body weight, liver weight, and liver/body weight; (**b**) fasting blood glucose level; (**c**) H&E, Oil Red O, and Nile Red staining of liver sections; scale bar = 100 μm for H&E and Oil Red O; scale bar = 20 μm for Nile Red; (**d**) liver TG and CHO content; (**a**–**d**) *n* = 9 mice in Ctrl group; *n* = 7 mice in HODE group; for liver weight and liver/body weight, *n* = 7 mice per group. **e**–**h** RNA sequencing was performed: (**e**) PCA analysis; (**f**) heatmap of differentially expressed genes; (**g**) GO biofunction enrichment analysis of differentially expressed genes; (**h**) expression level of differentially expressed genes that promote liver steatosis. *n* = 3 mice per group. **i** qPCR analysis of the mRNA levels of *Fasn*, *Thrsp*, *Cd36*, *Cyp4a14*, and *Elovl6*; *n* = 9 mice in Ctrl group; *n* = 7 mice in HODE group. Data represent the mean ± SEM. Two-tailed student’s t test was performed for (**a**, **d**) and (*Fasn*, *Thrsp*, *Cd36* and *Cyp4a14* in **i**); Two-tailed Mann-Whitney test for (**b**) and (*Elovl6* in **i**). HODEs 9/13-HODEs, TG triglyceride, CHO total cholesterol, FBG fasting blood glucose.

The underlying mechanisms were then investigated using RNA sequencing. 

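Liver RNA of 3 Ctrl mice and of 3 mice treated with 9/13-HODEs was sequenced (n = 3 mice per group, with 1 library per mouse). The mice were males, 8 weeks old at the start, and were injected intraperitoneally each day for 9 days with 0.5 μg/g body weight of 9/13-HODEs or with the solvent. Poly(A) RNA was made into strand-marked, paired-end libraries whose adapters carried unique molecular identifiers. The methods name the TransZol Up Plus kit and 1 μg of total RNA, whereas the sample descriptions name Trizol and 5 μg. The descriptions list cutadapt 1.9, HISAT2 2.0.4, UMI-tools, StringTie 1.3.4d, DESeq2 and edgeR, without saying how each was used. The table deposited by the authors holds a read count and an FPKM value (fragments per kilobase of transcript, scaled to depth) for each of 55401 gene models in each library. The counts sum to 73405800, 70300597 and 74018372 in the Ctrl libraries and to 71710457, 76686892 and 78615288 in the 9/13-HODEs libraries, and these sums are used as the depth here. Coordinates are given as in the authors' table. Its genome build is not named, but 54928 of its gene starts equal those of the GENCODE M21 annotation of GRCm38.

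The 14741 genes with a mean FPKM of at least 0.1 over the 6 libraries were compared on the counts with edgeR's quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment. Fold changes are 9/13-HODEs against Ctrl on the log2 scale, and ± marks the SD of FPKM over n = 3 mice. The common coefficient of variation between mice of a group was 0.36 by edgeR. In simulated counts with the same depths and edgeR's trended dispersion, the test found 7% of genes changed 2-fold and 71% of genes changed 4-fold, and 2 of its 80 calls were false. Genes of like expression had the same spread there, so these rates may not hold for the real counts. Differentially expressed genes at the threshold of the methods were those with a log2 ratio of mean FPKM (each + 0.1) above 0.65 or below -0.65 and an unadjusted edgeR p under 0.05. The methods state the fold threshold, and the p threshold is from the statistics section of the paper.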

The transcriptome of 9/13-HODEs-treated livers was distinct from that of control mouse livers based on principal component analysis (Fig. 3e). 

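The livers of Ctrl and 9/13-HODEs-treated mice lay on opposite sides of the first principal component of log2(FPKM + 0.1) over the 14741 tested genes. This component held 24.6% of the variance and the second held 21.5%. On it, the Ctrl libraries scored -24.6, -24.0 and -32.1 and the 9/13-HODEs libraries 50.6, 16.6 and 13.5, replicate 1 of the treated livers lying farthest out. Replicate 3 of the treated livers stood apart on the second component, at -54.6. The mean distance between libraries of different groups was 93.6, and that between libraries of the same group 90.01. The transcripts of the mitochondrial genome, which encode subunits of the respiratory chain and ATP synthase, took 9.00%, 9.51% and 6.698% of all counts in the Ctrl livers and 11.8%, 11.6% and 10.5% in the treated livers. Alb, which encodes serum albumin, took 8.54%, 7.17% and 9.92% of counts in the Ctrl livers and 8.89%, 7.20% and 8.96% in the treated livers.

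The excess of the distance between groups over that within groups was the largest of the 10 ways to split the 6 libraries into groups of 3 (exact permutation test, one-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). Without Ctrl replicate 3 the exact permutation p was 0.2. With only the 458 genes past the threshold of the methods, which were selected on the groups, the first component held 64.3% of the variance and the second 13.8%.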

Between the two groups, 441 genes were differentially expressed (Fig. 3f). 

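Bola1, Keg1 and Zfp422 were the genes past an adjusted p of 0.05 in the treated livers, and all 3 fell. Bola1, which encodes a mitochondrial protein of the BolA family and lies on chromosome 3 from 96196588 to 96198489, had an FPKM of 30.2 ± 2.42 in Ctrl livers and 2.92 ± 0.466 in treated livers (log2 fold change -3.29, standard error 0.19, adjusted p = 0.00633 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Keg1, a gene of the glycine N-acyltransferase family on chromosome 19 from 12695786 to 12719902, had an FPKM of 37.7 ± 2.80 and 5.68 ± 1.02 (log2 fold change -2.67, standard error 0.14, adjusted p = 0.00633 from the same edgeR test). Zfp422, a zinc finger gene on chromosome 6 from 116624016 to 116628999, had an FPKM of 2.40 ± 0.227 and 0.0673 ± 0.0345 (log2 fold change -5.01, standard error 0.42, adjusted p = 0.0476 from the same edgeR test). In each of these genes all 3 treated livers were below all 3 Ctrl livers.

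At the threshold of the methods, 458 genes differed, 219 of them higher and 239 lower in the treated livers, and 1533 genes passed the fold threshold alone (679 higher and 854 lower). The genes of largest fold that follow had an unadjusted edgeR p under 0.05, a mean FPKM of at least 1 and no overlap between the groups, but missed the adjusted threshold by edgeR. DESeq2, added after the data were seen, called Atp6v0a1, Repin1, Gm17114, Gm49527, Rpph1, Rn7s2, Ddx6, 2610001J05Rik and Ugt1a6b of them. By edgeR, Repin1, Atp6v0a1 and Ddx6 passed without Ctrl replicate 3 (adjusted p = 0.0427, 0.0455 and 0.0110, quasi-likelihood test with Benjamini-Hochberg adjustment). So did 2610001J05Rik and Ugt1a6b without Ctrl replicate 2 (0.0395 and 0.0459) and Gm49527 without replicate 3 of the treated livers (0.00171). Atp6v0a1, a subunit of the vacuolar proton pump, had a log2 fold change of 2.25. It was 2.96 for the transcription factor gene Nfix (1.77 without replicate 3 of the treated livers) and 2.50 for the zinc finger gene Repin1. Cyp2b9, a cytochrome P450 that is higher in female than in male mouse liver, had a log2 fold change of 4.50, with 881 counts in replicate 1 of the treated livers and 58 and 187 in the others (2.82 without replicate 1). Gm17114 had 0 counts in the Ctrl livers and 744 in the treated livers, at least 251-fold higher against a floor of 3 counts over the Ctrl group. Gm49527 had 3 and 3019 counts, a ratio of 1019 after TMM scaling (exact binomial 95% confidence interval 348 to 4942, for counting error only). Both overlap another measured gene on the same strand, so the division of their reads is uncertain. Rmrp, Rpph1 and Rn7s2, RNAs of ribonuclease MRP, ribonuclease P and the signal recognition particle that carry no poly(A) tail, had log2 fold changes of 4.93, 3.93 and 3.39. Without replicate 1 of the treated livers that of Rmrp was 2.93 and that of Rpph1 1.66. Rmrp had 8 counts in Ctrl replicate 2 and 0 in the other Ctrl livers, so no fold is given without that library. Most of the excess of Rpph1 lay in replicate 1 of the treated livers, at an FPKM of 35.6 against 3.99 and 1.68 in the others and 0.808 to 0.996 in the Ctrl livers. Lower by the same rule were the RNA helicase gene Ddx6 (log2 fold change -2.33), Osgin1, an oxidative stress-induced growth inhibitor gene (-2.76), the methyltransferase gene Smyd5 (-2.28, and -3.65 without replicate 3 of the treated livers), 2610001J05Rik (-4.09) and the major urinary protein pseudogene Mup-ps22 (-1.85). Ugt1a6b (-2.37), a UDP-glucuronosyltransferase, shares exons with other Ugt1a genes, and Gm47305 (-3.55) lies inside Rn7s2 on the same strand. The values of Ugt1a6b, Gm47305 and Rn7s2 are therefore uncertain too.

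Of the 14741 tested genes, 3 passed an adjusted p of 0.05 by edgeR, 0 of them higher, and 1133 had an unadjusted p under 0.05 (601 higher and 532 lower), where 737 were due by chance. DESeq2 on the same counts, added after the data were seen, called 89 genes (54 higher and 35 lower), among them these 3, and in the simulated counts 26 of its 113 calls were false. That rate may not hold for the real counts, where genes of like expression differ in spread. The 2 groups did not overlap in 2226 genes (15.1%, where chance gives 10%). Scaling FPKM to a common sum (TPM) moved the median of all genes by -0.16 on the log2 scale, and the genes at the threshold of the methods then split into 140 higher and 414 lower. Leaving out 1 library gave 3 genes of adjusted p under 0.05 without Ctrl replicate 1, 5 without Ctrl replicate 2, 16 without Ctrl replicate 3, and 7, 8 and 10 without replicates 1, 2 and 3 of the treated livers. Bola1 and Keg1 passed in all 6 of these. The adjusted p of Zfp422 was 0.00897 without replicate 3 of the treated livers and 0.0508 to 0.198 in the other 5 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block, edgeR called 0 genes. Further, 62 of the 458 genes overlap another measured gene on the same strand.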

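Of 20 genes of fatty acid synthesis, 17 had a higher value in the 9/13-HODEs-treated livers than in Ctrl livers, with a median log2 fold change of 0.43 over the list. Pklr, the liver pyruvate kinase that feeds glycolytic carbon into lipogenesis, had an FPKM of 129.9 ± 16.5 in Ctrl livers and 183.6 ± 13.8 in treated livers (log2 fold change 0.56, standard error 0.15). Over all genes 0 members passed an adjusted p of 0.05 by edgeR, 6 had an unadjusted p under 0.05, and 1, the elongase gene Elovl6, rose when adjusted over the list alone (it was also called by DESeq2). Camera with a preset correlation called this list (adjusted p = 5.3e-07, and adjusted p = 0.360 with an estimated correlation). All 8 measured targets of PPARγ, a nuclear receptor active in adipocytes and in fatty liver, had positive log2 fold changes, with a median of 0.69 (camera adjusted p = 0.000157 with the preset, and adjusted p = 0.325 with an estimated correlation). Adjusted over the list alone, 3 of them rose and over all genes 0 did: the fatty acid-binding protein gene Fabp4 (log2 fold change 0.70) and the lipid droplet genes Plin4 (1.24) and Cidec (0.67). All 3 had an unadjusted edgeR p under 0.05 and 0 of them was called by DESeq2. Adipocytes express several of these 8 genes too. Cfd, 1 of the 8, encodes the adipocyte protein adipsin and had an FPKM of 2.18 ± 1.47 and 3.805 ± 1.77. The adipocyte hormone gene Retn, which is not among the 8, had 0 counts in the Ctrl livers and 61, 8 and 10 in the treated livers. Its mean FPKM of 0.103 was near the lower limit. Adipoq, Lep, Plin1 and Cidea, also listed as adipocyte markers, were below the FPKM needed for the test.

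Among 24 genes of triglyceride synthesis and lipid droplets, 17 had positive and 7 negative log2 fold changes, with a median of 0.14, or -0.03 under TPM scaling, which moves the median of all genes down (camera adjusted p = 0.0152 with the preset, and adjusted p = 0.360 with an estimated correlation). Leaving out replicate 3 of the treated livers gave a median of 0.07 and a camera adjusted p of 0.243 for this list, and leaving out Ctrl replicate 3 a median of 0.22. It was 0.107 over the genes with a mean FPKM of at least 1 and 0.0705 after quantile normalization. G0s2, an inhibitor of adipose triglyceride lipase, had an FPKM of 181.4 ± 50.9 and 385 ± 112 (log2 fold change 1.15, standard error 0.27). Dgat1, an enzyme of the last step of triglyceride synthesis, had an FPKM of 6.10 ± 0.599 and 2.87 ± 0.0593 (log2 fold change -1.02, standard error 0.11). It was the 1 member that passed when adjusted over the list alone, while 0 passed over all genes by edgeR. By unadjusted p, 5 members of this list were higher and 1 lower, and DESeq2 called G0s2 and Dgat1. Of 32 PPARα targets and genes of fatty acid oxidation, 12 had positive and 20 negative log2 fold changes (median -0.06, camera adjusted p = 0.904). Of 24 genes of cholesterol synthesis 12 were on each side of 0 (camera adjusted p = 0.858).

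The GO annotation in the authors' table assigned 329 of 10088 annotated and tested genes to lipid metabolic process. Only genes to which the table gives this term itself were counted. Among the 242 annotated genes past the threshold of the methods, 8 carried this term and 7.89 were due by chance (odds ratio 1.01, one-sided Fisher's exact test, p = 0.536). These were the higher genes Elovl6, Thrsp, Mogat2, the endothelial lipase gene Lipg, the glutathione transferase gene Mgst3, the inositol phosphatase gene Inpp5e and the muscle carnitine palmitoyltransferase gene Cpt1b, and the lower gene Cyp7b1, an enzyme of bile acid synthesis. The triglyceride genes Dgat1 and G0s2 described above also passed the threshold but do not carry the term in this annotation. The count therefore does not cover every gene of lipid metabolism. Without replicate 3 of the treated livers the odds ratio was 1.67 (one-sided Fisher's exact test, p = 0.0545). Of the higher genes alone, 7 carried the term and 3.91 were due by chance (odds ratio 1.86, one-sided Fisher's exact test, p = 0.0972). Enrichment among the genes past the fold threshold alone was not tested. In a scan of 1797 GO terms, added after the data were seen, lipid metabolic process ranked 516, and 13 terms passed an adjusted p of 0.05. They included steroid hydroxylase activity (7 genes, where 0.576 were due by chance), aromatase activity (6 genes, 0.408 due by chance) and monooxygenase activity (9 genes, 1.44 due by chance), terms of the cytochromes P450. Also among them were the epoxygenase P450 pathway (5 genes, 0.432 due by chance) and arachidonic acid epoxygenase activity (5 genes, 0.504 due by chance). Drug terms passed beside them, namely exogenous drug catabolic process (6 genes, 0.528 due by chance) and xenobiotic metabolic process (6 genes, 0.864 due by chance). The genes went both ways. Of the 7 of steroid hydroxylase activity 3 were higher, and of the 9 of monooxygenase activity 4. Steroids and arachidonic acid are lipids, but these terms do not separate lipid from drug metabolism.

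**Figure D1:**
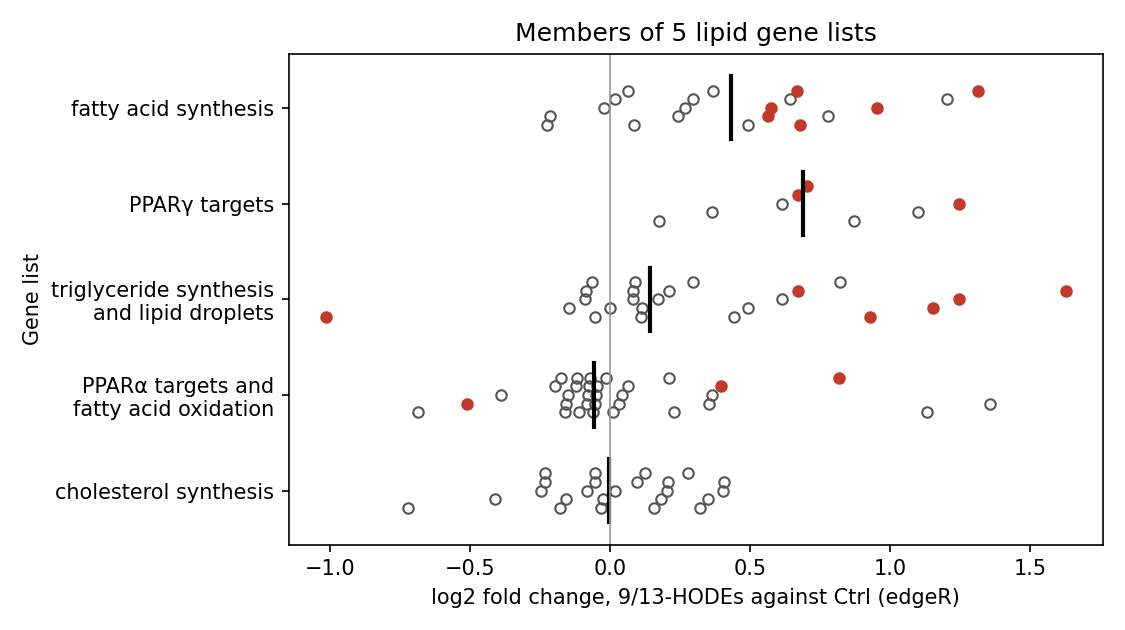
Log2 fold change (9/13-HODEs against Ctrl, edgeR, n = 3 mice per group) of each tested member of 5 lipid gene lists on the horizontal axis, 1 circle per gene, filled where the unadjusted edgeR p was under 0.05, with the median of each list as a vertical bar. The medians of fatty acid synthesis and of the PPARγ targets lie at 0.43 and 0.69, and that of the PPARα targets at -0.06.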

Gene Ontology (GO) biofunction analysis showed that these differentially expressed genes were enriched in lipid metabolic processes, indicating the importance of 9/13-HODEs in lipid metabolism (Fig. 3g). We then found that 9/13-HODEs upregulated several genes attributed to hepatic steatosis, including fatty acid synthase (*Fasn*), thyroid hormone responsive (*Thrsp*), CD36 molecule (*Cd36*), cytochrome P450, family 4, subfamily a, polypeptide 14 (*Cyp4a14*), mannoside acetylglucosaminyltransferase 1 (*Mgat1*), monoacylglycerol O-acyltransferase 2 (*Mogat2*), and ELOVL fatty acid elongase 6 (*Elovl6*)^15,32–35^ (Fig. 3h). 

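All 7 genes had a higher mean FPKM in the 9/13-HODEs-treated livers than in Ctrl livers, and in 3 of them, Elovl6, Thrsp and Mogat2, every treated liver lay above every Ctrl liver. Elovl6, which elongates palmitate to stearate and lies on chromosome 3 from 129532355 to 129634971, had an FPKM of 15.5 ± 4.14 in Ctrl livers and 36.9 ± 6.86 in treated livers (log2 fold change 1.31, standard error 0.21, adjusted p = 0.365 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Thrsp, a regulator of lipogenesis on chromosome 7 from 97412938 to 97417730, had an FPKM of 364 ± 131 and 674 ± 62.7 (log2 fold change 0.95, standard error 0.26). Mogat2, which makes diacylglycerol from monoacylglycerol and lies on chromosome 7 from 99219084 to 99238619, was near the lower limit of the tested range, with 12 to 47 counts in the Ctrl livers and 53 to 93 in the treated livers. Its FPKM was 0.161 ± 0.135 and 0.481 ± 0.124 (log2 fold change 1.63, standard error 0.61, and 2.52 without Ctrl replicate 1). For these 3 genes the exact permutation test gave p = 0.1, the smallest p that 3 mice against 3 allow (two-sided).

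In the other 4 genes the groups overlapped, and the exact permutation p was 0.2 for each. Fasn, the fatty acid synthase on chromosome 11 from 120805846 to 120824547, had an FPKM of 29.3 ± 14.6 in Ctrl livers and 47.7 ± 10.6 in treated livers (log2 fold change 0.78, standard error 0.37, and 1.21 without Ctrl replicate 1 or 0.48 without Ctrl replicate 2). Cyp4a14, a fatty acid omega-hydroxylase and PPARα target on chromosome 4 from 115486200 to 115496142, had 19.0 ± 16.8 and 44.9 ± 10.6, with Ctrl replicate 3 at 38.0 (log2 fold change 1.36, standard error 0.61, and 2.30 without that library). Cd36, a fatty acid transporter on chromosome 5 from 17781690 to 17888801, had 0.686 ± 0.337 and 1.39 ± 0.860 (log2 fold change 1.10, standard error 0.51). Its highest value, 2.35, was in replicate 1 of the treated livers, and without that library the log2 fold change was 0.51. Mgat1, an N-acetylglucosaminyltransferase of N-glycan synthesis on chromosome 11 from 49244191 to 49263027, had 1.1996 ± 1.86 and 6.73 ± 3.95 (log2 fold change 2.61, standard error 1.32). Its counts were 49, 49 and 1303 in the Ctrl livers and 841, 3892 and 3376 in the treated livers, so that the Ctrl mean rests on replicate 3 (log2 fold change 5.73 without it). Mogat1, whose enzyme has also been called MGAT1, had an FPKM of 0.383 ± 0.193 and 0.567 ± 0.213 (log2 fold change 0.61, standard error 0.51, and 1.06 without Ctrl replicate 1 or 0.30 without Ctrl replicate 3).

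Elovl6, Thrsp and Mogat2 had an unadjusted edgeR p under 0.05. None of the 7 passed an adjusted p of 0.05 by edgeR (0.365 to 0.682), and DESeq2, added after the data were seen, called Elovl6 (adjusted p = 2.58e-05) and gave no adjusted p for Mgat1. The paper reports an enrichment of lipid metabolic processes (Fig. 3g), which it reads as a sign that 9/13-HODEs are important in lipid metabolism. It states that the 7 genes, attributed to hepatic steatosis, were upregulated.

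**Figure D2:**
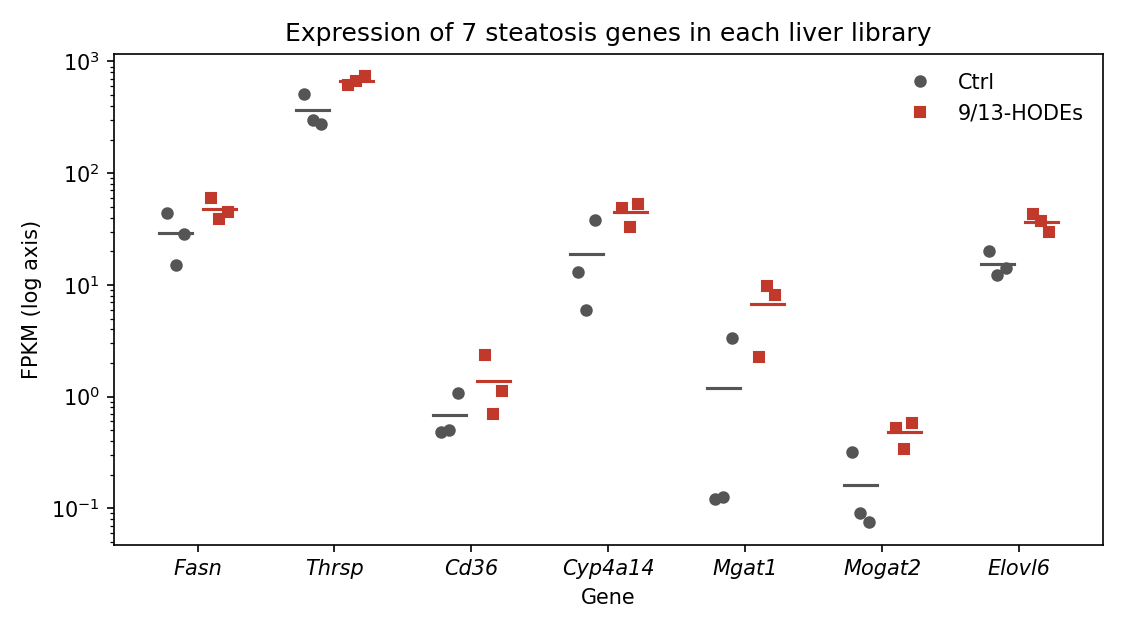
FPKM of each of the 7 genes on a log axis in the 3 Ctrl livers (circles) and the 3 livers treated with 9/13-HODEs (squares), 1 point per library, with group means as horizontal bars. The groups do not overlap in Elovl6, Thrsp and Mogat2, and 1 Ctrl liver lies at 3.35 in Mgat1, far above the other Ctrl livers at 0.121 and 0.126.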

Finally, we used quantitative PCR (qPCR) to confirm the changes in the expression of *Fasn*, *Thrsp*, *Cd36*, *Cyp4a14*, and *Elovl6* (Fig. 3i).

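Among the genes of the KEGG MAPK signaling pathway, 5 higher and 1 lower gene passed the threshold of the methods in the 9/13-HODEs-treated livers. Gadd45b, a stress-induced activator of MAPK cascades, had an FPKM of 0.672 ± 0.303 in Ctrl livers and 1.86 ± 0.447 in treated livers (log2 fold change 1.55, standard error 0.41). Hspa1a, an inducible heat shock protein 70 gene, had 0.355 ± 0.0217 and 0.738 ± 0.290 (log2 fold change 1.11, standard error 0.30). The related gene Hspa1b did not pass the threshold (log2 fold change -0.05, standard error 0.36). Map2k7, the kinase upstream of c-Jun N-terminal kinase, had 1.23 ± 0.381 and 3.56 ± 2.11 (log2 fold change 1.57, standard error 0.52). The receptor gene Epha2 and the hormone gene Fgf21 had log2 fold changes of 0.77 and 0.82. Gadd45a, a paralog of Gadd45b, went the other way (log2 fold change -1.06, standard error 0.44). The 6 genes past the threshold had an adjusted p of 0.649 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

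Of 4969 tested genes with a KEGG annotation in the authors' table, 200 belong to the pathway, and the 6 genes among the 119 past the threshold stand against 4.79 due by chance (odds ratio 1.27, one-sided Fisher's exact test, p = 0.346). For the higher genes alone it was 5 of 61, where 2.46 were due by chance (odds ratio 2.16, one-sided Fisher's exact test, p = 0.0975). DESeq2, added after the data were seen, gave 11 of 146 genes (odds ratio 2.01, one-sided Fisher's exact test, p = 0.0311), and without replicate 2 of the treated livers edgeR gave 3 of 153 (odds ratio 0.469). With the replicate number as a block edgeR gave 9 of 117 (odds ratio 2.03, one-sided Fisher's exact test, p = 0.0451). The genes past the fold threshold alone were not tested for this pathway. In a scan of 299 KEGG pathways, also added after the data were seen, MAPK signaling ranked 66. The 7 pathways past an adjusted p of 0.05 were led by retinol metabolism (12 genes, 4 of them higher, where 1.63 were due by chance). Steroid hormone biosynthesis came next (11 genes, 3 of them higher, 1.48 due by chance). Members of both include cytochromes P450 and UDP-glucuronosyltransferases. Of 45 core genes of MAPK signalling, 23 had positive and 22 negative log2 fold changes (median 0.06, or -0.10 under TPM scaling, camera adjusted p = 0.518, and 0.0212 without Ctrl replicate 3). Of 17 immediate early genes, the transcripts that MAPK signals induce first, 11 had positive log2 fold changes (median 0.14, or -0.06 under TPM scaling, camera adjusted p = 0.999). By edgeR 0 of either list passed over all genes or when adjusted over the list alone, 6 and 0 had an unadjusted p under 0.05, and DESeq2 called 0. Of 11 measured genes of inflammatory cytokines and mediators, 8 had positive log2 fold changes, among them the adhesion molecule gene Vcam1 (0.40) and the chemokine gene Ccl5 (0.65). By edgeR 0 of them passed over all genes or adjusted over the list alone, 2 had an unadjusted p under 0.05, and DESeq2 called 0. The camera adjusted p was 0.0592, and adjusted p = 0.360 with an estimated correlation. It was under 0.05 without Ctrl replicate 3 (0.00401), with pseudocounts of 1 (0.0359) and 0.01 (0.0311), with no filter (0.0291) and by limma-trend (0.0326).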

Chronic inflammation is one of the hallmarks of aging; we found that these differentially expressed genes were enriched in the KEGG MAPK pathway (Fig. S7d). The 9-HODE and 13-HODE also increased the phosphorylated c-Jun N-terminal kinase level in hepatocyte (Fig. S7e). However, the inflammatory phenotype and collagen deposition were not changed, as evidenced by immunohistochemical staining of F4/80 and Sirius red staining, respectively (Fig. S7f). These data suggest that 9 days of treatment with 9/13-HODEs initiated the inflammatory pathways but did not yet cause changes in the inflammatory phenotype.

In addition, we also found that glucose-6-phosphatase catalytic (*G6pc*) expression was increased as revealed by RNA sequencing and qPCR (Fig. S8a, b). Moreover, 9-HODE and 13-HODE upregulated *G6pc* expression in primary cultured mouse hepatocytes (Fig. S8c). This may explain why 9/13-HODEs-treated mice had higher fasting blood glucose levels. 

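G6pc, which encodes the enzyme that releases free glucose from glucose-6-phosphate and lies on chromosome 11 from 101367561 to 101377903, had an FPKM of 37.9 ± 6.68 in Ctrl livers and 60.2 ± 9.28 in 9/13-HODEs-treated livers. Every treated liver, at 50.2 to 68.5, lay above every Ctrl liver, at 31.6 to 44.9 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 mice against 3 allow). The log2 fold change was 0.74 with a standard error of 0.15 and a 95% confidence interval of 0.37 to 1.10. Across 12 genes of gluconeogenesis and amino acid catabolism, 9 had positive log2 fold changes, with a median of 0.21 (0.13 without Ctrl replicate 2). Adjusted over the list alone, G6pc and Sds, the serine dehydratase that turns serine into pyruvate, rose (2 genes), while over all genes 0 passed by edgeR and 3 had an unadjusted p under 0.05. Sds had an FPKM of 140.5 ± 22.1 and 193 ± 11.9 (log2 fold change 0.52, standard error 0.14), and Gpt2, an alanine transaminase gene, had a log2 fold change of 0.22.

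Over all genes the adjusted p of G6pc was 0.649 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 0.0235 by DESeq2, which was added after the data were seen. Camera called the list with the preset correlation (adjusted p = 0.00964, and adjusted p = 0.360 with an estimated correlation), but not under TPM scaling (0.0645, at a median of 0.03). Nor did it without Ctrl replicate 2 (0.197) or replicate 3 of the treated livers (0.106).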

Based on RNA-sequencing data, we found that the expression of senescent markers *Trp53* (encode P53), *Cdkn1a* (encode P21), and *Cdkn2a* (encode P16) were not changed by a 9-day treatment of 9/13-HODEs (Fig. S8d).

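Of the 3 senescence markers, Trp53 was well measured and Cdkn1a and Cdkn2a were near the lower limit. Trp53, which encodes the tumour suppressor P53 and lies on chromosome 11 from 69580359 to 69591873, had an FPKM of 4.29 ± 0.278 in Ctrl livers and 3.79 ± 0.436 in 9/13-HODEs-treated livers. Its log2 fold change was -0.12 with a 95% confidence interval of -0.40 to 0.16 (adjusted p = 0.818 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that a change of 2-fold lies outside the interval. The pseudogene Trp53-ps is near-identical to it and may take some of its reads. Cdkn1a, which encodes the cell cycle inhibitor P21 and lies on chromosome 17 from 29090976 to 29100727, had an FPKM of 0.318 ± 0.0521 and 0.175 ± 0.0483. Its counts were 80, 105 and 89 counts in the Ctrl livers and 65, 45 and 46 in the treated livers. All 3 treated livers lay below all 3 Ctrl livers (exact permutation test, two-sided, p = 0.1, the smallest possible). Its log2 fold change was -0.79 with a 95% confidence interval of -1.56 to -0.03, and its adjusted p was 0.649 by the same edgeR test. Cdkn2a, which encodes P16 and lies on chromosome 4 from 89274471 to 89294653, had 16, 0 and 0 counts in the Ctrl livers and 0, 16 and 4 in the treated livers. It was below the FPKM needed for the test, and a difference was not detectable at this depth.

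Of 9 measured genes in a list of senescence markers, 4 had positive and 5 negative log2 fold changes (median -0.03, camera adjusted p = 0.858). By edgeR 0 of them passed over all genes or when adjusted over the list alone, 1 (Cdkn1a) had an unadjusted p under 0.05, and DESeq2 called 0. Glb1, the lysosomal β-galactosidase, and the cell cycle inhibitor gene Cdkn2c had log2 fold changes of 0.20 and 0.21.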

### 13-HODE activated sterol regulatory element-binding protein 1 and induced lipid accumulation in hepatocytes

Sterol regulatory element-binding protein 1 (SREBP1) is a key transcription factor that regulates fatty acid and TG synthesis^36^. We detected SREBP1 expression given that *Fasn*, *Thrsp*, and *Elovl6* are SREBP 1c target genes^33,37,38^ and TG content is elevated in 9/13-HODEs-treated mouse livers. SREBP1 cleaved mature form, and its target FASN levels were increased in 9/13-HODEs-treated mouse livers, indicating SREBP1 activation (Fig. 4a). However, 9/13-HODEs did not affect the mRNA levels of *Srebp1a* and *Srebp1c*, or the protein level of full-length SREBP1 (Figs. S8e and 4a). In 12- and 20-month-old mouse livers, the protein levels of cleaved SREBP1 and FASN increased consistently (Fig. 4b, c). The primary mouse hepatocytes were then treated with 9-HODE or 13-HODE, or a combination of both. We found that combining 9-HODE and 13-HODE, and 9-HODE or 13-HODE alone, caused lipid accumulation in hepatocytes (Fig. 4d, e). However, 9-HODE and 13-HODE did not induce senescence markers, including P16, P21, and P53 (Fig. S9a, b).

**Fig. 4:**
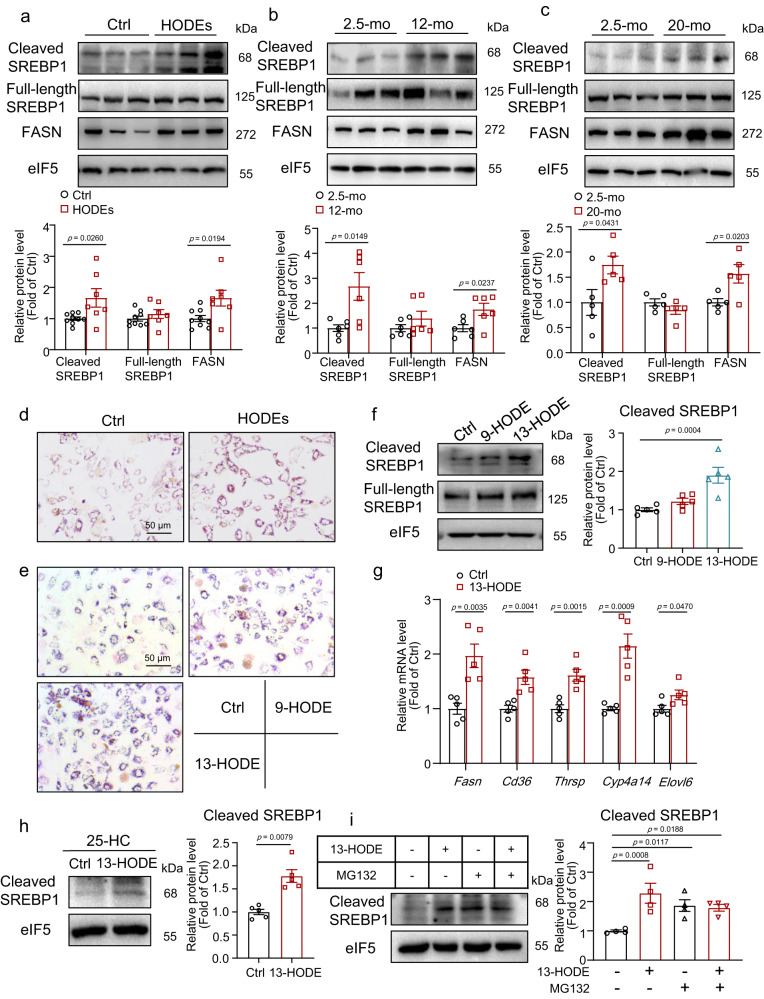
Level of cleaved SREBP1 was increased in middle-aged mice, 9/13-HODEs-treated mice, and 13-HODE-treated hepatocytes. **a** Western blot analysis of the protein levels of cleaved SREBP1, full-length SREBP1, and FASN in 9/13-HODEs-treated mice or control mice; *n* = 9 mice in Ctrl group; *n* = 7 mice in HODE group. **b** Western blot analysis of the protein levels of cleaved SREBP1, full-length SREBP1, and FASN in middle-aged or control mice; *n* = 6 mice per group. **c** Western blot analysis of the protein levels of cleaved SREBP1, full-length SREBP1, and FASN in aged or control mice; *n* = 5 mice per group. **d** Oil Red O staining of primary mouse hepatocytes treated with a mixture of 9-HODE and 13-HODE (equal amounts of 9-HODE and 13-HODE with a total concentration of 1 μM) for 48 h; *n* = 5 independent experiments; scale bar = 50 μm. **e**–**g** Primary mouse hepatocytes treated with 9-HODE or 13-HODE (1 μM) for 48 h: (**e**) Oil Red O staining; scale bar = 50 μm; (**f**) western blot analysis of the protein levels of cleaved SREBP1 and full-length SREBP1; (**g**) qPCR analysis of the mRNA levels of *Fasn*, *Thrsp*, *Cd36*, *Cyp4a14*, and *Elovl6*; *n* = 5 independent experiments. **h** Primary mouse hepatocytes were pretreated with or without 13-HODE (1 μM) for 24 h and then co-treated with 25-HC (1 μg/mL) for 24 h: western blot analysis of the protein level of cleaved SREBP1; *n* = 5 independent experiments. **i** Primary mouse hepatocytes were pre-treated with or without 13-HODE (1 μM) for 36 h and then co-treated with MG132 (10 μM) for 12 h: western blot analysis of the protein level of cleaved SREBP1; *n* = 4 independent experiments. Data represent the mean ± SEM. Two-tailed Student’s *t* test was performed for (**a**, cleaved SREBP1 and FASN in **b**, **c**, **g**); Two-tailed Mann–Whitney test for (Full-length SREBP1 in **b**, **h**); One-way ANOVA with Fisher’s LSD was performed for **f**, **i**. HODEs: 9/13-HODEs; mo: months; 25-HC: 25-Hydroxycholesterol.

We also found that 13-HODE, but not 9-HODE, significantly increased cleaved SREBP1 levels (Fig. 4f). Furthermore, 13-HODE induced the expression of *Fasn*, *Thrsp*, *Cd36*, *Cyp4a14*, and *Elovl6* (Fig. 4g). We then treated hepatocytes with 25-Hydroxycholesterol (25-HC) to inhibit SREBP1 cleavage and found that 13-HODE still increased the protein level of cleaved SREBP1 (Fig. 4h). These findings suggest that 13-HODE did not affect SREBP1 cleavage. The ubiquitin-proteasome pathway has been revealed to degrade SREBP1^36^. Furthermore, when treated with the proteasome inhibitor MG132, 13-HODE had no further effect on cleaved SREBP1 levels, indicating that 13-HODE inhibited SREBP1 degradation (Fig. 4i). These findings suggest that 13-HODE induces hepatocyte steatosis by stabilizing cleaved SREBP1 and increasing its level.

### 13-HODE directly bound to CAT and decreased CAT activity

Several receptors have been identified as 9-HODE or 13-HODE targets. Reportedly, 9-HODE activates the nuclear receptor peroxisome proliferator activated receptor gamma (PPARγ) and G protein-coupled receptor GPR132^18,39–41^; 13-HODE has been identified as the ligand for the metabolic nuclear receptors PPARγ and nuclear receptor subfamily 2 group C member 2 (NR2C2, also known as TR4)^18,42^, which are closely related to hepatic lipid metabolism. We found that *Gpr132* expression levels were low in the mouse liver by detecting its expression levels in several tissues (Fig. S10a). We then investigated whether PPARγ or NR2C2 mediated the effects of 9-HODE and 13-HODE on hepatocyte steatosis. Oil Red O staining revealed that knockdown of *Pparg* or *Nr2c2* or double knockdown did not affect 9/13-HODE-induced lipid accumulation in hepatocytes (Fig. S10b, c). These findings suggest that other 9-HODE or 13-HODE targets mediate their effects on hepatic steatosis.

We investigated the mechanisms by which 13-HODE regulates SREBP1 and lipid metabolism because 13-HODE significantly activated SREBP1 but not 9-HODE. We extracted total protein from mouse hepatocytes and performed a pull-down assay using biotin-labeled 13(S)-HODE, followed by proteomics to identify potential targets for 13 (S)-HODE (Fig. 5a). We identified 77 proteins that could bind to 13(S)-HODE. Following that, we performed an in silico molecular docking analysis by CB-Dock^43^. The ligand 13(S)-HODE was selected and docked to these proteins. The Vina scores of proteins were used to rank them. CAT had the highest predicted potential to bind to 13-HODE of the 77 proteins tested (Fig. 5b, c). CAT is a classic enzyme that regulates redox homeostasis by decomposing H_2_O_2_ into H_2_O and O_2_^44,45^. In addition, CAT has been shown to play a role in NAFLD^23,46^. The primary active form of CAT is a homotetramer^47^. We also performed an in silico molecular docking analysis with 13-HODE and human CAT tetramer and the Vina score was −7.2 (Fig. 5c). These data indicate that 13-HODE also has potential for binding with CAT tetramer.

**Fig. 5:**
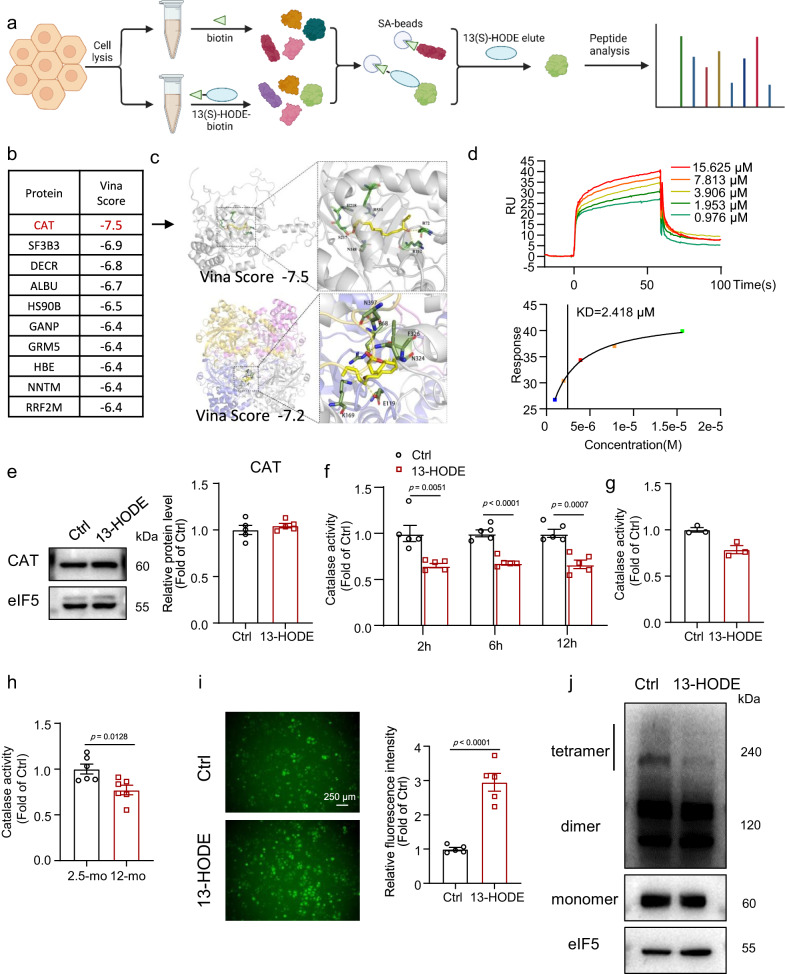
13-HODE directly bound to catalase (CAT) and inhibited CAT activity. **a** Primary mouse hepatocyte proteins were pulled down by biotin-labeled 13(S)-HODE followed by proteomics; (**b**) top 10 proteins based on the Vina scores from in silico molecular docking; (**c**) structural overview of CAT monomer-13(S)-HODE and CAT tetramer-13(S)-HODE model. **d** Surface plasmon resonance assay for interaction of 13(S)-HODE was passed over the Biacore chip surfaces immobilized with recombinant CAT protein: Biacore diagram and estimated dissociation constant value (KD) for 13(S)-HODE binding CAT. **e** Western blot analysis of the CAT protein levels in 13-HODE treated hepatocytes; *n* = 5 independent experiments. **f** CAT activity of hepatocytes treated with 13-HODE (1 μM) for 2, 6, or 12 h; *n* = 5 independent experiments. **g** Recombinant CAT protein was incubated with 13-HODE for 20 min, and CAT activity was measured; data are from 3 repeats. **h** CAT activity in 12-month-old or 2.5-month-old mouse livers; *n* = 6 mice per group. **i** ROS level demonstrated by DCFH-DA and fluorescence analysis of primary mouse hepatocytes treated with 13-HODE; scale bar = 250 μm; *n* = 5 independent experiments. **j** primary mouse hepatocytes were treated with 1 μM 13-HODE for 6 h; cells were pretreated with 100 μM DSS crosslinker for 1 h before protein extraction: Western blot analysis of protein level of tetramer and monomer of CAT; *n* = 4 independent experiments. Data are presented as the mean ± SEM. Two-tailed student’s t test was performed for **e**, **f**, **h**, **i**. Figure 5a was created with Biorender.com.

We further used surface plasmon resonance measurements to confirm the direct binding of 13-HODE and CAT, and the estimated dissociation constant value (KD) was 2.418 μM (Fig. 5d). Furthermore, we found that 13-HODE did not affect CAT expression but decreased its activity in primary hepatocytes (Fig. 5e, f). We then incubated recombinant CAT protein with 13-HODE and found that it inhibited CAT activity in vitro (Fig. 5g). In addition, CAT activity was lower in 12-month-old mouse livers than in 2.5-month-old mouse livers (Fig. 5h). The 13-HODE treatment consistently increased reactive oxygen species (ROS) levels (Fig. 5i). Tetramerization is crucial for CAT activity^47^. We found that 13-HODE treatment decreased the level of the CAT tetramer, indicating that 13-HODE decreased CAT activity by inhibiting its tetramerization (Fig. 5j).

### Effects of 13-HODE on lipid accumulation in hepatocytes were mediated by CAT

To further elucidate the role of CAT in 13-HODE-induced hepatocyte steatosis, we used a *Cat*-expressing plasmid to overexpress *Cat* in hepatocytes (Figs. 6a and S11a). CAT overexpression attenuated 13-HODE-induced hepatocyte steatosis (Fig. 6b). In addition, CAT overexpression reduced the levels of cleaved SREBP1 and its downstream target, FASN (Fig. 6c, d). In contrast, *Cat* knockdown increased lipid accumulation and protein levels of activated SREBP1 and FASN (Figs. S11b and 6e–h). *N*-acetyl-l-cysteine (NAC) was then used to decrease the ROS levels. Similar to *Cat* overexpression, NAC decreased 13-HODE-induced hepatocyte steatosis and protein levels of activated SREBP1 and FASN (Fig. 6i–k). The N-terminal stretch of CAT homomer is indispensable for complete assembly to tetramer^48,49^. Thus, we constructed a truncated CAT lacking N-terminal arm (residues 5–70; ΔCAT). We found that 13-HODE-induced steatosis; moreover, the increased levels of cleaved SREBP1 and FASN were not affected by ΔCAT overexpression in hepatocytes (Fig. S11c–e). ROS activates mTORC2^50,51^, which is important for stabilization of mature SREBP1^52,53^. Then we knocked down *Rictor* to inhibit mTORC2 (Fig. S12a). We found that 13-HODE induced hepatocyte steatosis, and that elevated cleaved SREBP1 and FASN levels were inhibited by si-*Rictor* (Fig. S12b–d). mTORC2 may be involved in 13-HODE-induced SREBP1 activation.

**Fig. 6:**
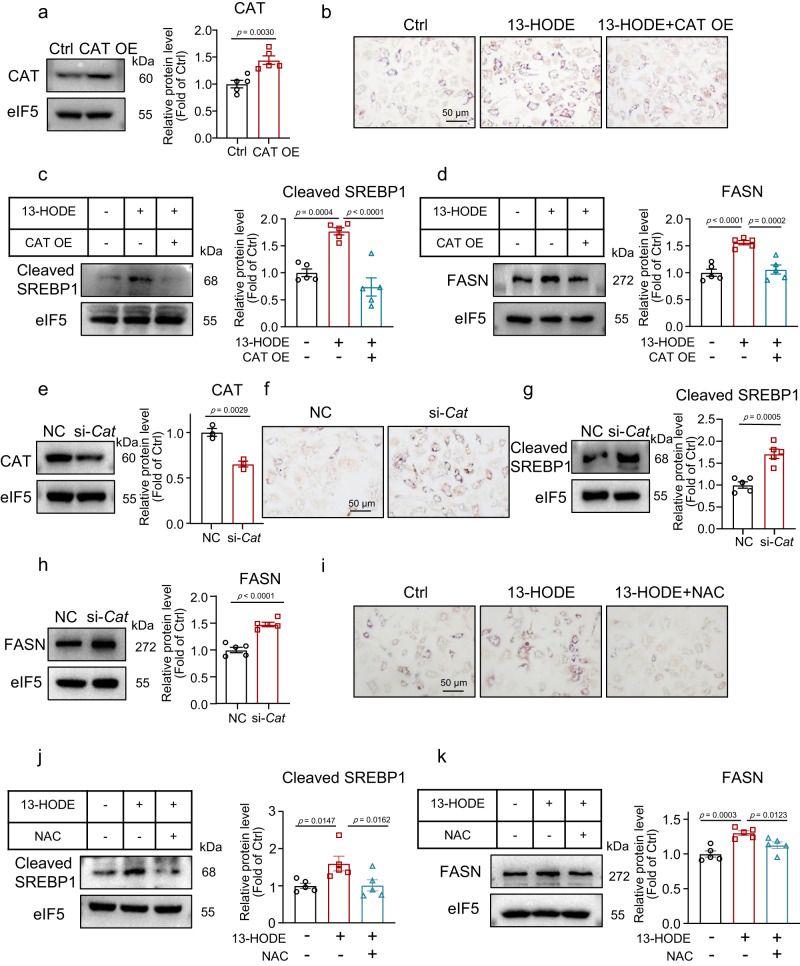
13-HODE promoted lipid accumulation in hepatocytes by inhibiting CAT. **a**–**d** Primary mouse hepatocytes were transfected with *Cat*-expressing plasmid with or without 13-HODE treatment. **a** Western blot analysis of protein level of CAT. **b** Oil Red O staining; scale bar = 50 μm. Western blot analysis of protein levels of cleaved SREBP1 (**c**) and FASN (**d**). **e–h** Primary mouse hepatocytes were transfected with si-*Cat* or si-NC. **e** Western blot analysis of protein level of CAT. **f** Oil Red O staining; scale bar = 50 μm. Western blot analysis of protein levels of cleaved SREBP1 (**g**) and FASN (**h**). **i**–**k** Primary mouse hepatocytes were treated 13-HODE (1 μM) with or without NAC (10 mM). **i** Oil Red O staining; scale bar = 50 μm. Western blot analysis of protein levels of cleaved SREBP1 (**j**) and FASN (**k**). **a**–**d**, **f**–**k** *n* = 5 independent experiments; (**e**) *n* = 3 independent experiments. Data are presented as the mean ± SEM. Two-tailed Student’s *t* test was performed for (**a**, **e**, **g**, **h**); One-way ANOVA with Fisher’s LSD was performed for **c**, **d**, **j**, **k**. CAT OE catalase overexpression.

### Hepatocyte-specific overexpression of CAT ameliorated 13-HODE-induced and age-related hepatic steatosis

We investigated the effects of CAT on 13-HODE-induced hepatic steatosis in vivo. We used adeno-associated virus (AAV)-*Cat*, controlled by the thyroxine-binding globulin (TBG) promoter to overexpress CAT in hepatocytes specifically (Fig. 7a). The CAT-overexpressing mice were then administered 13-HODE. CAT overexpression did not alter body weight, liver weight, WAT weight, or the liver-to-body weight and WAT-to-body weight ratios (Fig. S13a–c). Furthermore, CAT overexpression improved 13-HODE-induced hepatic steatosis, as evidenced by Oil Red O and Nile Red staining, and decreased liver TG content (Fig. 7b, c). However, the liver CHO content and plasma TG levels were comparable between these groups (Figs. 7c and S13d). In addition, CAT overexpression decreased plasma CHO levels in mice treated with 13-HODE (Fig. S13d). CAT overexpression also decreased cleaved SREBP1 and FASN levels induced by 13-HODE (Fig. 7d, e).

**Fig. 7:**
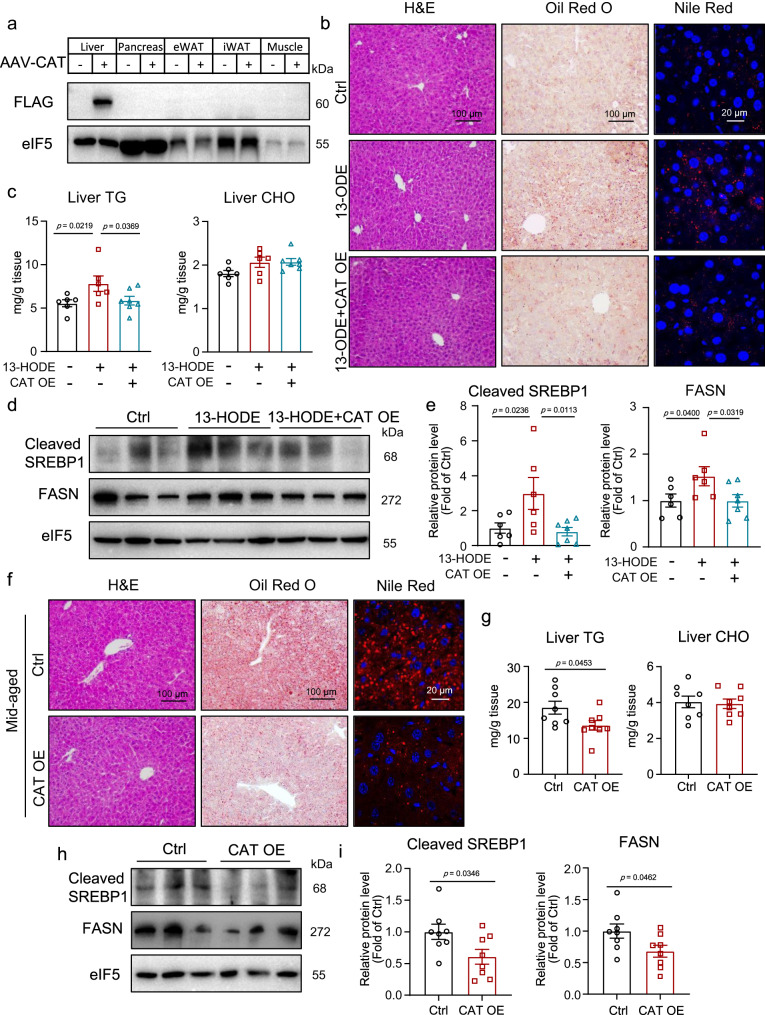
Overexpression of CAT ameliorated 13-HODE-induced and age-related liver steatosis. **a**–**e** Eight-week-old mice were injected with AAV-*Cat*-flag bearing TBG promoter or control AAV; 10 days after AAV injection, mice were treated with or without 13-HODE (0.5 μg/g body weight) once a day for 9 days. **a** Western blot analysis of protein level of CAT in liver, pancreas, eWAT, iWAT, and skeletal muscle. **b** H&E, Oil Red O and Nile Red staining of liver sections; scale bar = 100 μm for H&E and Oil Red O; scale bar = 20 μm for Nile red. **c** Liver TG and CHO content. **d**, **e** Western blot analysis of protein level of cleaved SREBP1 and FASN; (**b**–**e**) *n* = 6 mice in Ctrl group and 13-HODE group; *n* = 7 mice in 13-HODE + CAT group. **f**–**i** Eight-month-old mice were injected with AAV-*Cat*-flag or control AAV, and mice were sacrificed 2 months after AAV injection. **f** H&E, Oil Red O, and Nile Red staining of liver sections; scale bar = 100 μm for H&E and Oil Red O; scale bar = 20 μm for Nile red. **g** Liver TG and CHO content. **h**, **i** Western blot analysis of protein levels of cleaved SREBP1 and FASN; *n* = 8 mice per group. Data represent the mean ± SEM. One-way ANOVA with Fisher’s LSD was performed for **c**, **e**; Two-tailed Student’s *t* test was performed for **g**, **i**. eWAT epididymal white adipose tissue, iWAT inguinal WAT, TG triglyceride, CHO total cholesterol, CAT OE catalase overexpression.

We also explored how CAT affected age-related liver steatosis. In middle-aged mice, we overexpressed CAT, specifically in hepatocytes. The body weight, liver weight, WAT weight, liver-to-body weight ratio, and WAT-to-body weight ratio all remained unchanged (Fig. S13e–g). CAT overexpression did not affect the levels of P16 and P21 in middle-aged mice (Fig. S13h). However, Oil Red O and Nile Red staining revealed that CAT overexpression reduced age-related liver lipid accumulation (Fig. 7f). In middle-aged mice, CAT overexpression decreased the liver TG content (Fig. 7g). CAT overexpression did not affect liver CHO content or plasma TG and CHO levels (Figs. 7g and S13i). In addition, CAT overexpression significantly reduced the protein levels of cleaved SREBP1 and FASN in the livers of middle-aged mice (Fig. 7h, i).

We found that ALOX15 expression was increased in senescent hepatocytes and macrophages, which produced more 9-HODE and 13-HODE from LA. Increased 13-HODE then acted on the hepatocytes surrounding the senescent cells, binding to CAT and decreasing CAT activity. Decreased CAT activity activates SREBP1 further by increasing H_2_O_2_ levels and promoting liver steatosis. CAT overexpression protects against age-related liver steatosis (Fig. 8).

**Fig. 8:**
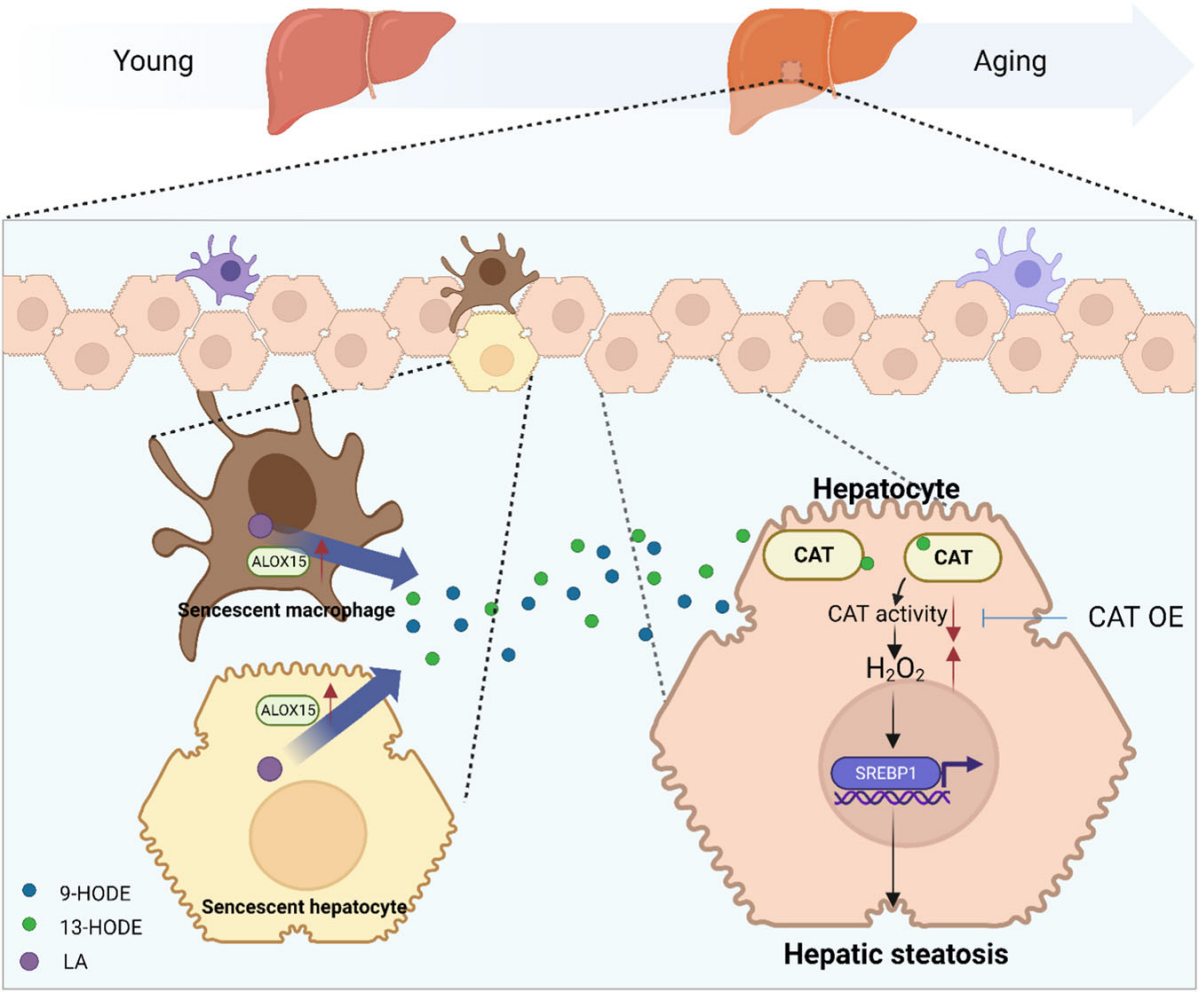
Model of how senescence-associated 13-HODE production promotes age-related liver steatosis. Increased ALOX15 in senescent hepatocytes and macrophages produces more 9-HODE and 13-HODE. Increased 13-HODE acts on the hepatocytes surrounding the senescent hepatocytes, binding to CAT and decreasing CAT activity. Decreased CAT activity activates SREBP1 further by increasing H_2_O_2_ levels and promoting liver steatosis. The illustration was created with Biorender.com.

## Discussion

According to Ogrodnik et al., cellular senescence causes hepatic steatosis; they focused on mitochondrial dysfunction and reduced fatty acid oxidation in senescent hepatocytes based on the mechanism^54^. Furthermore, as we age, the number of senescent cells increases^4^. We found that not only senescent hepatocytes but also neighboring non-senescent hepatocytes showed increased lipid accumulation in this study, which is supported by the fact that there are only 2%–3% senescent cells in the livers of 12-month-old mice^55^. Thus, we focused on the interaction between senescent cells and the surrounding normal hepatocytes.

PUFA metabolites influence aging and age-related diseases. PGE2 is regarded as an important component of the newly emerging classic SASP^11^. In addition, dihomo-15d-PGJ2 is a senolysis marker^56^. In our study, we found that LA-derived 9-HODE and 13-HODE levels were higher in middle-aged and aged mouse livers, which is a typical signature of PUFA metabolite profile changes during aging. Furthermore, we found increased 9-HODE and 13-HODE levels in the conditioned medium of senescent hepatocytes and macrophages. These findings suggest that besides PGE2, 9-HODE and 13-HODE as PUFA metabolites can be considered SASP components. A positive correlation has been reported between plasma 9-HODE and 13-HODE levels and liver diseases such as NASH and alcoholic liver disease^20,57^; however, the underlying mechanism remains unclear. We found that combining 9-HODE and 13-HODE increased liver steatosis in young mice fed a normal diet. According to RNA sequencing, 9/13-HODEs can regulate lipid metabolism. We also found that 9/13-HODEs activated the key transcription factor SREBP1 and upregulated several important genes associated with hepatic steatosis.

We found that both induced steatosis when we treated hepatocytes with 9-HODE and 13-HODE. SREBP1 was activated by 13-HODE but not by 9-HODE. This indicates that differences exist downstream of 9-HODE and 13-HODE. The 9-HODE is a more potent GPR132 ligand than 13-HODE, which is abundant in macrophages^58^, while 13-HODE has been identified as an endogenous ligand for NR2C2^42^. Both 9-HODE and 13-HODE activate PPARγ^41^. To explore the underlying mechanism of 9/13-HODEs-induced liver steatosis, we investigated GPR132 expression and found deficient expression in the liver. We found that the knockdown of *Ppar*g or *Nr2c2* or both did not affect 9/13-HODE-induced hepatocyte steatosis. Thus, the known 9/13-HODE targets are dispensable for 9/13-HODE-induced liver steatosis.

Then, to identify novel targets, we used biotin-labeled 13(S)-HODE in a pull-down assay. CAT might be a direct target of 13-HODE by in silico molecular docking among the 77 potent targets of 13-HODE, which was confirmed by surface plasmon resonance assay.

CAT is a classic redox homeostasis regulator that hydrolyzes H_2_O_2_ to H_2_O and O_2_. CAT activity is closely associated with aging. CAT deficiency accelerates aging in mice with a higher TG content in the liver^24^. We found that 13-HODE decreased CAT activity. Moreover, by overexpressing or knocking down *Cat* in hepatocytes, we found that CAT mediates 13-HODE-induced steatosis. By searching the Expression Atlas database (https://www.ebi.ac.uk/gxa), we found that the *CAT* abundance in liver is much higher than that of *PPARγ* (209 TPM vs. 3 TPM) based on the Genotype-Tissue Expression Project^59^. Both 9-HODE and 13-HODE were discovered as endogenous activators and ligands of PPARγ in macrophages^60,61^. In macrophages, 13-HODE activates PPARg-dependent transcription at a higher concentrations ( ~ 30 μM) than the dose we used (1 μM)^60^. Thus, at lower concentration, 13-HODE may prefer to bind with CAT other than PPARγ in hepatocyte.

However, 9-HODE and 13-HODE did not promote senescence in hepatocytes. This may be because the level of CAT inhibition caused by 13-HODE only resulted in metabolic disorder, which is insufficient to induce cellular senescence. Increased 9-HODE and 13-HODE is a consequence of cell senescence, which act as signals to induced hepatocyte steatosis.

CAT exists in monomeric, dimeric, and tetrameric forms^62^. The most active form is the CAT tetramer, while the dimer has much lower activity. However, these monomers are inactive^62^. Therefore, by inhibiting CAT tetramerization, its activity can be reduced^47^. Using the crosslinker di (*N*-succinimidyl) suberate (DSS), we found that 13-HODE treatment decreased the CAT tetramer protein level. The docking model also predicts that 13-HODE may bind at the CAT tetramer interface. These data indicate that 13-HODE decreased CAT activity by inhibiting CAT tetramerization.

Decreased CAT activity results in increased H_2_O_2_ levels. H_2_O_2_ levels were observed to be higher in 13-HODE-treated hepatocytes. In addition, NAC inhibited 13-HODE-induced hepatocyte steatosis. Increased H_2_O_2_ levels activate SREBP1 and increase lipid synthesis^63^; nevertheless, the underlying mechanisms are not fully understood. The *Srebp1c* mRNA level in the livers of mice treated with a mixture of 9-HODE and 13-HODE remained unchanged in our study. We also used 25-HC to inhibit SREBP activation in hepatocytes and found that 13-HODE still increased the cleaved SREBP1. Moreover, when hepatocytes were treated with MG132 to inhibit the proteasome-mediated SREBP1 degradation, 13-HODE did not increase the level of the mature form of SREBP1. Thus, 13-HODE may improve SREBP1 stability.

We detected the ALOX15 expression to investigate the mechanisms underlying increased 9- and 13-HODE production. Increased ALOX15 protein levels were found in senescent hepatocytes and macrophages. ALOX15 knockdown in senescent HepG2 cells attenuated hepatocyte steatosis induced by the senescent hepatocyte-conditioned medium. ALOX15 is essential for the regulation of liver function. ALOX15 deletion in hyperlipidemic ApoE knockout mice improved hepatic steatosis, liver inflammation, and insulin resistance^64^. In mice with alcoholic liver disease, ALOX15 expression is increased, which raises 13-HODE levels in the liver and promotes liver injury^65^. It is reported that ALOX15 is a downstream factor of the P53 pathway^66^. Increased P53 level is a marker of cellular senescence. Consistent with our results, ALOX15 level was found to be increased along with increased P53 level in free fatty acid-treated hepatocytes^66–68^. Thus, increased ALOX15 may result from increased P53 level in senescent cells. Our findings suggest that inhibiting ALOX15 in the liver may be beneficial in treating age-related liver steatosis.

Chronic inflammation is one of the hallmarks of aging^69^ and age-associated inflammation is observed in the liver^70^. Disturbed hepatic lipid metabolism is closely linked with liver inflammation. We found that 9/13-HODEs did not influence inflammatory phenotype in mouse liver as evidenced by immunohistochemical staining of F4/80. However, the differentially expressed genes were enriched in KEGG MAPK pathways, which are important for inflammatory signaling. In addition, 9-HODE or 13-HODE treatment activated the JNK pathway. Thus, we hypothesize that this short-term treatment of 9/13-HODE only initiated the inflammatory pathways, but not yet cause changes in the inflammatory phenotype. The 9/13-HODE-induced liver steatosis is ahead of the inflammatory phenotype.

Cellular senescence can be triggered by multiple stimuli, including oncogenic signaling, genotoxic damage, critically short telomeres, mitochondrial damage, oxidative damage, nutrient imbalance, and mechanical stress^69^. However, it is difficult to perfectly mimic the in vivo situation by using in vitro cellular senescent models; this is a limitation of our study.

Our findings suggest that senescent hepatocytes and macrophages increase 9-HODE and 13-HODE levels in the liver microenvironment while inhibiting CAT activity in surrounding hepatocytes. However, further studies are needed to understand better the role of 13-HODE in the liver by elucidating other potential targets of 13-HODE using pull-down assays. Moreover, we did not further investigate the targets of 9-HODE; this should be a focus of future work.

## Methods

### Animals and treatments

All protocols and animal studies were performed in accordance with the Guide for the Care and Use of Laboratory Animals by the US National Institutes of Health (NIH Publication No. 85–23, updated 2011). In addition, the Laboratory Animal Management and Use Committee of Tianjin Medical University, Tianjin, China, approved this study. All mice were housed in a temperature-controlled environment of 22–23 °C, and 40–70% humidity in individually ventilated cages with wood pieces as bedding with 12 h light/dark cycles and received food and water ad libitum. If not indicated, mice were fed a chow diet (1010001, Jiangsu Xietong Pharmaceutical Bio-engineering, Jiangsu).

Male C57BL/6 mice were obtained from SPF (Beijing) Biotechnology Co., Ltd. Mice aged 2.5-, 12-, and 20-month-old were used to study age-related liver steatosis. In addition, to study the effect of 9/13-HODEs on hepatic steatosis, 8-week-old mice were intraperitoneally injected with a combination of 9-HODE (Item No. 38400, Cayman Chemical, Ann Arbor, MI) and 13-HODE (Item No. 38600, Cayman Chemical) [equal amounts of 9-HODE and 13-HODE with a combined dose of 0.5 μg/g body weight] every day for 9 days. The mixture of 9-HODE and 13-HODE was dissolved in a mixture of PEG400 and water (1:5) to a final concentration of 0.1 mg/mL. The control mice were intraperitoneally injected with the solvent.

To specifically overexpress CAT in hepatocytes, 8-month-old mice were injected with AAV8-*Cat* (mouse)-flag with the TBG promoter (1.5 × 10^11^ vg/mouse; GeneChem Co., Ltd., Shanghai), and the mice were sacrificed 2 months later.

To investigate the effects of CAT on 13-HODE-induced liver steatosis, 8-week-old mice were injected with AAV-*Cat*-flag with the TBG promoter for 10 days, before being administered 13-HODE (0.5 μg/g body weight) intraperitoneally every day for 9 days before sacrifice.

For HFD-fed mice, 8-week-old male mice were fed a 45% HFD (MD12032, Medicience, Yangzhou) for 12 weeks to induce liver steatosis.

Mice were euthanized by exsanguination after being anaesthetized with tribromoethanol (0.24 mg/g body weight). After that, the tissues were collected for further analysis.

### Isolation of primary mouse hepatocytes and treatments

Primary mouse hepatocytes were isolated from the livers of 5- to 6-week-old male C57BL/6 mice. Briefly, after mice were anesthetized, the liver was perfused through the inferior vena cava with heparin, solution I (Krebs’s solution with 0.1 mM EGTA), and solution II (Krebs’s solution with 2.74 mM CaCl2 and 0.05% collagenase type I) after transection of the portal vein. Cells were filtered through a 400-mesh filter. The hepatocytes were then pelleted by centrifugation at 50 × *g* three times. Primary mouse hepatocytes were cultured in FBS-free RPMI 1640 medium and treated for 48 h with 1 μM 9-HODE, 13-HODE, or 9/13-HODEs (equal amounts of 9-HODE and 13-HODE, with a total concentration of 1 μM). Primary mouse hepatocytes were transfected with a *Cat*-expressing plasmid (MC205746, Origene, Rockville, MD) or control pcmv6 plasmid; after 6 h, the cells were treated with 1 μM 13-HODE for another 48 h. Primary mouse hepatocytes were transfected for 48 h with siRNA targeting *Cat* or a negative control siRNA (Sangon Biotech, Shanghai). For NAC (ST2524, Beyotime, Shanghai) treatment, hepatocytes were treated for 48 h with 10 mM NAC and 1 μM 13-HODE. To study the role of tetramerization of CAT in 13-HODE-induced hepatocyte steatosis, plasmid expressing CAT lacking N-terminal arm (residues 5-70; ΔCAT) was constructed to disrupt the tetramerization of CAT. Primary mouse hepatocytes were transfected with a his-tagged *Cat*- plasmid, a Δ*Cat* plasmid, or control pcDNA 3.1 plasmid, after 6 h, the cells were treated with 1 μM 13-HODE for another 48 h. For SREBP1 cleavage inhibition, hepatocytes were pretreated with 1 μM 13-HODE for 24 h before being co-treated with 1 μg/mL 25-HC (HY-113134, MedChemExpress, NJ) for another 24 h. For SREBP1 degradation assays, hepatocytes were pretreated with 1 μM 13-HODE for 36 h before being co-treated with 10 μM MG132 (HY-13259, MedChemExpress, NJ) for another 12 h. For *Nr2c2*, *Pparg* and *Rictor* knockdown, hepatocytes were transfected for 48 h with siRNA targeting *Nr2c2*, *Pparg*, *Rictor*, or negative control siRNA (Sangon Biotech, Shanghai). Sequences of these siRNA were listed in Table S1.

### Cell culture and cell senescent model

HepG2 cells and RAW264.7 cells were from American Type Culture Collection (ATCC), and EA.hy926 cells were from the Cell Bank/Stem cell bank of Chinese Academy of Sciences (Shanghai, China). HepG2 cells, RAW264.7 cells, and EA.hy926 cells were cultured in Dulbecco’s Modified Eagle’s medium supplemented with 10% fetal bovine serum. Hepatocyte senescence models were established as previously described^26–28^. In the H_2_O_2_-induced senescence model, HepG2 cells were treated for 48 h with 500 μM H_2_O_2_. HepG2 cells were also treated for 24 h with 10 μM Nutlin-3a (SC4350, Beyotime, Shanghai) to induce senescence. In addition, HepG2 cells were treated with 2 μM Doxorubicin hydrochloride (DOX; HY-15142, MedChemExpress, NJ) for 2 h, and then cultured in DOX-free medium for another 6 days. RAW264.7 cells were treated with 2 μM DOX for 2 h and then cultured in DOX-free medium for another 4 days to induce senescence. EA.hy926 cells were treated with 0.5 μM DOX for 2 h and then cultured in DOX-free medium for another 2 days to induce senescence. Senescent HepG2 cells and RAW264.7 cells were cultured in a fresh FBS-free medium for another 24 h to collect conditioned medium for liquid chromatography–tandem mass spectrometry (LC–MS/MS) analysis or treating non-senescent HepG2 cells for 24 h.

### LC–MS/MS for targeted lipidomics

Liver tissue, cells, and cell medium samples were prepared for LC–MS/MS analysis as previously described^16,71^. Briefly, the liquid chromatography system utilized for the experiment was a Waters Acquity UPLC, equipped with an UPLC BEH C18 column (1.7 μm, 50 × 2.1 mm i.d.). The column was kept at a constant temperature of 25 °C, and the injection volume was set to 10 μL. The mobile phase consisted of two solvents: solvent A, which was water, and solvent B, which was acetonitrile. The flow rate of the mobile phase was maintained at 0.25 mL/min. The gradient elution profile followed the following sequence: from 0 to 3 min, the proportion of solvent B was set at 30%; from 3 to 20 min, the proportion of solvent B gradually increased to 60%; from 20 to 24 min, the proportion of solvent B further increased to 80% and remained constant for 3 min; and from 27 to 29 min, the proportion of solvent B was reduced to 30% and maintained for 1 min.

The mass spectrometry method and MRM transition are derived from the article by Bao et al^72^. Briefly, the ion source parameters were CUR = 40 psi, GS1 = 30 psi, GS2 = 30 psi, IS = −4500 V, CAD = MEDIUM, TEMP = 500 °C. The MRM transition for 13-HODE is 295 > 195, DP = −100 V, EP = −10 V, CE = −28 V, CXP = −10 V.

Data were analyzed using the online tool MetaboAnalyst (www.metaboanalyst.ca/faces/ModuleView.xhtm). For PLS–DA, VIP, and heatmap generation, the original data was processed as follows: data normalized by median followed by log transformation and auto scaling. The volcano plot used the original data.

### Determination of hepatic and serum triglycerides and cholesterol

After being weighed, 30 mg liver tissue was homogenized at 4 °C in 1 mL methanol- chloroform-extraction buffer (1:2). After extraction overnight at 4 °C, 300 μL of deionized water was added to the sample and then centrifuged at 12,000 × *g* for 10 min at 4 °C. The subnatant was collected and evaporated to dryness under a nitrogen stream. Then, the samples were dissolved in 200 μL of 5% Triton X-100 (X100, Merck SA, Darmstadt, Germany). A Triglyceride or cholesterol determination kit (BioSino Bio-Technology & Science, Beijing) was used to determine triglyceride or cholesterol levels based on the manufacturer’s instructions.

### H&E staining, Sirius Red staining, and Oil Red O staining

Liver tissue was embedded in paraffin wax for H&E and Sirius red staining. Hematoxylin and eosin were used to stain paraffin-embedded sections for 60 s and 30 s, respectively (Solarbio, Beijing). Sirius red staining of liver tissue was performed using Picrosirius Red Staining Solution (PH1098, Scientific Phygene, China) according the manufacturer’s instructions. For Oil Red O staining, frozen liver sections or hepatocytes were fixed in 4% paraformaldehyde for 10 min before being stained with Oil Red O working solution for 15–25 min. Images were acquired under Nikon eclipse Ts2.

### Immunofluorescence staining and Nile Red staining

Frozen liver sections were incubated overnight at 4 °C with anti-P16 (10883-1-AP, Proteintech, Wuhan, 1:50 dilution), anti-ALOX15 antibody (sc-133085, Santa Cruz, Dallas, TX, 1:50 dilution) or anti-γH2AX (phospho S139) antibody (ab81299, Abcam, Cambridge, 1:100 dilution), followed by 1 h at room temperature with a matched secondary antibody (ZF-0511, ZF-0512 or ZF-0516 ZSGBBIO, Beijing, China, 1:200 dilution). Frozen liver sections were incubated with Nile Red working solution for 10 min for Nile Red staining (C0009, Applygen Technologies, Beijing, China).

H_2_O_2_-induced senescent HepG2 cells were incubated overnight at 4 °C with anti-γH2AX (phospho S139) antibody, followed by 1 h at room temperature with a secondary antibody. The nuclei were counterstained with 4′,6-diamino-2-phenylindole (DAPI). Images were acquired using an Olympus FV1200 microscope.

### Immunohistochemical staining

Liver sections were incubated with anti-F4/80 (#70076, Cell Signaling Technology, Danvers, MA, USA, 1:200 dilution) antibody at 4 °C overnight. The sections were then incubated with a secondary antibody (A0208, Beyotime, Shanghai, China, 1:200 dilution) at room temperature for 1 h. The reaction was developed with diaminobenzidine (DAB) staining (ZLI-9018, ZSGBBIO, Beijing, China). Images were acquired using a Nikon eclipse Ts2 microscope.

### 13(S)-HODE binding protein pull down and MS analysis

Native radioimmunoprecipitation assay (RIPA) lysis buffer (ROO30, Solarbio, Beijing) was used to lyse primary mouse hepatocytes. The cell lysate was split into two equal parts and incubated overnight at 4 °C with 186 μM biotin (29129, Thermo Fisher Scientific, Waltham, MA) or 13(S)-HODE biotin (Item No.38612, Cayman Chemical, Ann Arbor, MI). The protein was then captured with streptavidin magnetic beads (S1420S, New England Biolabs, Ipswich, MA, USA). Proteins bound to the streptavidin magnetic beads were eluted for 1 h at 4 °C with 1.86 mM 13(S)-HODE (Item No.38610, Cayman Chemical, Ann Arbor, MI). Proteins in the supernatant were collected for LC-MS/MS analysis, performed by BGI Genomics, Shenzhen. To avoid non-specific binding, proteins that also bound to biotin were excluded.

### In silico molecular docking

The possible binding models of 13(S)-HODE for the indicated proteins was determined using in silico molecular docking. The 3D structure (SDF file) of 13(S)-HODE was downloaded from PubChem (https://pubchem.ncbi.nlm.nih.gov/). Protein structures were downloaded as PDB files from the AlphaFold protein structure database (https://alphafold.com/). The human catalase protein structure (PDB code: 1DGF; tetramer) was downloaded from the protein data bank (https://www.rcsb.org/). The online docking website CB-Dock (http://clab.labshare.cn/cb-dock/php/blinddock.php) was used for molecular docking analyses^43^. The number of cavities for docking was set at 5. We predicted relative affinity by the Vina score provided by CB-Dock.

### Surface plasmon resonance

The surface plasmon resonance analysis was performed on a Biacore T200 instrument according to the protocol of the manufacturer. Recombinant mouse catalase protein (orb624003, Biorbyt, Cambridge, UK) was immobilized on a CM5 chip. At concentrations ranging from 0.061–500 μM, 13(S)-HODE was used. The KD was calculated using Biacore T200 evaluation software after running a steady-state affinity model.

### Determination of CAT activity

In all, 10 mg of liver tissue was collected and homogenized in 500 μL saline solution to measure CAT enzyme activity. At room temperature, lysates were centrifuged at 12000 × g for 10 min. The supernatant was collected for analysis using a CAT enzyme activity kit according to the instructions of the manufacturer (A007-1-1, Nanjing Jiancheng Bioengineering Institute, Nanjing). To investigate the effect of 13-HODE on CAT activity, hepatocytes were treated with 1 μM 13-HODE for 2, 6, or 12 h before being collected and lysed. The enzyme activity was measured using the supernatant. To investigate the inhibitory effect of 13-HODE on CAT enzyme activity in vitro, 10 μg of recombinant human CAT protein (NBP1-98907, Novus Biologicals, Centennial, CO) was incubated for 20 min with 1 μM 13-HODE before enzyme activity was determined.

### Reactive oxygen species detection

Hepatocytes were treated with 1 μM 13-HODE for 2 h to assess the levels of 13-HODE-induced ROS. Cellular ROS levels were measured using DCFH-DA, according to the manufacturer’s instructions (S0033S, Beyotime, Shanghai). Images were acquired using a Leica DFC3000 G, and the relative fluorescence intensity was quantified with Image Pro PLUS software (6.0.0.260).

### Di (*N*-succinimidyl) suberate crosslinking and CAT tetramerization detection

Hepatocytes were treated with or without 1 μM 13-HODE for 6 h before being treated with 100 μM DSS crosslinker (HY-W019543, MedChemExpress, NJ) for 1 h before protein extraction to investigate the inhibitory effect of 13-HODE on CAT tetramerization. In addition, western blotting was performed to detect CAT tetramerization.

### RNA sequencing

Total RNA was extracted from the livers of Ctrl and 9/13-HODEs-treated mice using the TransZol Up Plus RNA Kit (TransGen Biotech, Beijing). 1 μg of total RNA was purified to poly(A) RNA after the RNA amount and purity were quantified, and the RNA integrity was evaluated. The final cDNA library was 300 ± 50 bp, and sequencing was performed on an Illumina Novaseq 6000 by LC Biotech Corporation (Hangzhou, China) using 2 × 150 bp paired-end sequencing (PE150). Differentially expressed genes were defined as log2 (fold change) >0.65 or < −0.65, and then principal component analysis (PCA) analyses were performed. In addition, a heatmap was generated on Morpheus (https://software.broadinstitute.org/morpheus), and the ShinyGO website (http://bioinformatics.sdstate.edu/go/)^73^ was used to perform Gene Ontology (GO) analysis. Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis were performed on DAVID (https://david.ncifcrf.gov/home.jsp)^74^, and the according bubble plot was generated on Hiplot Pro (https://hiplot.com.cn/).

### Quantitative RT-PCR

Total RNA was extracted for qPCR using the TransZol Up Plus RNA Kit, according to the instruction of the manufacturer. The RevertAid First Strand cDNA Synthesis Kit (K1622; Thermo Scientific, Waltham, MA) was used to convert total RNA to cDNA. mRNA expression was determined using SYBR Premix Ex Taq Master Mix (2×) (TransGen Biotech, Beijing). Real-time PCR were performed using QuantStudio 3 Real-Time PCR Systems. The comparative CT method was used to calculate the expression levels of the target gene. Table S2 contains the primer sequences used in the qPCR analysis.

### Western blot analysis

Tissues and cells were lysed in a RIPA buffer containing phenylmethylsulfonyl fluoride and phosphatase inhibitors. The lysates were centrifuged for 10 min at 4 °C at 12000 × g. The protein concentration in the supernatant was quantified using a BCA protein assay kit, and the total protein concentration in the supernatant was determined using a BCA protein assay kit. The proteins were mixed with 5 × SDS loading buffer and boiled for 10 min at 100 °C. SDS‒PAGE was used to separate proteins, which were then transferred to a PVDF membrane. The membrane was incubated with anti-P16 (10883-1-AP, Proteintech, 1:1000 dilution), anti-P21 (10355-1-AP, Proteintech, 1:1000 dilution), anti-P53 (1C12) (#2524, cell signaling Technology, Danvers, MA, 1:1000 dilution), anti-eIF5 (E-10) (sc-28309, Santa Cruz, Dallas, TX, 1:2000 dilution), anti-FASN (10624-1-AP, Proteintech, 1:1000 dilution), anti-SREBP1 (14088-1-AP, Proteintech, 1:1000 dilution), anti-CAT (21260-1-AP, Proteintech, 1:1000 dilution), anti-FLAG (#14793, cell signaling Technology, 1:1000 dilution), and anti-ALOX15 (ab244205, Abcam, Cambridge, 1:1000 dilution) antibodies overnight at 4 °C and then with goat anti-mouse IgG or goat anti-rabbit IgG secondary antibodies (BL001A or BL003A, Biosharp, 1:5000 dilution) for 1 h at room temperature.

### Statistical analysis

Data are presented as mean ± SEM. We tested the normality of the data using the Shapiro-Wilk normality test using GraphPad Prism 8.0.2 (GraphPad software). For normally distributed data, two or more groups were compared using Student’s t-test or one-way ANOVA followed by Fisher’s LSD test. For nonnormally distributed data, comparisons between two groups were performed using the Mann-Whitney test, and comparisons among three or more groups were performed using the Kruskal-Wallis test. Statistical significance was set at *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

A reporting summary for this article is available as a Supplementary Information file. All data are available in this paper and the supplementary information. Source data are provided with this paper. The RNA-sequencing data has been submitted to GEO datasets (GSE245002); the proteomics data of 13(S)-HODE binding protein has been submitted to PRIDE (PXD046933). Source data are provided with this paper.

# Supplementary material for: Senescence-associated 13-HODE production promotes age-related liver steatosis by directly inhibiting catalase activity
**Source:** Nat Commun. 2023 Dec 9;14:8151. doi: 10.1038/s41467-023-44026-z

**Senescence-associated 13-HODE production
promotes age-related liver steatosis by directly
inhibiting catalase activity**

Supplemental data

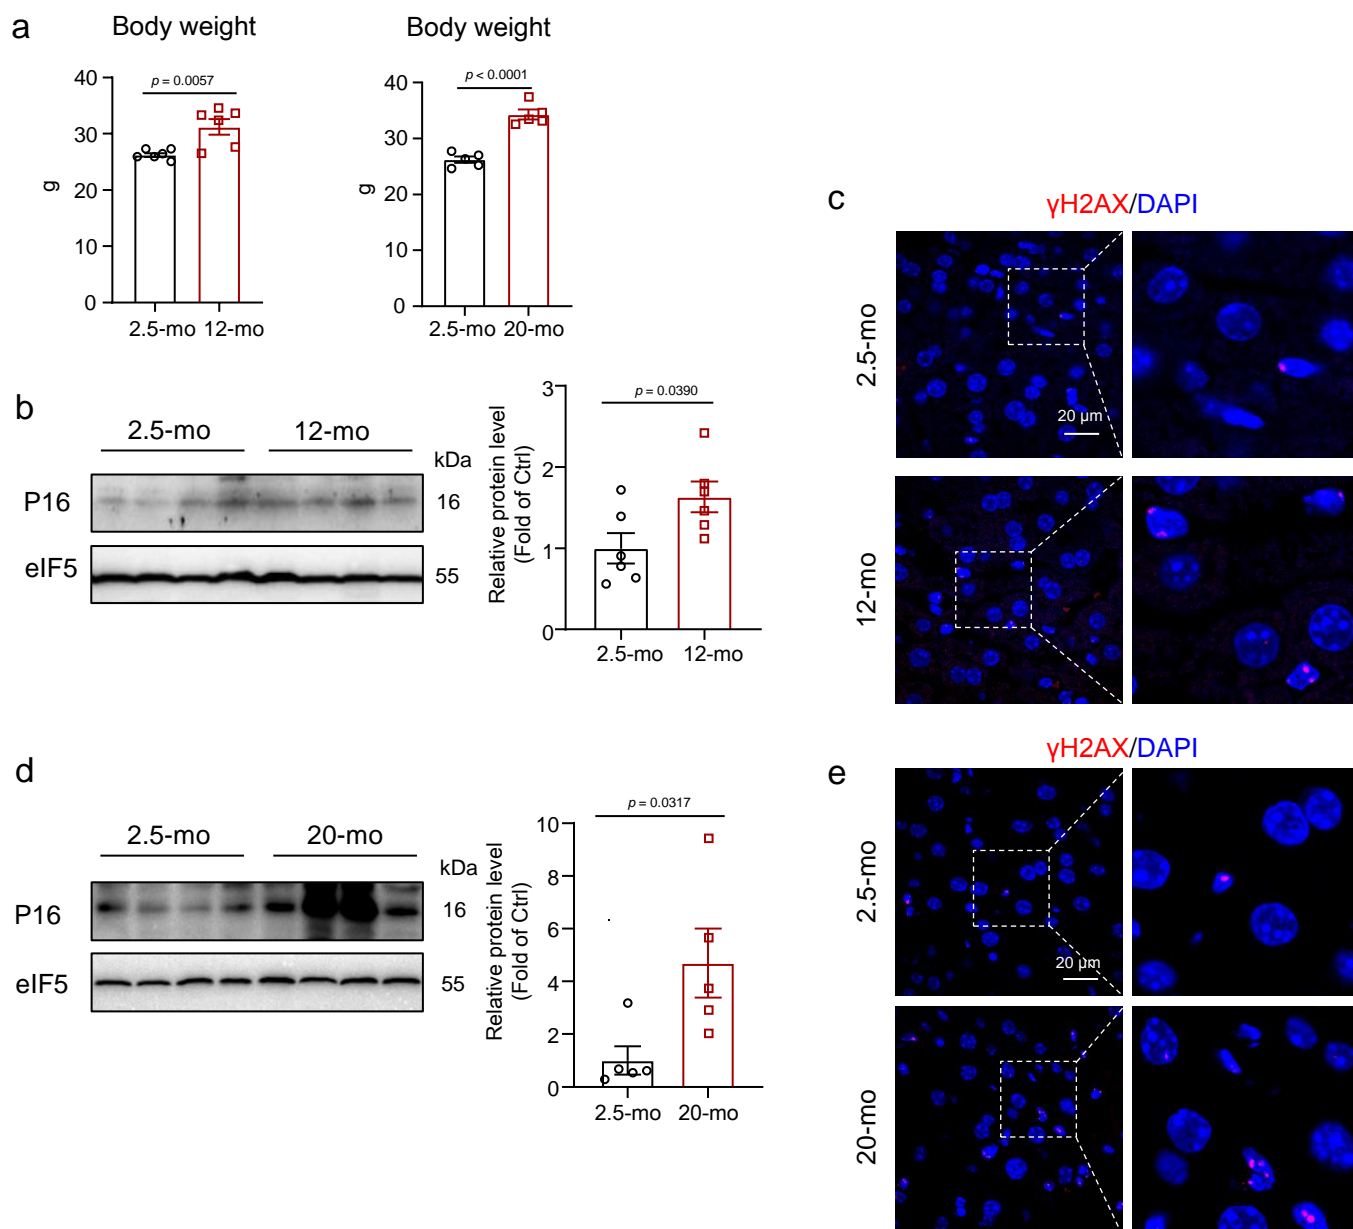

Fig. S1 Senescent markers of middle-aged and aged mouse livers.

(a) Body weight of mice at age 12 months (middle-aged, $n = 6$ mice per group) or 20 months (aged, $n = 5$ mice per group). (b–e) western blot analysis of the protein level of P16 and immunofluorescence staining of γ H2AX in livers from mice aged 2.5 months, 12 months, or 20 months; scale bar = 20 μ m. Data represent the mean $\pm$ SEM. Two-tailed student's t test was performed for (a–b); Two-tailed Mann-Whitney test was performed for (d). mo: month.

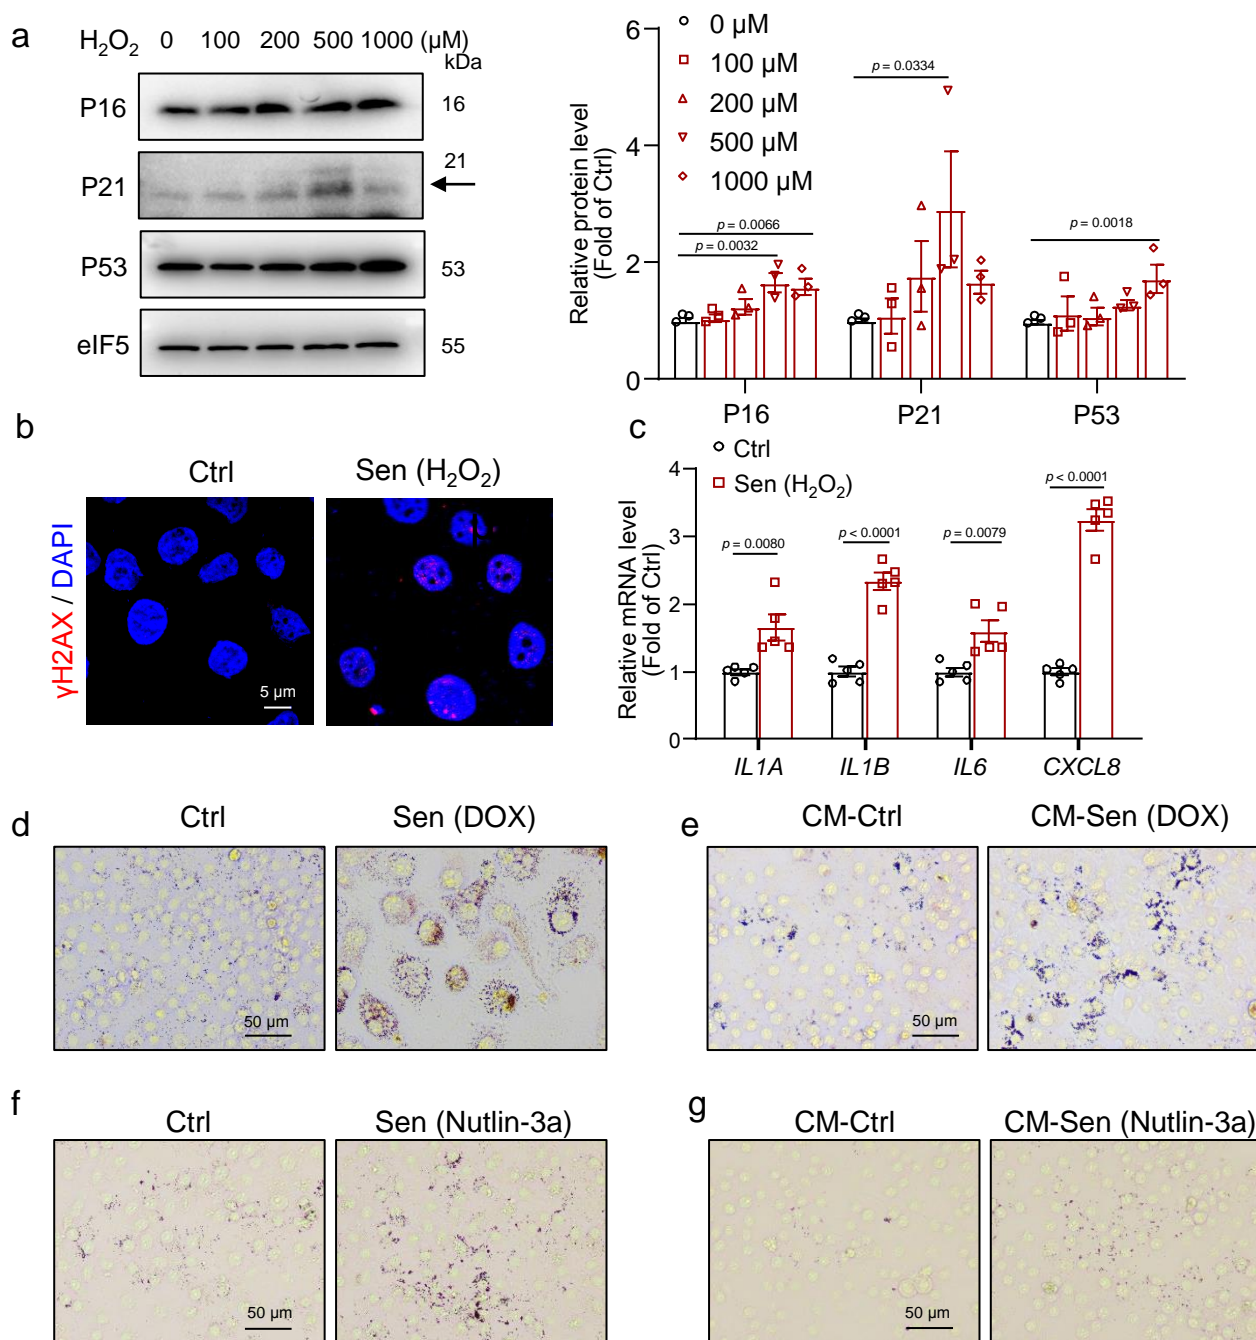

Fig. S2 Senescent hepatocyte models.

(a–c) Markers of senescence in H_2O_2 -induced senescent hepatocytes. (a) HepG2 cells were treated with H_2O_2 at the indicated concentration for 48 h, and western blot analysis of the protein levels of P16, P21 and P53. (b) Immunofluorescence staining of $\gamma H2AX$; scale bar = 5 μm . (c) qPCR analysis of mRNA levels of *IL1A*, *IL1B*, *IL6*, and *CXCL8*. (a, b) $n = 3$ independent experiments, (c) $n = 5$ independent experiments. **(d–g)** HepG2 cells were treated with 2 μM Doxorubicin (DOX) for 2 h and then cultured in DOX-free medium for 6 days to induce senescence (d, e) or Nutlin-3a (10 μM ; f, g) for 24 h to induce senescence. Oil Red O staining of senescent hepatocytes or control hepatocytes (d, f); HepG2 cells were treated with conditioned medium from senescent hepatocytes or control hepatocytes for 24 h, and then Oil Red O staining was performed (e, g); $n = 5$ independent experiments; scale bar = 50 μm . Data represent the mean $\pm$ SEM. One-way ANOVA with Fisher's LSD was performed for (a); Two-tailed student's t test was performed for (*IL1A*, *IL1B* and *CXCL8* in c); Two-tailed Mann-Whitney test was performed for (*IL6* in c). CM: conditioned medium; Sen: senescent.

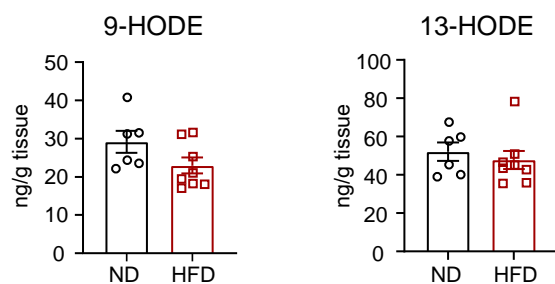

Fig. S4 Levels of 9-HODE and 13-HODE in normal and high fat diet fed mouse livers.

Eight-week-old mice were fed with normal or high fat diet for 12 weeks. Levels of 9-HODE and 13-HODE in mouse livers were measured by LC-MS/MS. $n = 6$ mice in Ctrl group; $n = 8$ mice in HFD group. Data represent the mean $\pm$ SEM. Two-tailed student's t test was performed for 9-HODE and Two-tailed Mann Whitney test was performed for 13-HODE. ND: normal diet; HFD: high fat diet.

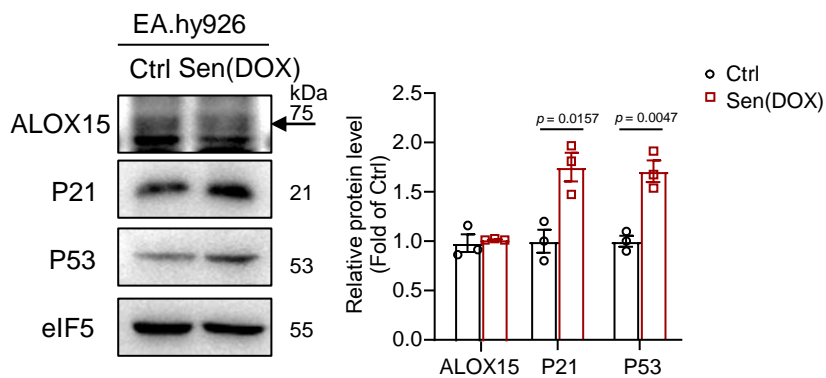

Fig. S5 ALOX15 expression was unchanged in senescent endothelial cells. EA.hy926 cells were treated with 0.5 μ M DOX for 2 h and then cultured in DOX-free medium for another 2 days to induce senescence: western blot analysis of the protein levels of ALOX15, P21, and P53. $n = 3$ independent experiments. Data represent the mean $\pm$ SEM. Two-tailed student's t test was performed.

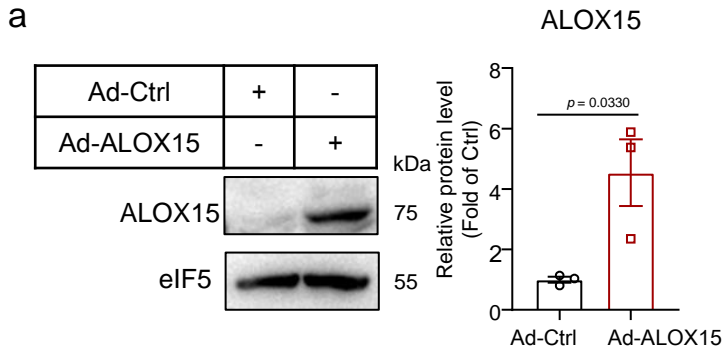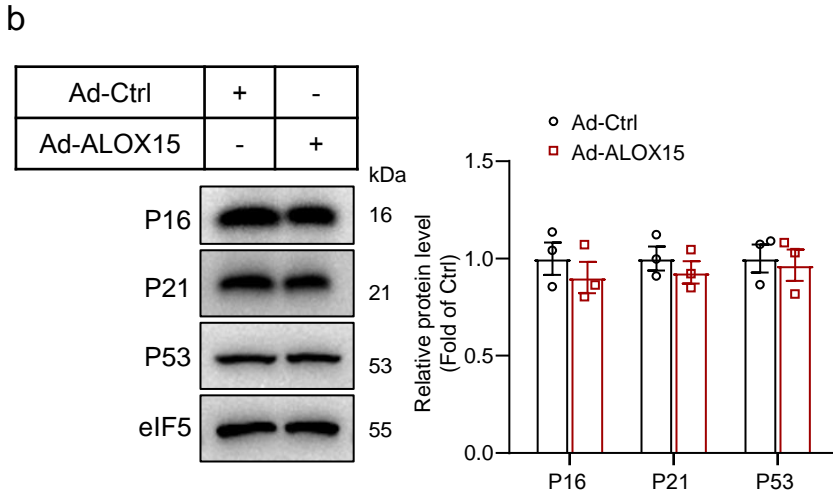

Fig. S6 ALOX15 overexpression did not affect senescent markers in hepatocyte.

Primary mouse hepatocytes were infected with Ad-ALOX15 or Ad-Ctrl for 48 h: western blot analysis of the protein levels of ALOX15 (a), P16, P21, and P53 (b). $n = 3$ independent experiments. Data represent the mean $\pm$ SEM. Two-tailed student's t test was performed for (a-b).

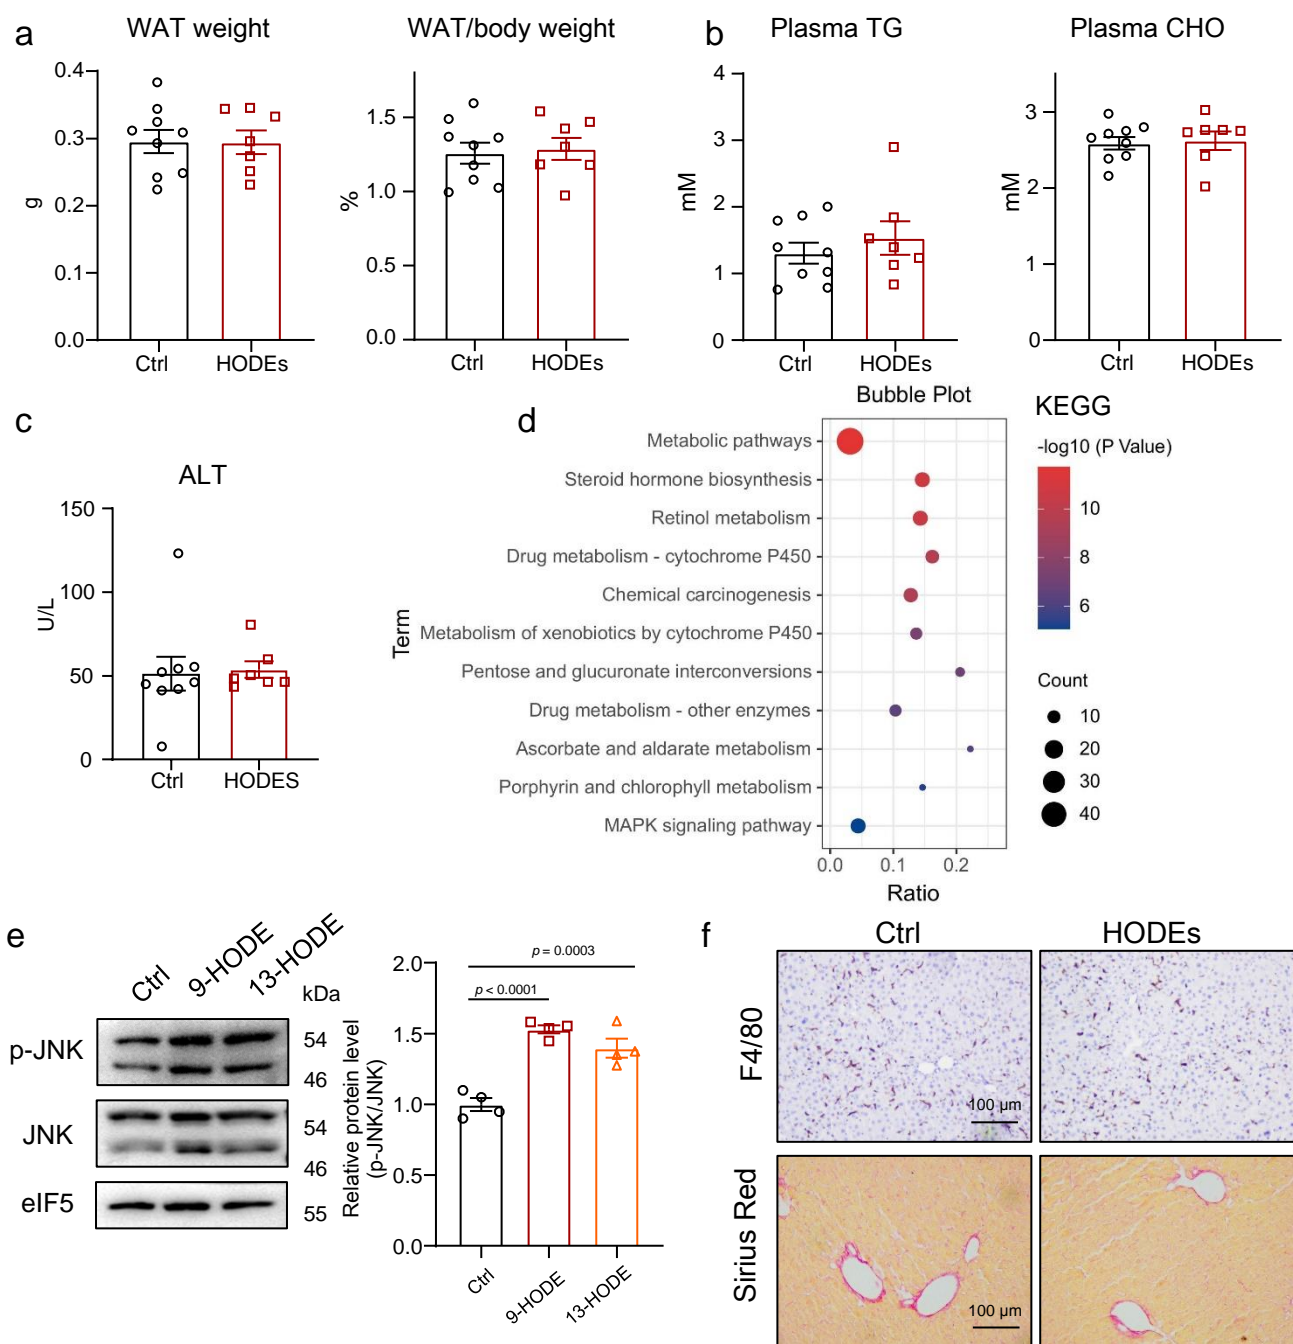

Fig. S7 Effects of 9-HODE and 13-HODE on MAPK signaling.

Eight-week-old mice were treated with a mixture of 9-HODE and 13-HODE (equal amounts of 9-HODE and 13-HODE and a combined dose of 0.5 $\mu\text{g/g}$ body weight) once a day for 9 days ($n = 9$ mice in Ctrl group; $n = 7$ mice in HODE group): **(a)** epididymal white adipose tissue (eWAT) and eWAT/body weight; **(b)** plasma levels of TG and CHO; **(c)** plasma level of ALT; **(d)** KEGG enrichment of differentially expressed genes. **(e)** Primary mouse hepatocytes treated with 9-HODE or 13-HODE (1 Mm) for 48 h: western blot analysis of the protein levels of p-JNK and JNK; $n = 4$ independent experiments. **(f)** Immunohistochemical staining of F4/80 and Sirius red staining of liver sections of these mice, scale bar = 50 μm . Data represent the mean $\pm$ SEM. Two-tailed student's *t* test was performed for (a-b); Two-tailed Mann-Whitney test was performed for (c); One-way ANOVA with Fisher's LSD was performed for (e). TG: triglyceride; CHO: total cholesterol; ALT: Alanine aminotransferase; HODEs: 9/13-HODEs.

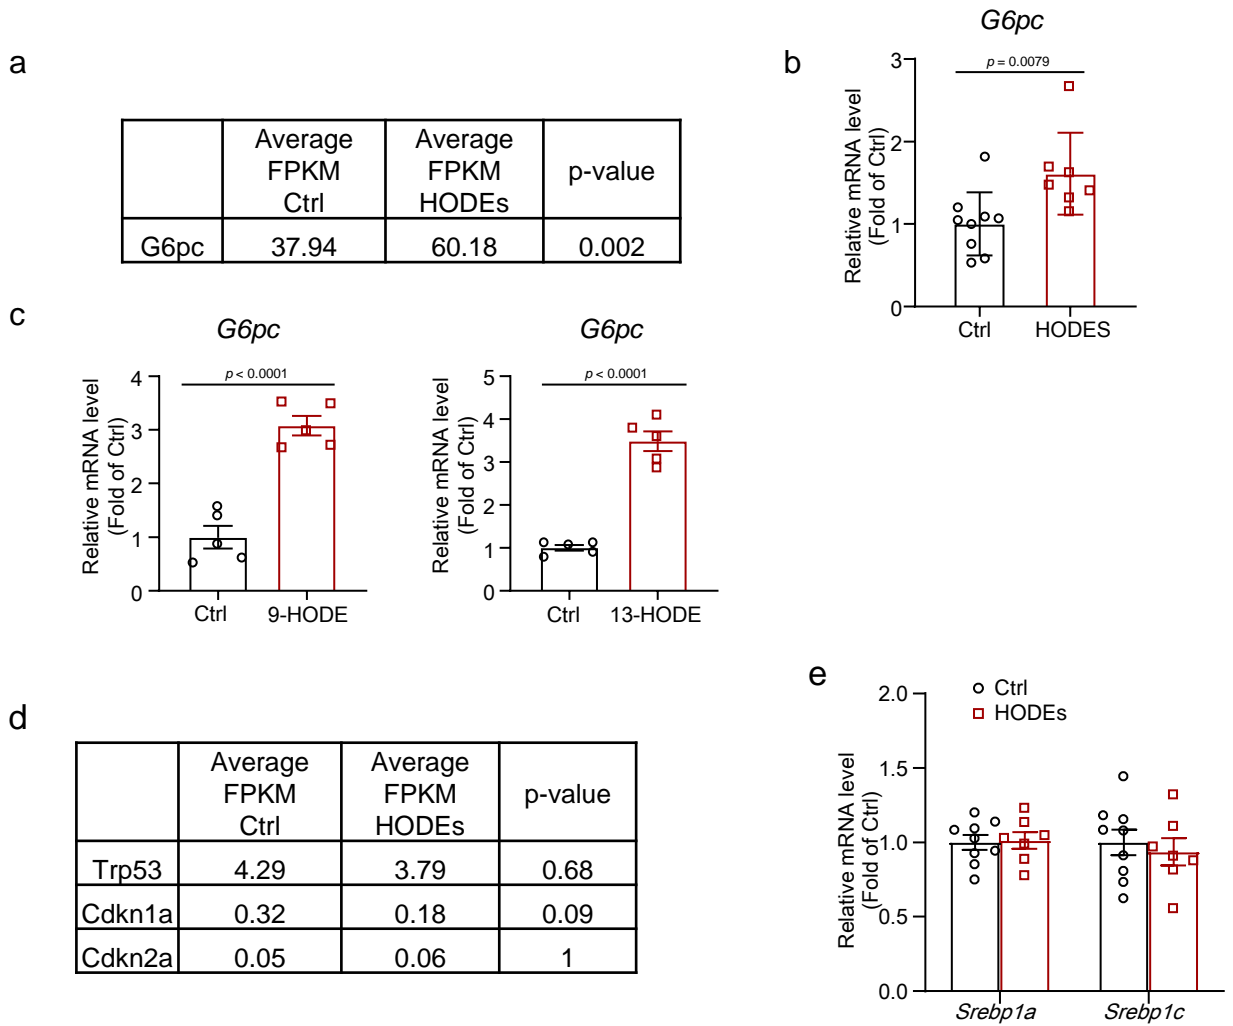

Fig. S8 Expression levels of *G6pc*, *Srebp1a*, *Srebp1c*, and senescent markers in livers of mice treated with a combination of 9-HODE and 13-HODE.

Eight-week-old mice were treated with a mixture of 9-HODE and 13-HODE (equal amounts of 9-HODE and 13-HODE and a combined dose of 0.5 $\mu\text{g/g}$ body weight) once a day for 9 days: **(a)** expression level of *G6pc* from RNA sequencing; **(b)** qPCR analysis of mRNA level of *G6pc*; $n = 9$ mice in Ctrl group; $n = 7$ mice in HODE group. **(c)** Primary mouse hepatocytes treated with 9-HODE or 13-HODE (1 μM) for 48 h: qPCR analysis of the mRNA level of *G6pc*; $n = 5$ independent experiments. **(d)** Expression levels of *Trp53*, *Cdkn1a*, and *Cdkn2a* from RNA sequencing. **(e)** qPCR analysis of mRNA level of *Srebp1a* and *Srebp1c* in livers of these mice; $n = 9$ mice in Ctrl group; $n = 7$ mice in HODE group. Data represent the mean $\pm$ SEM. Two-tailed Mann-Whitney test was performed for (b). Two-tailed student's t test was performed for (c) and (e). HODEs: 9/13-HODEs.

a

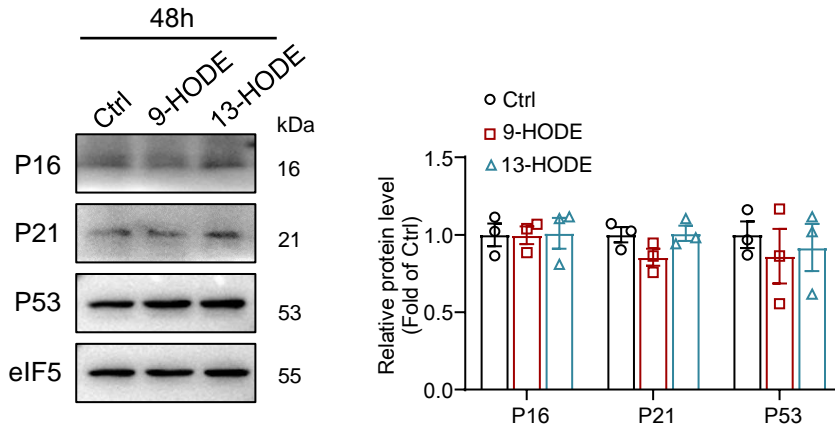

b

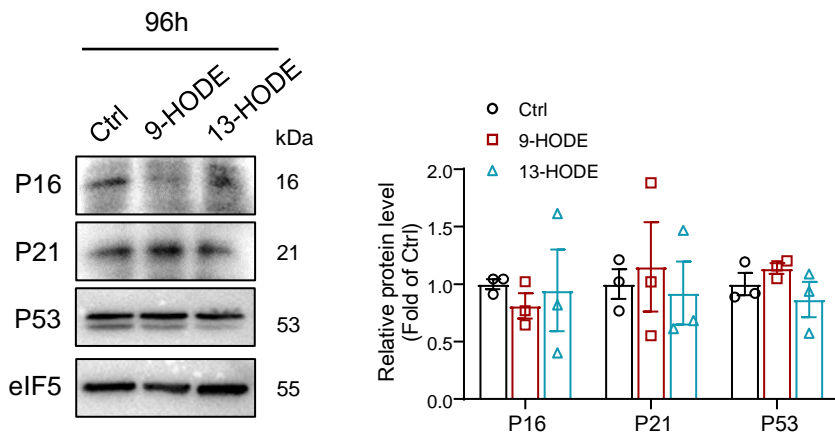

Fig. S9 Effects of 9-HODE and 13-HODE on hepatocyte senescence.

Primary mouse hepatocytes treated with 9-HODE or 13-HODE (1 μ M) for 48 h (**a**) or 96 h (**b**): western blot analysis of the protein levels of P16, P21, and P53; n = 3 independent experiments. Data represent the mean $\pm$ SEM. One-way ANOVA with Fisher's LSD was performed for (a-b).

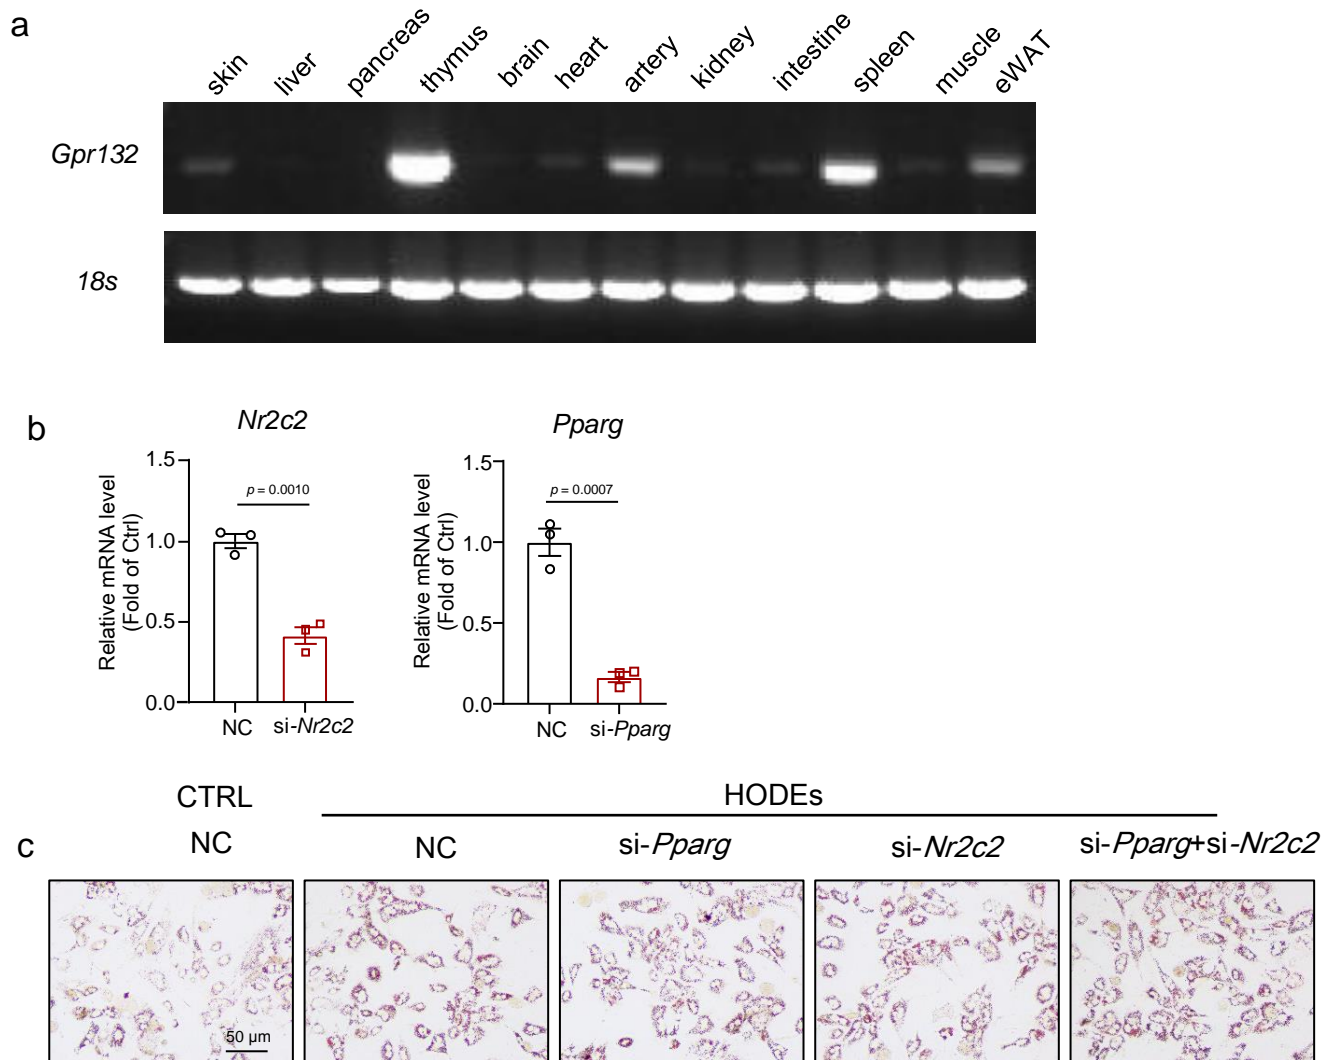

Fig. S10 Expression of *Gpr132* in various tissues and the effects of NR2C2 and PPAR γ on hepatocyte steatosis induced by the mixture of 9-HODE and 13-HODE.

(a) Expression of *Gpr132* in the indicated tissues detected by RT-PCR followed by agarose gel electrophoresis. **(b, c)** Primary mouse hepatocytes were transfected with si-*Nr2c2*, si-*Pparg*, or both with or without treated with a mixture of 9-HODE and 13-HODE (equal amounts of 9-HODE and 13-HODE with a total concentration of 1 μ M) for 48 h. **(b)** qPCR analysis of the mRNA levels of *Nr2c2* and *Pparg*; $n = 3$ independent experiments. **(c)** Oil Red O staining; $n = 5$ independent experiments, scale bar = 50 μ m. Data represent the mean $\pm$ SEM. Two-tailed student's t test was performed for **(b)**. eWAT: epididymal white adipose tissue. HODEs: 9/13-HODEs.

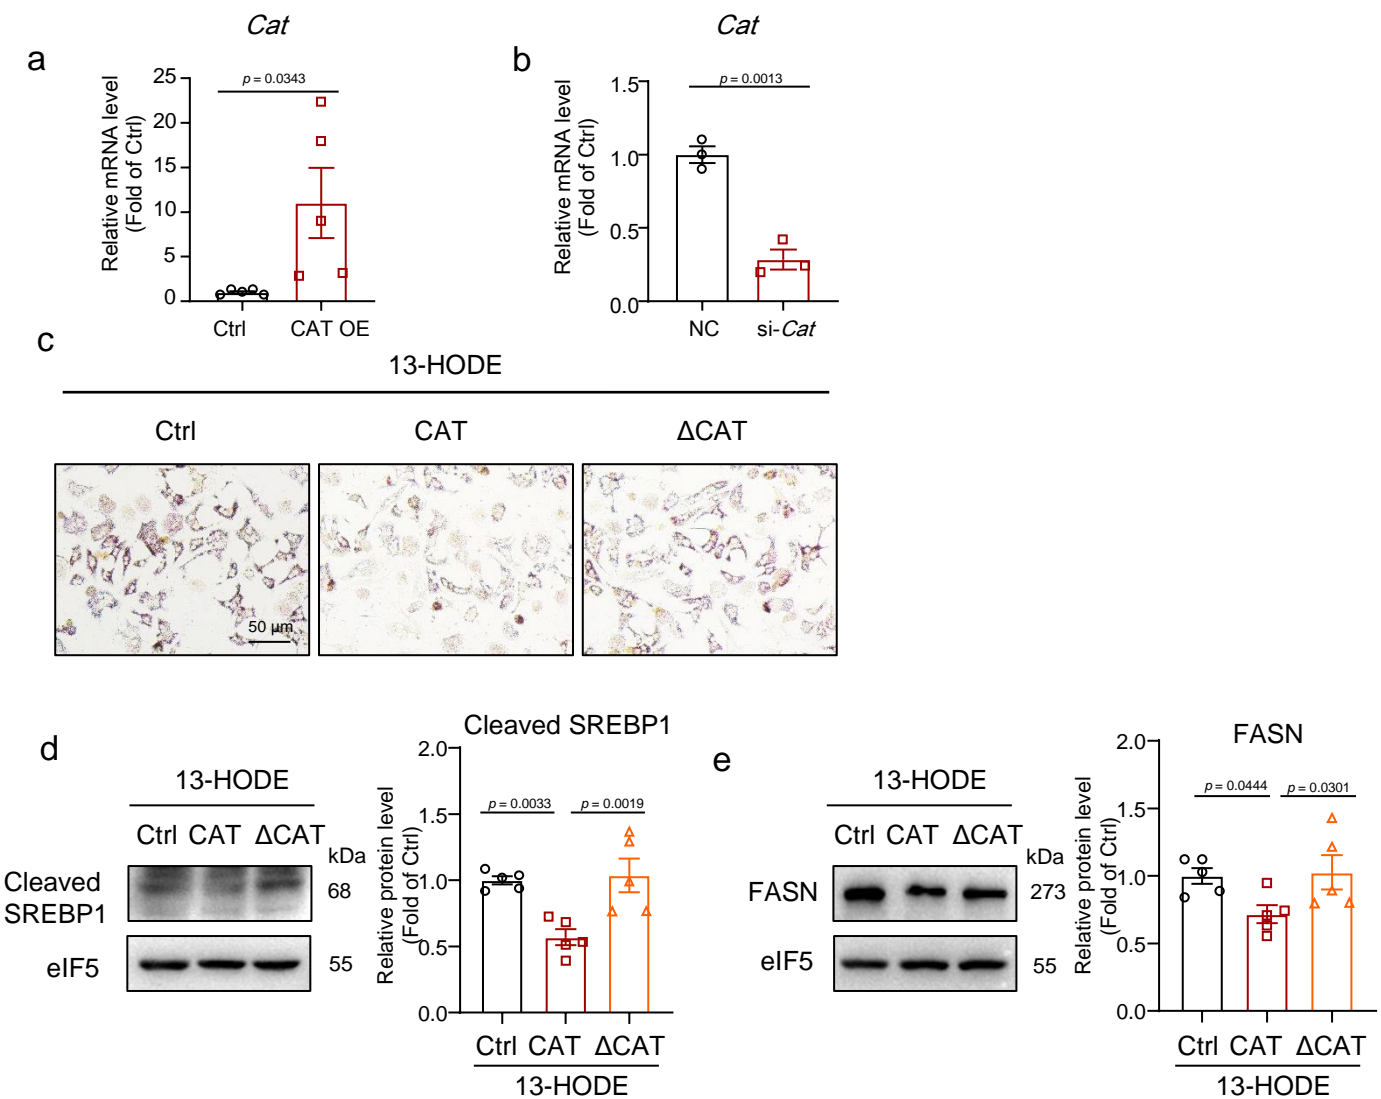

Fig. S11 mRNA level of *Cat* in CAT-overexpressing hepatocytes or Cat-knockdown hepatocytes.

Primary mouse hepatocytes were transfected with CAT-expressing plasmid ($n = 5$ independent experiments) (**a**) or si-*Cat* ($n = 3$ independent experiments) (**b**): qPCR analysis of the mRNA level of *Cat*. (**c-e**) Primary mouse hepatocytes were transfected with CAT-expressing plasmid or plasmid expressing CAT lacking N-terminal arm (residues 5-70; Δ CAT) and treated with 13-HODE (1 μ M) for 48 h: (c) Oil Red O staining; scale bar = 50 μ m. Western blot analysis of protein levels of cleaved SREBP1 (d) and FASN (e); $n = 3$ independent experiments. Data represent the mean $\pm$ SEM. Two-tailed student's t test was performed for (a-b); One-way ANOVA with Fisher's LSD was performed for (d-e). CAT OE: catalase overexpression.

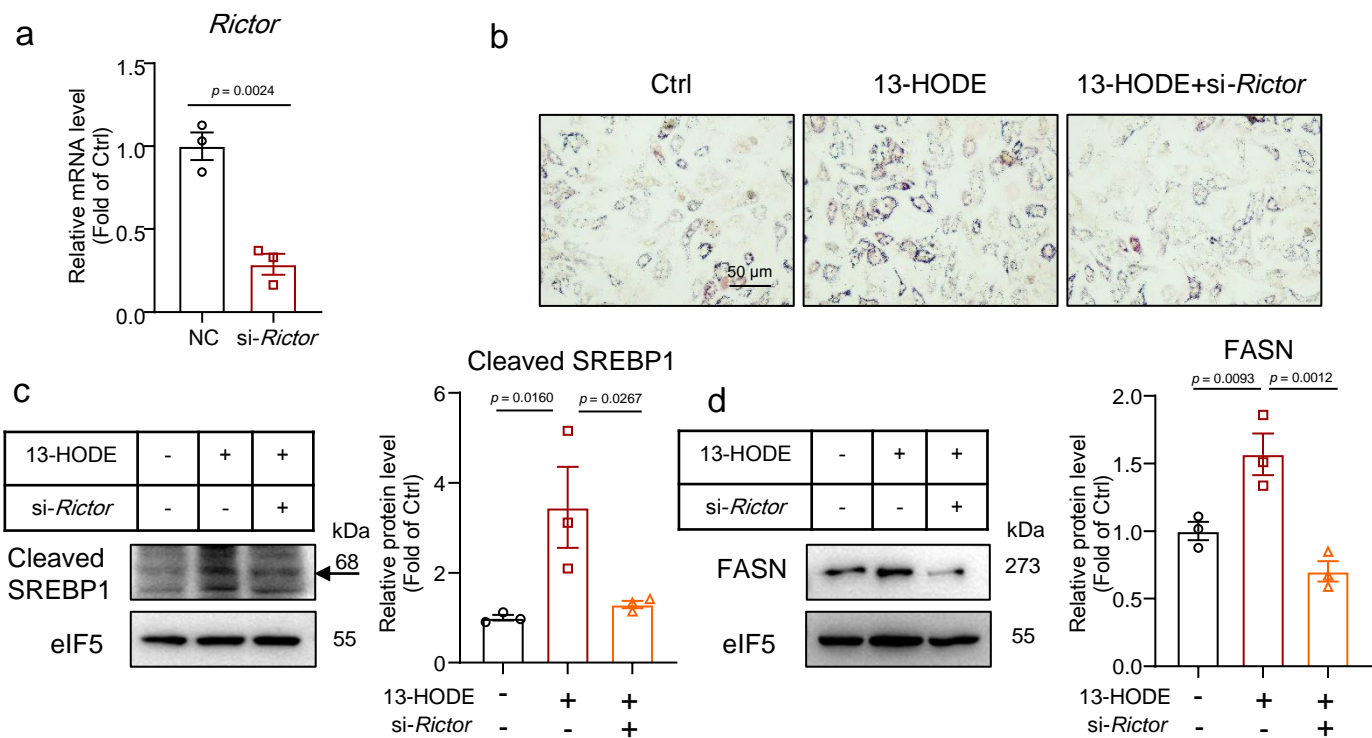

Fig. S12 Rictor knockdown suppressed 13-HODE induced hepatocyte steatosis. Primary mouse hepatocytes were transfected with si-*Rictor* with or without 13-HODE (1 μ M) for 48 h: **(a)** qPCR analysis of the mRNA levels of *Rictor*. **(b)** Oil Red O staining; scale bar = 50 μ m. **(c, d)** Western blot analysis of the protein levels of cleaved SREBP1 and FASN. $n = 3$ independent experiments. Data represent the mean $\pm$ SEM. Two-tailed student's t test was performed for (a); One-way ANOVA with Fisher's LSD was performed for (c-d).

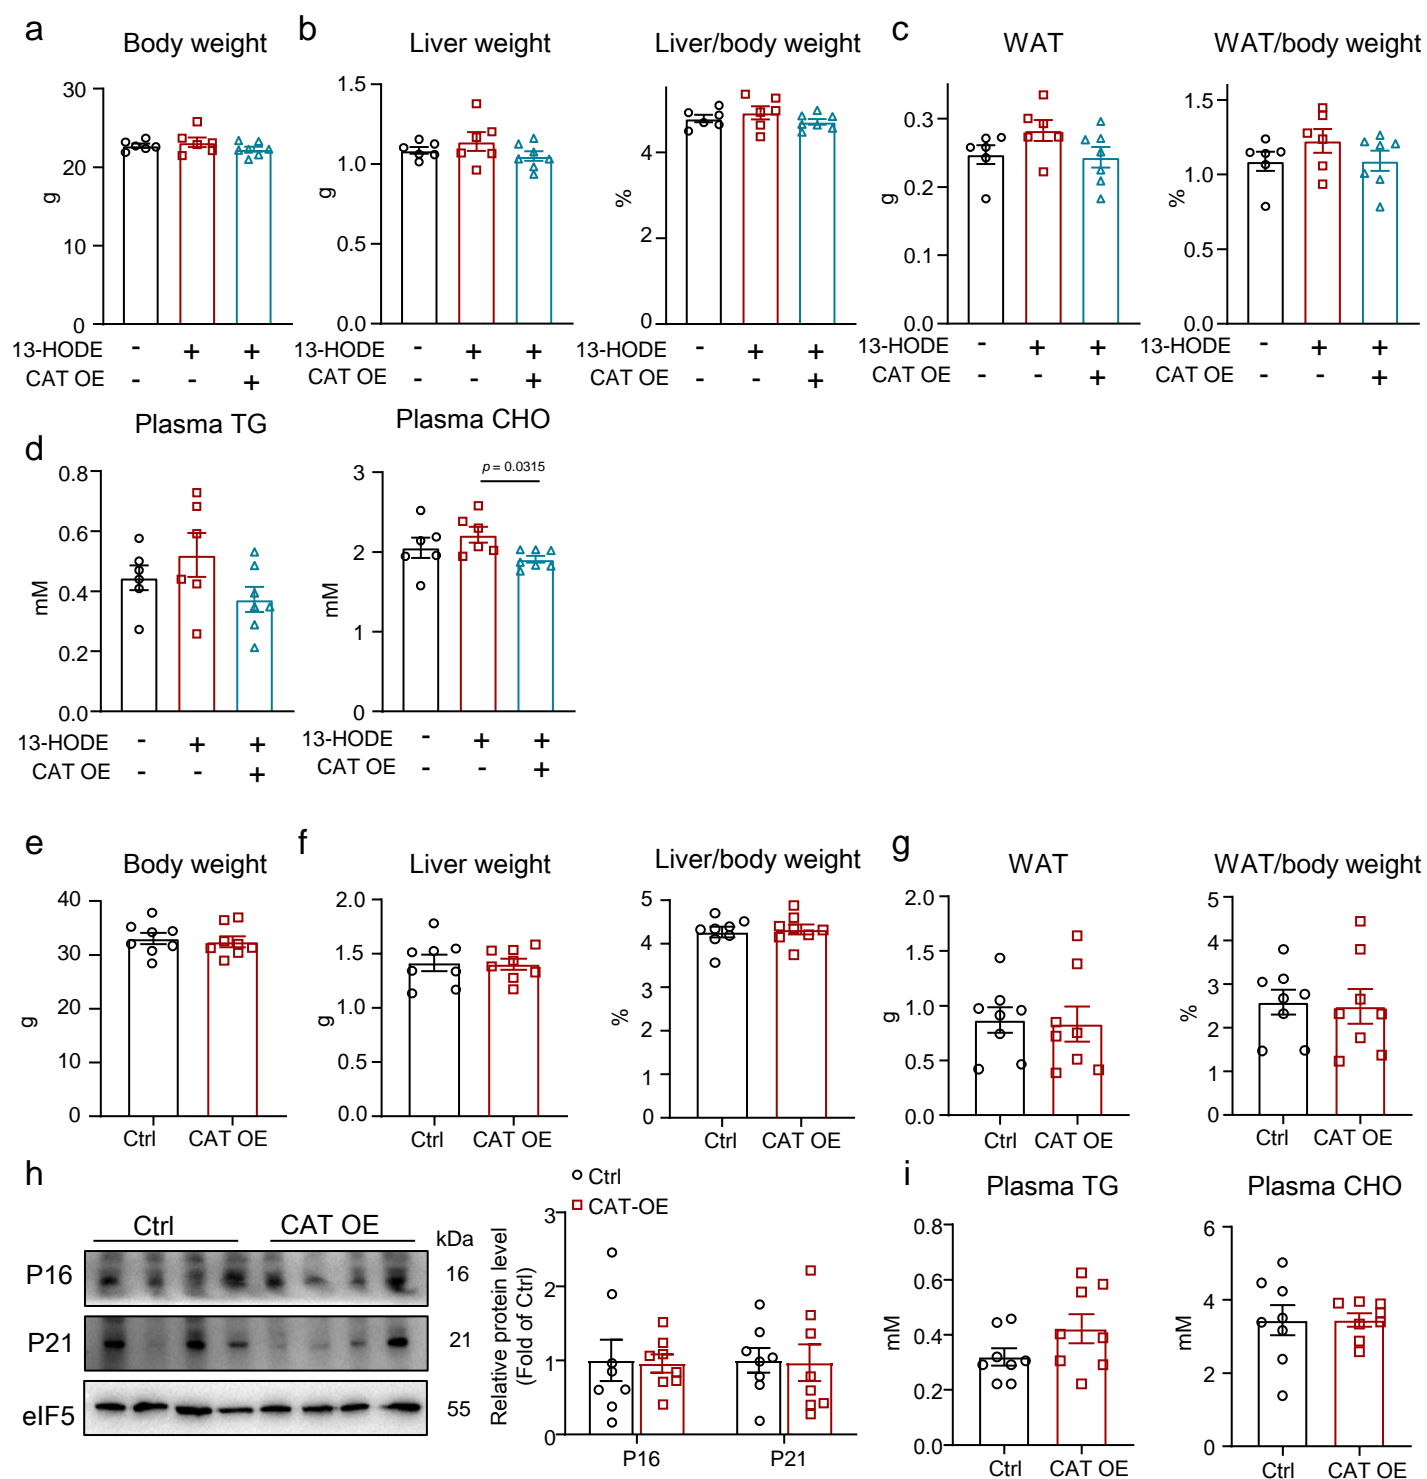

Table S1. List of siRNA sequences used in cell experiments

**si-RNA**	**Sense (5'-3')**	**Anti-sense(5'-3')**
si- <i>Rictor</i> (<i>m</i>)	GCCAUCUGAAUAACUUCACUATT	UAGUGAAGUUAUUCAGAUGGCTT
si- <i>ALOX15</i> (<i>h</i>)	GCUAUCAAAGACUCUCUAAAUTT	AUUUAGAGAGUCUUUGAUAGCTT
si- <i>Cat</i> (<i>m</i>)	CCCUCUUAUACCAGUUGGCAATT	UUGCCAACUGGUUAUAAGAGGGTT
si- <i>Pparg</i> (<i>m</i>)	GAGAUCAACAGAGUAUGCCAAATT	UUUGGCAUACUCUGUGAUCUCTT
si- <i>Nr2c2</i> (<i>m</i>)	GCUCAUGAGCUCCAACAUATT	UAUGUUGGAGCUCUAGAGCTT
NC (<i>m/h</i>)	UUC UCC GAA CGU GUC ACG UTT	ACG UGA CAC GUU CGG AGA ATT

Mus musculus; *h*: *Homo sapiens*.

Table S2. List of oligonucleotide primer pairs used in quantitative RT-PCR and RT-PCR analysis

**Target Gene**	**Sense (5'-3')**	**Anti-sense(5'-3')**
<i>Fasn (m)</i>	TGGGTTCTAGCCAGCAGAGT	ACCACCAGAGACCGTTATGC
<i>Thrsp (m)</i>	GAGAACGACGCTGCTGAAA	GGGTAAGGATGTGATGGAGG
<i>Cd36 (m)</i>	TGGTCAAGCCAGCTAGAAA	CCCAGTCTCATTAGCCAC
<i>Cyp4a14 (m)</i>	ATACGAGTCCTGCTTTATGACC	AACAGGAGCAAACCATAACCA
<i>Elovl6 (m)</i>	CTTTCCTGTTTTCTGCGCTGT	TGTTTCATCAGATGCCGACCAC
<i>Cat (m)</i>	GAGGAAACGCCTGTGTGAGA	TAGTCAGGGTGGACGTCAGT
<i>G6pc (m)</i>	AGGAAGGATGGAGGAAGGAA	TGGAACCAGATGGGAAAGAG
<i>Nr2c2 (m)</i>	CATATTCACCACCTCGGACAAC	TGACGCCACAGACCACAC
<i>Pparg (m)</i>	TCTCCAGCATTCTGCTCCA	TCAATGGCCATGAGGGAGTT
<i>Srebp1a (m)</i>	GGCCGAGATGTGCGAACT	TTGTTGATGAGCTGGAGCATG
<i>Srebp1c (m)</i>	GGCCATCGACTACATCCGCTTC	CGGGCTCAGAGTCACTACCAC
<i>Gpr132 (m)</i>	TACATCAGCACGGTGCCATT	AGGTGAAACGCAGGTAGTGG
<i>IL1A (h))</i>	AATCATCAAGCCTAGGTCAGC	CTTCATCTTGGGCAGTCACA
<i>IL1B (h)</i>	GTTGAAAGATGATAAGCCCACT	GTTATATCCTGGCCGCCTT
<i>IL6 (h)</i>	CACACAGACAGCCACTCACC	ATTTTCACCAGGCAAGTCTCC
<i>CXCL8 (h)</i>	CAGTTTTGCCAAGGAGTGCTA	TTTTCTTGGGGTCCAGACA
<i>β-actin (m)</i>	CTGTCCCTGTATGCCTCT	ATGTCACGCACGATTTCC
<i>18S (m/h)</i>	GGAAGGGCACCACCAGGAGT	TGCAGCCCCGGACATCTAAG

Mus musculus; *h*: *Homo sapiens*.

Uncropped blots in Supplemental figures

Fig. S1b

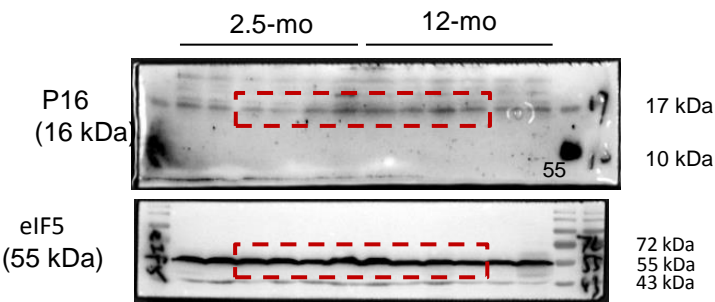

Fig. S1d

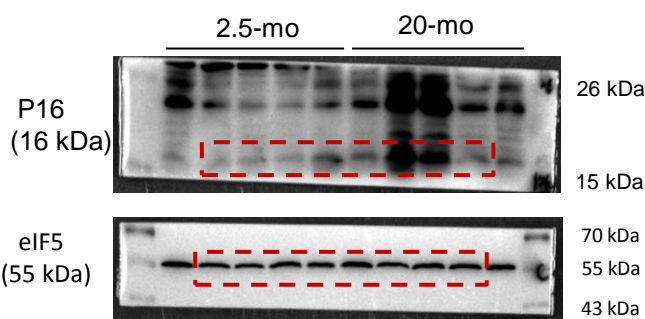

Fig. S2a

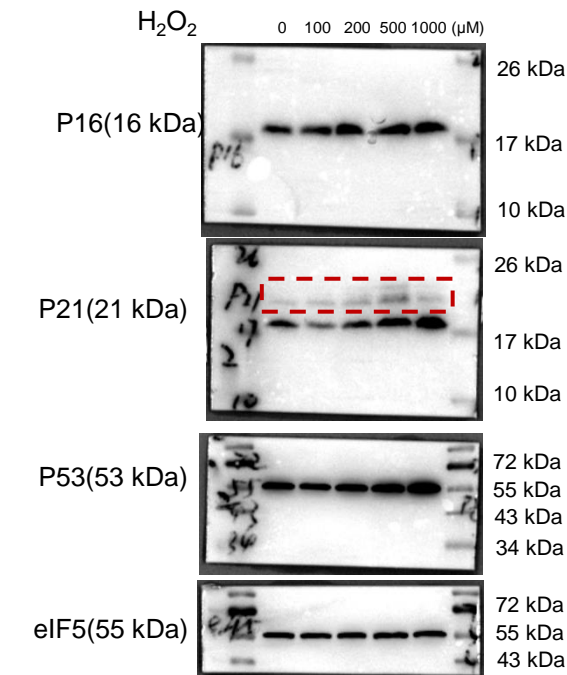

Fig. S5

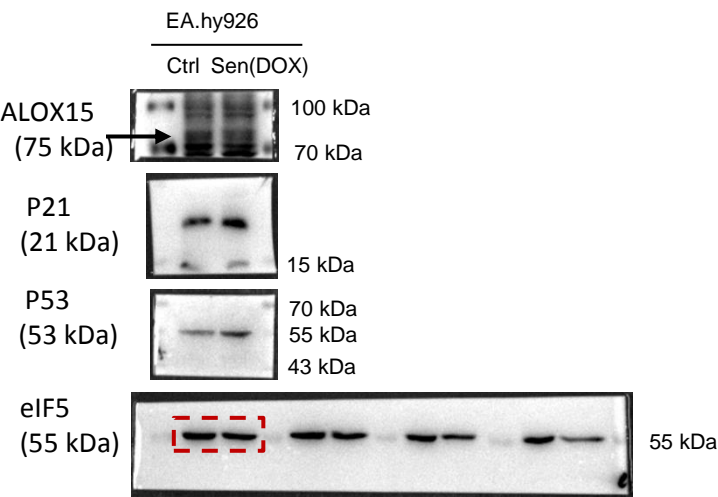

Fig. S6a

Ad-Ctrl	+	-
Ad-ALOX15	-	+

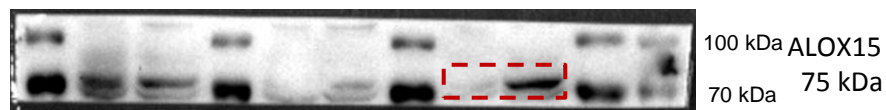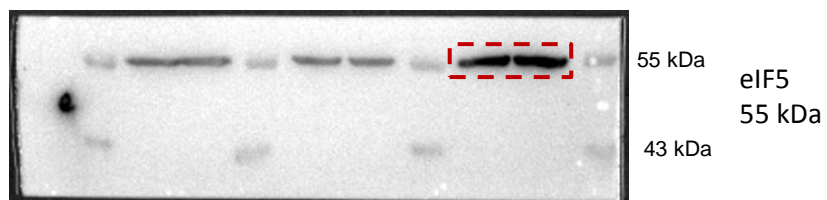

Fig. S6b

Ad-Ctrl	+	-
Ad-ALOX15	-	+

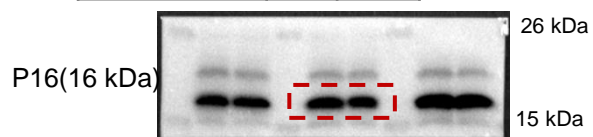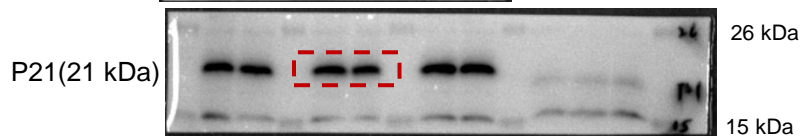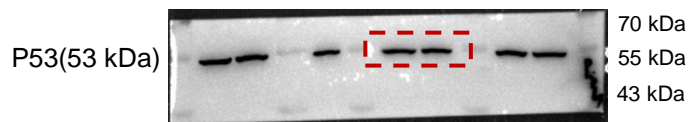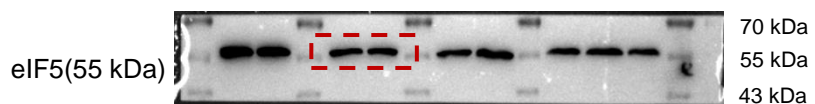

Fig. S7e

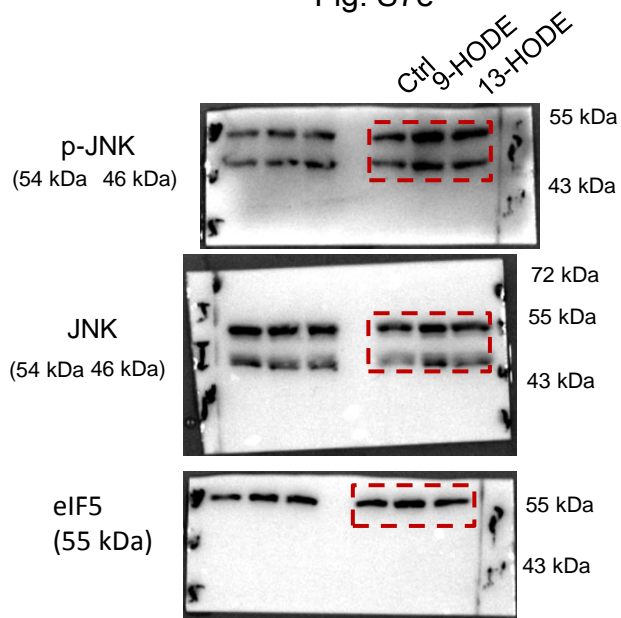

Fig. S9a

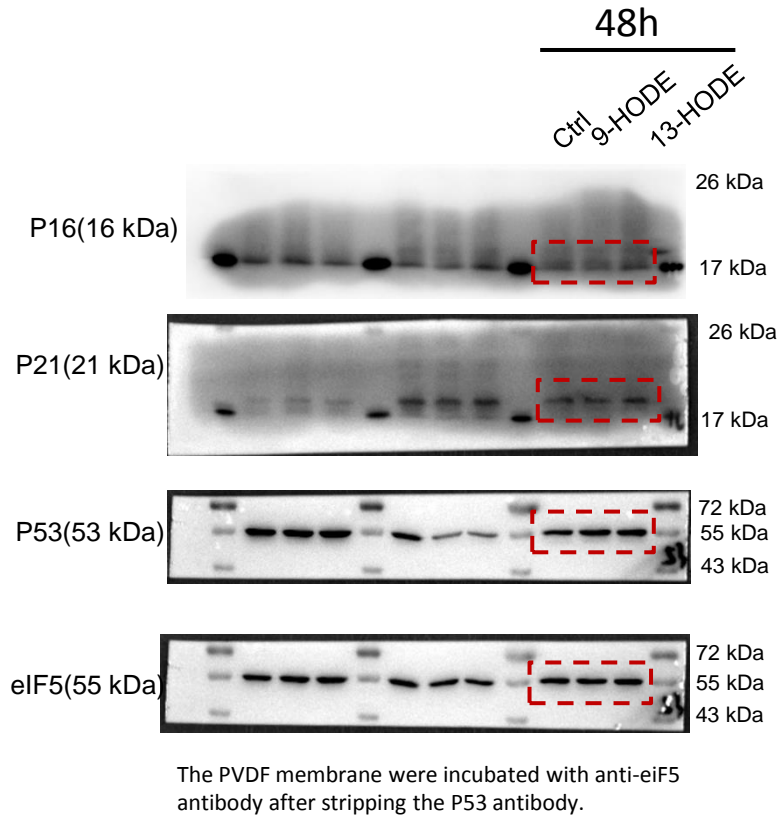

Fig. S9b

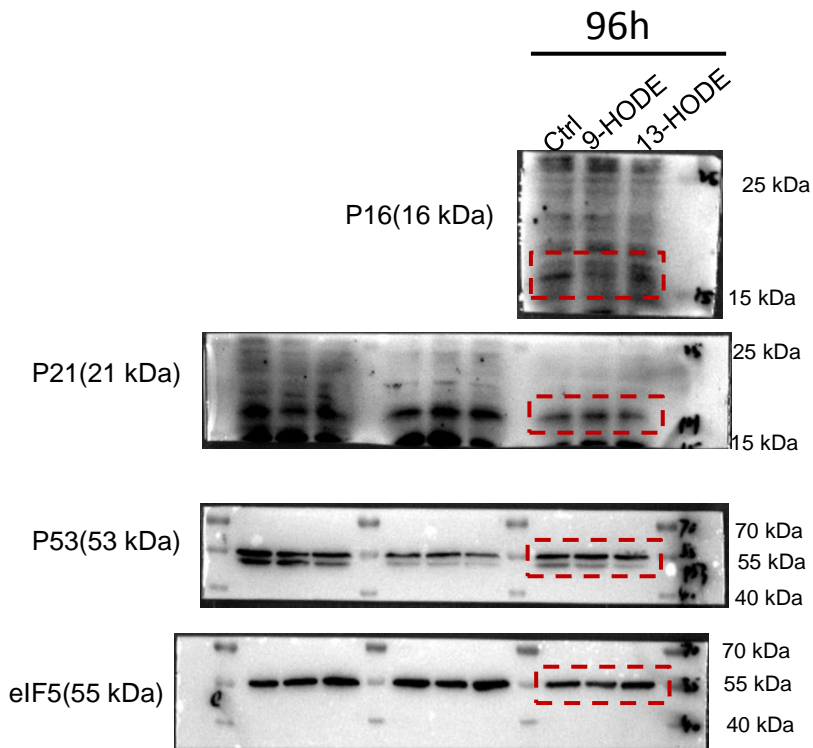

Fig. S11d

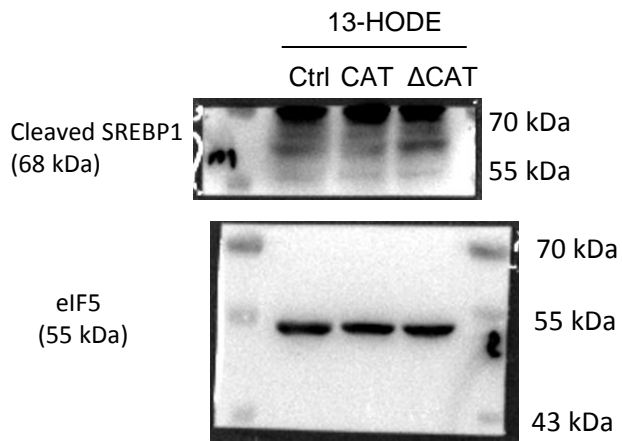

Fig. S11e

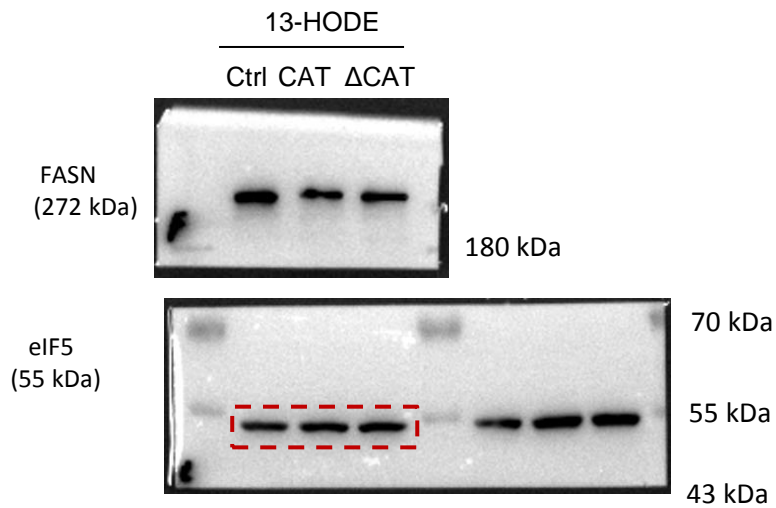

Fig. S12e

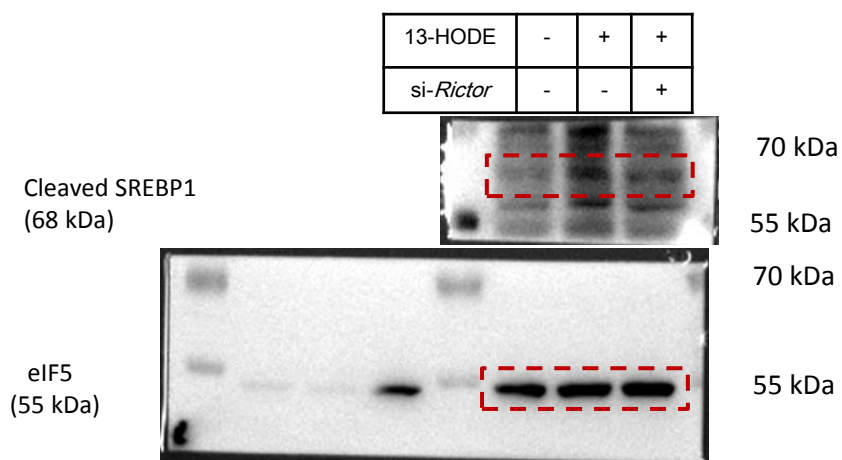

Fig. S12d

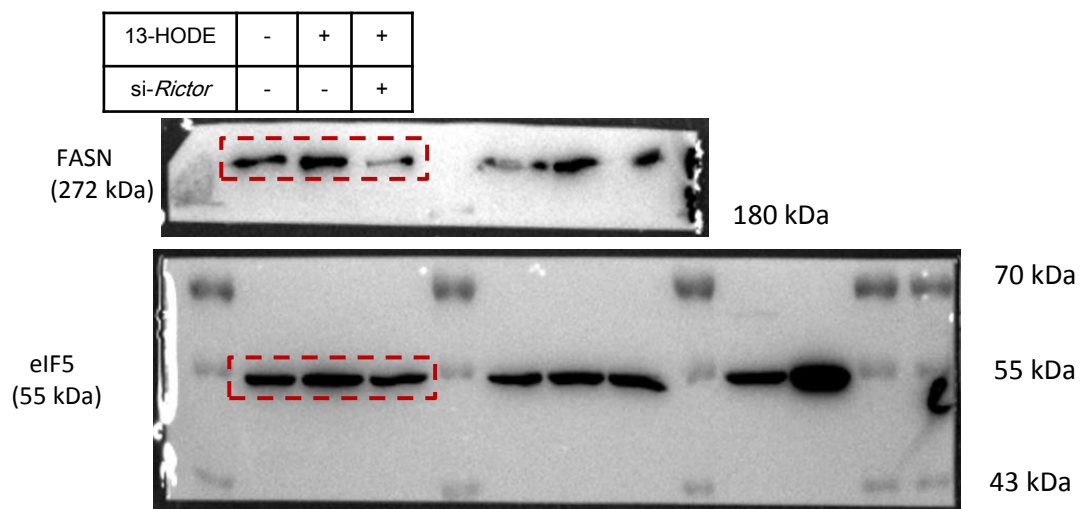

Fig. S13i

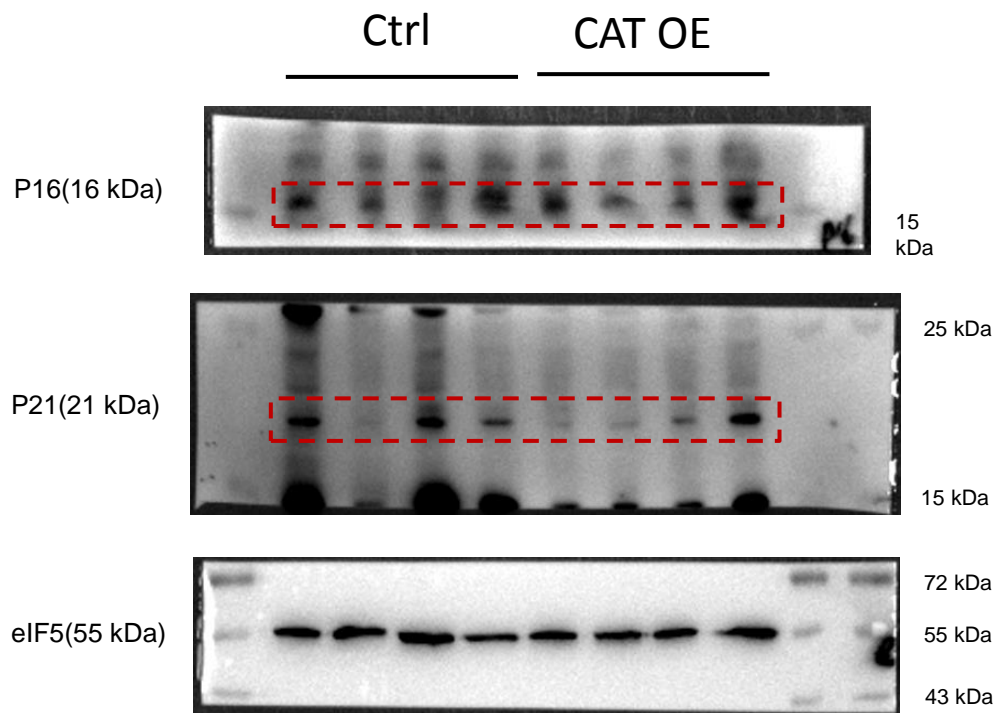

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Senescence-associated 13-HODE production promotes age-related liver steatosis by directly inhibiting catalase activity
**Source:** Nat Commun. 2023 Dec 9;14:8151. doi: 10.1038/s41467-023-44026-z
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

1. qPCR: QuantStudio 3 Real-Time PCR Systems
2. Western blot: Tanon 5200
3. Immunofluorescence: Olympus FV1200
4. Oil red and Immunohistochemistry: Nikon eclipse Ts2
5. ROS detection: Leica DFC3000 G
6. RNA-seq: Illumina Novaseq 6000
7. Targeted lipidomics : ABSciex 5500Q
8. Blood glucose : a glucometer monitor (Roche)

Data analysis

Graphpad Prism(8.0.2), Image J (1.47v), Image Pro PLUS(6.0.0.260)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw RNA-sequence data of 9-HODE and 13-HODE treated mouse livers are available at the GEO datasets (accession number: GSE245002). The proteomics data of 13(S)-HODE binding protein has been submitted to PRIDE (PXD046933). The data used to generate the main results shown in the main figures and extended figures are available as source data, including uncropped western blots and lipidomics data.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                 |
|--------------------------------------------------------------------|-----------------|
| Reporting on sex and gender                                        | Not applicable. |
| Reporting on race, ethnicity, or other socially relevant groupings | Not applicable. |
| Population characteristics                                         | Not applicable. |
| Recruitment                                                        | Not applicable. |
| Ethics oversight                                                   | Not applicable. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                           |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined on experiment feasibility and material availability.                                                                                                                           |
| Data exclusions | No data was excluded.                                                                                                                                                                                     |
| Replication     | Data show the means $\pm$ Standard Error of the Mean (SEM) of at least three biological replicates with the n indicated in each experiment.                                                               |
| Randomization   | Animals and cell samples were randomly assigned to treatment groups.                                                                                                                                      |
| Blinding        | The treatments provided to mice and cell were not blinded for practical reasons to avoid mix up. To prevent bias, the investigators were blinded to group allocation during data collection and analysis. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Primary antibodies for western blot analysis: anti-p16INK4(10883-1-AP, Proteintech, Wuhan, China; dilution 1:1000), anti-p21 (10355-1-AP, Proteintech, Wuhan, China; dilution 1:1000), anti-p53(1C12) (#2524, cell signaling technology, Danvers, MA, USA; dilution 1:1000), anti-eIF5(E-10) (sc-28309, santa cruz, Dallas, TX, USA; dilution 1:5000), anti-FASN(10624-1-AP, Proteintech, Wuhan, China; dilution 1:1000), anti-SREBF1(14088-1-AP, Proteintech, Wuhan, China; dilution 1:1000), anti-catalase(21260-1-AP, Proteintech, Wuhan, China; dilution 1:1000), anti-flag(#14793, cell signaling technology Danvers, MA, USA; dilution 1:1000), anti-15 lipoxygenase 1(ab244205, abcam, Cambridge, UK; dilution 1:1000).

Second antibodies for western blot analysis: Goat Anti-Mouse IgG(BL001A, biosharp, Anhui, China; dilution 1:5000), Goat Anti-Rabbit IgG (BL003A, biosharp, Anhui, China; dilution 1:5000).

Primary antibodies for immunofluorescence: anti-γH2AX (phospho S139) antibody (ab81299, Abcam, Cambridge, UK; dilution 1:100), anti-15-LO antibody (sc-133085, Santa Cruz, Dallas, TX; dilution 1:50), anti-p16INK4(10883-1-AP, Proteintech, Wuhan, China; dilution 1:50).

Second antibodies for immunofluorescence: Goat Anti-Rabbit IgG H&L (Alexa Fluor® 488) (ZF-0511, ZSGBBIO, Beijing, China, 1:200 dilution), Goat Anti-Mouse IgG H&L (Alexa Fluor® 488) (ZF-0512, ZSGBBIO, Beijing, China, 1:200 dilution), Goat Anti-Rabbit IgG H&L (Alexa Fluor® 594) (ZF-0516, ZSGBBIO, Beijing, China, 1:200 dilution).

Primary antibody for immunohistochemical: anti-F4/80 (#70076, Cell Signaling Technology, Danvers, MA, USA; dilution 1:200 ).

Second antibody for immunohistochemical: HRP-labeled Goat Anti-Rabbit IgG(H+L) (A0208, Beyotime, Shanghai, China, dilution 1:200 ).

## Validation

Antibodies have been validated by company and detailed information could be found on the manufactures' websites .

anti-p16INK4(10883-1-AP, Proteintech, Wuhan, China)  
<https://www.ptglab.com/Products/P16,P19-Antibody-10883-1-AP.htm>

anti-p21(10355-1-AP, Proteintech, Wuhan, China)  
<https://www.ptglab.com/products/P21-Antibody-10355-1-AP.htm>

anti-p53(1C12) (#2524, cell signaling technology, Danvers, MA, USA)  
[https://www.cellsignal.cn/products/primary-antibodies/p53-1c12-mouse-mab/2524?site-search-type=Products&N=4294956287&Ntt=%232524&fromPage=plp&\\_requestid=6584207](https://www.cellsignal.cn/products/primary-antibodies/p53-1c12-mouse-mab/2524?site-search-type=Products&N=4294956287&Ntt=%232524&fromPage=plp&_requestid=6584207)

anti-eIF5(E-10) (sc-28309, santa cruz, Dallas, TX, USA)  
<https://www.scbt.com/p/eif5-antibody-e-10?requestFrom=search>

anti-FASN(10624-1-AP, Proteintech, Wuhan, China)  
<https://www.ptglab.com/products/FASN-Antibody-10624-2-AP.htm>

anti-SREBF1(14088-1-AP, Proteintech, Wuhan, China)  
<https://www.ptglab.com/products/SREBF1-Antibody-14088-1-AP.htm>

anti-catalase(21260-1-AP, Proteintech, Wuhan, China)  
<https://www.ptglab.com/products/CAT-Antibody-21260-1-AP.htm>

anti-flag(#14793, cell signaling technology Danvers, MA, USA)  
[https://www.cellsignal.cn/products/primary-antibodies/dykdddk-tag-d6w5b-rabbit-mab-binds-to-same-epitope-as-sigma-aldrich-anti-flag-m2-antibody/14793?site-search-type=Products&N=4294956287&Ntt=%2314793&fromPage=plp&\\_requestid=6585813](https://www.cellsignal.cn/products/primary-antibodies/dykdddk-tag-d6w5b-rabbit-mab-binds-to-same-epitope-as-sigma-aldrich-anti-flag-m2-antibody/14793?site-search-type=Products&N=4294956287&Ntt=%2314793&fromPage=plp&_requestid=6585813)

anti-15 lipoxygenase 1(ab244205, abcam, Cambridge, UK)  
<https://www.abcam.cn/products/primary-antibodies/15-lipoxygenase-1-antibody-epr22138-ab244205.html>

anti-γH2AX (phospho S139) antibody (ab81299, Abcam, Cambridge, UK)  
<https://www.abcam.cn/products/primary-antibodies/gamma-h2ax-phospho-s139-antibody-ep8542y-ab81299.html>

anti-15-LO antibody (sc-133085, Santa Cruz, Dallas, TX, USA)  
<https://www.scbt.com/p/15-lo-antibody-b-7?requestFrom=search>

anti-F4/80 (#70076, Cell Signaling Technology, Danvers, MA, USA)  
<https://www.cellsignal.com/products/primary-antibodies/f4-80-d2s9r-xp-rabbit-mab/70076>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                  |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HepG2 (ATCC), Raw264.7 (ATCC), EA.hy926(Cell Bank/Stem cell bank of Chinese Academy of Sciences) |
| Authentication                                                       | None of the cell lines were authenticated                                                        |
| Mycoplasma contamination                                             | All cell lines were tested negative for mycoplasma contamination.                                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                  |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | <p>All protocols and animal studies were performed in accordance with the Guide for the Care and Use of Laboratory Animals by the US National Institutes of Health (NIH Publication No. 85–23, updated 2011). In addition, the Laboratory Animal Management and Use Committee of Tianjin Medical University, Tianjin, China, approved this study. All mice were housed in a temperature-controlled environment of 22–23°C, 40–70% humidity in individually ventilated cages with wood pieces as bedding with 12 h light/dark cycles and received food and water ad libitum, except for fasting experiments. If not indicated, mice were fed with chow diet (1010001, Jiangsu Xietong Pharmaceutical Bio-engineering Xietong Shengwu, Jiangsu).</p> <p>Male C57BL/6 mice were obtained from SPF (Beijing) Biotechnology Co., Ltd. Mice aged 2.5-, 12-, and 20-month-old were used to study age-related liver steatosis. In addition, to study the effect of 9/13-HODEs on hepatic steatosis, 8-week-old mice were intraperitoneally injected with a combination of 9-HODE (Item No. 38400, Cayman Chemical, Ann Arbor, MI) and 13-HODE (Item No. 38600, Cayman Chemical) [equal amounts of 9-HODE and 13-HODE with a combined dose of 0.5 µg/g body weight] every day for 9 days. The mixture of 9-HODE and 13-HODE was dissolved in a mixture of PEG400 and water (1:5) to a final concentration of 0.1 mg/mL. The control mice were intraperitoneally injected with the solvent.</p> <p>To specifically overexpress CAT in hepatocytes, 8-month-old mice were injected with AAV8-Cat (mouse)-flag with the TBG promoter (1.5 × 10<sup>11</sup> vg/mouse; GeneChem Co., Ltd., Shanghai), and the mice were sacrificed 2 months later.</p> <p>To investigate the effects of CAT on 13-HODE-induced liver steatosis, 8-week-old mice were injected with AAV-Cat-flag with the TBG promoter for 10 days, before being administered 13-HODE (0.5 µg/g body weight) intraperitoneally every day for 9 days before sacrifice.</p> <p>For HFD-fed mice, 8-week-old male mice were fed a 45% HFD (Medicience, Yangzhou) or chow diet for 12 weeks to induce liver steatosis.</p> <p>Mice were euthanized by exsanguination after being anaesthetized with tribromoethanol (0.24mg/g body weight).</p> |
| Wild animals            | No wild animals were involved in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Reporting on sex        | Sex was not considered a critical factor in this study. Based on the 3R principle of animal experiments, we used male mice as representative in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Field-collected samples | No field collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All animal experiments were approved by the Laboratory Animal Management and Use Committee of Tianjin Medical University (Document NO. TMUaMEC 2022012).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

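Liver RNA of 3 Ctrl mice and 3 mice treated with 9/13-HODEs was measured by RNA sequencing, with 1 library per mouse. The authors deposited 1 table with a read count and an FPKM value per gene model and library, together with gene names, coordinates, GO terms and KEGG pathways. The counts were deposited by the authors as whole numbers that are not normalized. The FPKM values were deposited by the authors as counts scaled by gene length and library depth. The sample descriptions name cutadapt 1.9, HISAT2 2.0.4, UMI-tools, StringTie 1.3.4d, DESeq2 and edgeR without their order or settings. Whether the counts are of reads or of unique molecules, and how reads of overlapping genes were divided, is not known. Of 55401 gene models, 55141 have their ID in GENCODE M21, and 54928 starts and 52049 ends equal that annotation. No gene model lacks a name, and 120 symbols belong to more than 1 gene ID. Total counts lay between 70300597 and 78615288 per library, and confidence intervals from counts cover counting error only.

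Differential expression was tested with edgeR 4.0.16 (R 4.3.3) on the counts (TMM, quasi-likelihood test, 9/13-HODEs against control, Benjamini-Hochberg adjustment, threshold 0.05) over the 14741 genes with a mean FPKM of at least 0.1. The plan, written when the labels named only FPKM columns, set limma-trend on log2(FPKM + 0.1) as the test unless the table held counts, in which case edgeR was to be used. Genes at the paper's threshold had a log2 ratio of mean FPKM (each + 0.1) above 0.65 or below -0.65 and an unadjusted edgeR p under 0.05. Principal components were taken of log2(FPKM + 0.1), centred and not scaled, with an exact permutation test over the 10 splits. For 34 gene lists, of which the 32 with at least 3 tested members were tested, camera (limma 3.58.1) was run on log counts scaled to depth with a preset correlation of 0.01, beside an estimated correlation and fry. The lists cover lipid, glucose and bile acid metabolism, drug-metabolizing and antioxidant enzymes, MAPK, stress and inflammatory genes, sex-biased liver genes, clock, cell cycle and senescence genes, mitochondrially encoded transcripts, and markers of liver zones and of other cell types. Enrichment of lipid metabolic process and of the KEGG MAPK signaling pathway was tested with a one-sided Fisher's exact test against tested genes with any GO or KEGG annotation. Scans of all terms with at least 10 tested genes used the same test.

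Genes named in the text are among those the paper names for these livers or as HODE targets (the values in Fig. 3h and Fig. S8 had been seen), the 10 of largest fold in each direction with an adjusted p under 0.05, or else an unadjusted one, a mean FPKM of at least 1 and no overlap between groups, and the 3 members of smallest p in each list. The genes behind an enrichment and the mitochondrial and growth hormone genes and the RNAs without a poly(A) tail (taken by gene symbol) in the closing section were chosen after their values were seen. These rules, the lists, the tests and the alternatives of pseudocount, filter, scaling, moderation, omitted replicate, replicate block, correlation and threshold were set before the data were examined. DESeq2 1.42.0, limma-trend on log2(FPKM + 0.1), the omission of genes that overlap another gene of mean count 10 or more on the same strand, a background of all annotated genes, the scans and principal components of FPKM without log were added afterwards. Near-identical transcripts were sought with BLAST+ 2.17.0 in the reference transcripts (identity of at least 90% over at least 150 bases and 50% of the transcript, the last condition added when repeats in untranslated ends were seen to match).

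The fits were tested on simulated counts for 9/13-HODEs against control, 3 libraries against 3, over 14741 genes of which 100 were changed 2-fold and 100 were changed 4-fold. By edgeR 7% of the former and 71% of the latter were found, with 2 false among 80 calls. By limma-trend it was 1% and 49%, with 4 false among 54 calls, and by DESeq2 12% and 75%, with 26 false among 113 calls. Each simulated gene had edgeR's trended dispersion, without differences in spread between genes of like expression. The rates may therefore not hold for the real counts. All 6 libraries were used.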

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

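The search for genes that overlap Mgat1, both tests on the male-biased genes, the comparison of RNAs without a poly(A) tail and the fits with DESeq2 were chosen after the result was seen.

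Bola1, Keg1 and Zfp422 stand out because the paper does not discuss them and they are the 3 genes past an adjusted p of 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2 fold changes were -3.29, -2.67 and -5.01, each lower in 3 of 3 treated livers. Of the 10 ways to split the 6 libraries into groups of 3, 4 gave at least 3 such genes, the real one included, and the highest other gave 6. At the paper's threshold the real split gave 458 genes and was the 1 split with as many, the highest other giving 343. Camera called 15 lists in the real split, the 1 split with as many, and 12 in the highest other. The odds ratio for lipid metabolic process was 1.01 (3 splits as high, highest other 3.21) and that for MAPK signaling 1.27 (5 splits as high, highest other 3.38). With 10 splits no share under 0.05 can be reached.

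A list of 20 male-biased liver genes also held the growth hormone targets Igf1, Igfals, Socs2 and Cish, whose sex bias was not checked here. Of the 20, 19 had negative log2 fold changes in these treated males (median -0.46, and -0.73 without replicate 3 of the treated livers). Camera gave the list an adjusted p of 3.3e-08, and adjusted p = 0.325 with an estimated correlation. Among the 19 were Mup7 (-1.70), Mup11 (-1.35) and Cyp7b1 (-1.21). By edgeR 0 of the 20 passed over all genes or when adjusted over the list alone, 6 had an unadjusted p under 0.05, and DESeq2 called 2. Of 5 tested female-biased genes, 4 were positive (median 1.57, camera adjusted p = 0.000771, and adjusted p = 0.325 with an estimated correlation), with Cyp2b9 at 4.50, Cyp2a4 at 1.57, Acot3 at 0.21 and Cyp3a16 at -0.63. Mup genes and Cyp2a4 have near-identical copies. The 7 members of the male-biased list with no such copy, Igf1, Igfals and Cish among them, had a median of -0.50 (camera p = 0.0374, and p = 0.113 with an estimated correlation). This leaves shared reads open as a part of the pattern. Weaker growth hormone signalling may lower male-biased genes, but Igf1, Igfals, Socs2 and Cish (median -0.20, 3 of 4 lower) are members of the list, whose count already fixed that outcome, so this remains open.

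Transcripts of the mitochondrial genome had positive log2 fold changes in 13 of 13 cases, with a median of 0.40 (camera adjusted p = 1.44e-08, and adjusted p = 0.360 with an estimated correlation). Neither scaling nor any 1 library accounts for the sign. The lowest median was 0.26 under 3 other scalings and 0.23 over the 6 omissions (without Ctrl replicate 3). Among the ways to split the 6 libraries into groups of 3, the real one gave the largest median regardless of sign (0.40). The highest other gave 0.34, with Ctrl replicates 1 and 3 and replicate 3 of the treated livers as 1 group. With so few splits no share under 0.05 can be reached, so another grouping of the livers is not excluded. Of 6 nuclear copies looked at, Gm28437, Gm29216, Gm10925 and Gm28661 on chromosome 1 had log2 fold changes of 0.34 to 0.57, and Gm13340 and Gm13341 on chromosome 2 of 0.15 and -0.05. Of RNAs without a poly(A) tail, positive log2 fold changes were found in 6 of 6 made by RNA polymerase III (Rmrp, Rpph1 and Rn7s2 among them), 45 of 69 small nuclear, nucleolar and Cajal body RNAs and 8 of 29 replication-dependent histone genes (medians 4.35, 0.54 and -0.44, or 1.405, 0.11 and -0.17 without replicate 1 of the treated livers; that of the small nuclear class was 0.25 without replicate 2, and it and that of the histone genes were 1.02 and -0.15 without Ctrl replicate 2). Gm47305 lies inside Rn7s2 on the same strand, so the value of Rn7s2 is uncertain. The classes went apart, so a difference in RNA capture between the groups stays open, beside an effect of the treatment, which was not tested.

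Mgat1 counts lay far apart within the Ctrl group (49, 49 and 1303). Neither an overlapping gene on its strand (0 found) nor a near-identical copy (0 found) was there to exchange reads with it. Among 8253 genes with a mean FPKM of at least 1, 204 had counts over 10 times apart within a group, and 23.5% of these overlapped a measured gene on the same strand, against 5.70% of the others (odds ratio 5.09, two-sided Fisher's exact test, p = 1.63e-16). Division of reads between overlapping genes is a candidate explanation for that part of such genes, but not for Mgat1 or the other genes without an overlap, for which no biological explanation was tested.

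Endothelial markers, which the paper does not analyse, had a median log2 fold change of 0.28 with 11 of 12 positive (camera adjusted p = 0.00403, and adjusted p = 0.621 with an estimated correlation; 0.0914 without Ctrl replicate 1, with a median of 0.19, and 0.123 without replicate 2 of the treated livers, with a median of 0.18; the median was 0.44 without replicate 1 of the treated livers). Lymphocyte and neutrophil markers had a median of 0.56 with 11 of 11 positive (camera adjusted p = 0.00424, and adjusted p = 0.360 with an estimated correlation; 0.162 without Ctrl replicate 1, with a median of 0.23; the median was 0.88 without Ctrl replicate 3 and 0.29 without replicate 3 of the treated livers). At an unadjusted edgeR p under 0.05 there were 3 endothelial and 0 lymphocyte and neutrophil markers. When adjusted over the list alone, 0 of either passed. Acute phase proteins had a median of 0.11, or -0.08 under TPM scaling, with 13 of 21 positive, the largest being the serum amyloid genes Saa2 (1.94, and 0.83 without replicate 3 of the treated livers) and Saa1 (1.75) and those of smallest p the metallothionein genes Mt1 (1.67, and 1.91 without replicate 2 of the treated livers, where it passed by edgeR with 0.0384) and Mt2 (1.74) (camera adjusted p = 0.0267, and adjusted p = 0.703 with an estimated correlation). It was 0.409, 0.142, 0.0534 and 0.692 without Ctrl replicate 1, Ctrl replicate 3, and replicates 1 and 3 of the treated livers, 0.147 after quantile normalization, 0.0831 and 0.0822 with pseudocounts of 1 and 0.01, and 0.083 by limma-trend. The median was 0.04 without Ctrl replicate 1 or replicate 3 of the treated livers, 0.18 without Ctrl replicate 2 or 3, and 0.29 without replicate 2 of the treated livers. Pericentral hepatocyte genes had a median of -0.20, or -0.07 and -0.42 without replicates 1 and 3 of the treated livers, with 11 of 13 negative (camera adjusted p = 0.0495, and adjusted p = 0.729 with an estimated correlation; 0.127, 0.177, 0.702 and 0.222 without Ctrl replicates 1 and 2 and replicates 1 and 2 of the treated livers, 0.0869 with a mean FPKM of at least 1, and 0.0983 without genes that overlap another on the same strand). Of the acute phase genes, 4 higher and 2 lower had an unadjusted edgeR p under 0.05, and of the pericentral genes 0 did.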

How the results depend on the processing

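The fits with DESeq2 and limma-trend, the omission of genes with an overlap on the same strand, the wider background and the components of FPKM without log were chosen after seeing the data. The count of 3 genes past an adjusted p of 0.05 ranged from 3 to 16 when 1 library was left out (16 without control replicate 3) and was 89 by DESeq2, with 2 or 3 of the 3 genes kept in each. It was 3 or 4 under the other settings without a block. The 458 genes at the paper's threshold became 181 with a pseudocount of 1, 209 with a mean FPKM of at least 1 and 1533 by the fold alone. Camera's 15 lists became 0 with an estimated correlation and 0 by fry, and 9 to 16 when 1 library was left out (9 without control replicate 1). Lists without a call were given no direction, a rule set after their medians were seen to change sign between settings. With another pseudocount or quantile normalization, calls by adjusted p and lists come from limma-trend, since edgeR takes no pseudocount, so these settings change the test too. The odds ratio of lipid metabolic process, 1.01, was 0.80 with a pseudocount of 0.01, 0.959 without overlapping genes, 0 for the 3 genes of adjusted p under 0.05, 1.86 for the higher and 0.243 for the lower genes alone and 0.918 to 1.67 when 1 library was left out. That of MAPK signaling, 1.27, was 0.993 with a pseudocount of 1, 0.966 with a mean FPKM of at least 1, 0.856 by limma-trend, 2.01 by DESeq2, 0 for the genes of adjusted p under 0.05, 2.16 for the higher and 0.415 for the lower genes alone and 0.469 to 1.63 when 1 library was left out. With all annotated genes as background they were 1.47 and 1.46, neither past the test. The groups stayed apart on the first component in every setting run, with an exact permutation p of 0.1 to 0.2 when 1 library was left out and 0.1 otherwise. Of the values of named genes under other settings, 2136 kept their direction and side of the threshold, 36 passed it, 8 fell short of it (of Zfp422, Bola1 and Keg1) and 4 turned. These were Pparg (-0.0014) and Ebp (-0.0062) under TPM scaling, and Hbb-bs and Hbb-bt. The last 2 ranged from -0.67 to 0.44 and from -0.58 to 0.39 when 1 library was left out and were positive without control replicate 1. Except for the omissions and the smaller gene sets, which use fewer libraries or genes, the cause was not tested. At this depth Cdkn2a and Gpr132 were too low to test.

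Neither the labels nor the paper say whether equal replicate numbers mark a pair. Same-numbered libraries correlated by 0.022, -0.0096 and -0.0069 in their deviations from the group means. Not every library correlated best with its own number. With so few libraries these values cannot settle whether the numbers pair the mice. With the replicate block edgeR called 0 genes (892 at an unadjusted p under 0.05, and 422 at the paper's threshold). The odds ratio of MAPK signaling was 2.03 (one-sided Fisher's exact test, p = 0.0451). Of the 15 lists 14 were still called, the acute phase list being lost, and no other call changed.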

Differences from the paper's values

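The principal components of FPKM without log and the DESeq2 fit were chosen after seeing the values. The first principal component held 24.6% of the variance and the second 21.5%, whereas the paper's are about 98% and about 1.3% in Fig. 3e, read by eye. All 15 alternatives set before the data were examined differ from both, including the genes past the paper's threshold, which the methods name (64.3% and 13.8%). Without the log transformation these genes gave 84.9% and 13.0%, of which the former lies within 1.5 times the paper's.

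For Trp53 the unadjusted edgeR p was 0.354, against about 0.68 in Fig. S8d, read by eye. It came within 1.5 times the paper's under quantile normalization (0.501) and without control replicate 1 (0.675) or replicates 2 (0.471) and 3 (0.631) of the treated livers, and differed under the other settings made before the data were examined. For Cdkn1a the unadjusted edgeR p was 0.0440, against about 0.09 in Fig. S8d, read by eye. It came within 1.5 times with the replicate block (0.0898), without control replicate 3 (0.0659) or without replicates 2 (0.123) and 3 (0.107) of the treated livers, and differed under the other settings made before the data were examined. The statistics section of the paper names Student's t-test or the Mann-Whitney test by normality, and the legend does not say which gave these p-values. The mean FPKM values of Fig. 3h and Fig. S8 match those given here, and the count of differentially expressed genes with a p filter added, 458, lies within 1.5 times the paper's 441. By the fold alone, which is how the methods define them, the count was 1533 and differs from the paper's. With the p filter it also differs with a pseudocount of 1 (181) and with a mean FPKM of at least 1 (209).

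The paper states that the differentially expressed genes were enriched in lipid metabolic processes. Here 8 of the genes past the fold threshold with the added p filter carried the GO term, against 7.89 due by chance (odds ratio 1.01). Dgat1 and G0s2 passed that threshold without carrying the term, so the count does not cover every gene of lipid metabolism. No setting run passed the one-sided Fisher's exact test. The genes by fold alone were not tested. Fasn, Cd36, Cyp4a14 and Mgat1, which the paper shows as differentially expressed, missed the p filter, so the set tested differs from the paper's. In the scan, the terms steroid hydroxylase activity and arachidonic acid epoxygenase activity did pass. So did exogenous drug catabolic process and xenobiotic metabolic process, so the scan does not separate lipid from drug metabolism. The paper used ShinyGO, whose background and term sets were not available here and were not compared. The paper states an enrichment of the KEGG MAPK pathway, and here the odds ratio was 1.27 with p = 0.346. It passed the one-sided Fisher's exact test with the replicate block (2.03, p = 0.0451) and by DESeq2 (2.01, p = 0.0311), the latter chosen after seeing the values. The paper states that Fasn, Cd36, Cyp4a14 and Mgat1 were upregulated. Their means were higher here, but their unadjusted edgeR p was 0.0771, 0.0724, 0.0639 and 0.0902, and all 7 steatosis genes missed the adjusted threshold by edgeR, while DESeq2, added after seeing the values, called 1 of them, Elovl6. G6pc, which the paper reports as increased, missed the adjusted threshold by edgeR (0.649) and passed it by DESeq2 (0.0235). For Fasn, Thrsp, Cd36, Cyp4a14, Elovl6 and G6pc the paper also gives liver qPCR in more mice than were sequenced. It further reports a rise of FASN protein. That evidence is separate from the RNA sequencing and was not examined here.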

Other observations

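Several lists outside the paper's RNA sequencing results were called by camera with the preset correlation, and with an estimated correlation none was. Of 17 UDP-glucuronosyltransferase genes, which conjugate drugs, bilirubin and steroids, 14 had negative log2 fold changes, with a median of -0.30 (camera adjusted p = 0.00129, and adjusted p = 0.325 with an estimated correlation). Ugt2b36 had an FPKM of 175.1 ± 21.9 in Ctrl livers and 127.6 ± 1.92 in treated livers (log2 fold change -0.38, standard error 0.10), whereas Ugt1a5 (1.25) and Ugt1a6b (-2.37), which share exons, went apart. Ugt2b36 has 4 near-identical copies with counts, and 12 of the 17 members have at least 1, so the division of reads among them is uncertain. Of 12 genes of the insulin and glucocorticoid response, 10 had positive log2 fold changes, with a median of 0.28. It was 0.14 without Ctrl replicate 1, and 0.54 and 0.18 without replicates 1 and 3 of the treated livers. The largest was that of the pyruvate dehydrogenase kinase gene Pdk4 (1.13, and 1.95 without Ctrl replicate 3). Those of smallest p were Tsc22d3 (0.60), a glucocorticoid-induced gene, and the clock gene Per1 (1.04). Without Ctrl replicate 3 Per1 was at 1.69 and passed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.0477). Camera called this list (adjusted p = 0.0152, and adjusted p = 0.360 with an estimated correlation), but not without Ctrl replicate 1 (0.279) or replicates 2 (0.0688) and 3 (0.133) of the treated livers. Of 15 measured markers of fibrosis and stellate cells, 13 were positive (median 0.22), with the intermediate filament genes Vim at 0.36 and Des at 0.44 (camera adjusted p = 0.0289, and adjusted p = 0.360 with an estimated correlation). The former was 0.0526 under TPM scaling, 0.133 without Ctrl replicate 3, and 0.100 and 0.1604 without replicates 1 and 3 of the treated livers. Of 12 macrophage and Kupffer cell markers, 10 were positive (median 0.28, and 0.18 without replicate 3 of the treated livers), with the lysozyme gene Lyz2 at 0.31 and the complement gene C1qb at 0.44. Adgre1, which encodes F4/80, was at -0.54. Camera gave this list an adjusted p of 0.0359 (adjusted p = 0.689 with an estimated correlation). It was 0.0992 under TPM scaling, 0.359 without Ctrl replicate 1, and 0.130 and 0.217 without replicates 2 and 3 of the treated livers. By edgeR 0 members of these 4 lists passed over all genes or when adjusted over the list alone. At an unadjusted p under 0.05 there were 5 UDP-glucuronosyltransferase genes, 2 genes of the insulin and glucocorticoid response, 1 of fibrosis and 2 of macrophages, and DESeq2 called 1, Ugt1a6b.

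Among antioxidant enzymes and NRF2 targets, 14 of 27 had positive log2 fold changes (camera adjusted p = 0.697). Gpx1, a glutathione peroxidase that removes hydrogen peroxide, had an FPKM of 1377 ± 8.83 in Ctrl livers and 883 ± 30.5 in treated livers (log2 fold change -0.58, standard error 0.11). It was the 1 member that fell when adjusted over the list alone, and was called by DESeq2 (0.00258) but not by edgeR over all genes (0.550). Cat, whose protein the paper studies as the target of 13-HODE, had an FPKM of 628 ± 85.4 and 491 ± 23.2 (log2 fold change -0.29, 95% confidence interval -0.56 to -0.01, adjusted p = 0.649 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with every treated liver below every Ctrl liver. Srebf1, which encodes SREBP1, had an FPKM of 18.8 ± 3.11 and 15.6 ± 2.65 (log2 fold change -0.21, interval -0.61 to 0.19). Pparg had a log2 fold change of 0.17, or -0.0014 under TPM scaling, and Rictor of 0.22. Gpr132, a receptor for HODEs, and Nr2c2 were below the FPKM needed for the test, at 0.0438 ± 0.0376 and 0.0335 ± 0.0122 in Ctrl livers and 0.0627 ± 0.0423 and 0.0443 ± 0.00289 in treated livers. Alox15, the lipoxygenase that makes 13-HODE, had 0 counts in all 6 libraries.

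Lists that camera did not call were ER stress and the integrated stress response (adjusted p = 0.131, and 0.0409 without replicate 2 of the treated livers) and erythroid markers (0.436, and 0.00965 without Ctrl replicate 3). Neither did it call bile acid synthesis and transport (0.436), cell cycle (0.638), cholangiocyte markers and heat shock proteins (0.851 each) or oxylipin enzymes (0.858). Also not called were periportal hepatocyte genes, xenobiotic cytochromes P450 and the circadian clock (0.999 each). Of the bile acid genes 3 passed when adjusted over the list alone, 1 higher and 2 lower. Cholesterol synthesis was called without Ctrl replicate 2 (0.000538) and the xenobiotic cytochromes P450 without replicate 3 of the treated livers (0.0259). Markers of adipocytes and muscle and of pancreatic acinar cells had 2 tested members each, too few for the test. Of the former, Retn, which encodes resistin, passed when adjusted over the list alone and by DESeq2 (0.0131) but not by edgeR over all genes (0.649). The other, Cfd, is also among the 8 PPARγ targets. The adipocyte markers Adipoq, Lep, Plin1 and Cidea were below the FPKM needed for the test. Whether fat tissue contributed RNA to these libraries was not tested.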
